# TLR7/8 stress response drives histiocytosis in SLC29A3 disorders

**DOI:** 10.1084/jem.20230054

**Published:** 2023-07-18

**Authors:** Takuma Shibata, Ryota Sato, Masato Taoka, Shin-Ichiroh Saitoh, Mayumi Komine, Kiyoshi Yamaguchi, Susumu Goyama, Yuji Motoi, Jiro Kitaura, Kumi Izawa, Yoshio Yamauchi, Yumiko Tsukamoto, Takeshi Ichinohe, Etsuko Fujita, Ryosuke Hiranuma, Ryutaro Fukui, Yoichi Furukawa, Toshio Kitamura, Toshiyuki Takai, Arinobu Tojo, Mamitaro Ohtsuki, Umeharu Ohto, Toshiyuki Shimizu, Manabu Ozawa, Nobuaki Yoshida, Toshiaki Isobe, Eicke Latz, Kojiro Mukai, Tomohiko Taguchi, Hiroaki Hemmi, Shizuo Akira, Kensuke Miyake

## Abstract

Loss-of-function mutations in the lysosomal nucleoside transporter SLC29A3 cause lysosomal nucleoside storage and histiocytosis: phagocyte accumulation in multiple organs. However, little is known about the mechanism by which lysosomal nucleoside storage drives histiocytosis. Herein, histiocytosis in *Slc29a3*^−/−^ mice was shown to depend on Toll-like receptor 7 (TLR7), which senses a combination of nucleosides and oligoribonucleotides (ORNs). TLR7 increased phagocyte numbers by driving the proliferation of Ly6C^hi^ immature monocytes and their maturation into Ly6C^low^ phagocytes in *Slc29a3*^−/−^ mice. Downstream of TLR7, FcRγ and DAP10 were required for monocyte proliferation. Histiocytosis is accompanied by inflammation in SLC29A3 disorders. However, TLR7 in nucleoside-laden splenic monocytes failed to activate inflammatory responses. Enhanced production of proinflammatory cytokines was observed only after stimulation with ssRNAs, which would increase lysosomal ORNs. Patient-derived monocytes harboring the G208R *SLC29A3* mutation showed enhanced survival and proliferation in a TLR8-antagonist-sensitive manner. These results demonstrated that TLR7/8 responses to lysosomal nucleoside stress drive SLC29A3 disorders.

## Introduction

Toll-like receptor 7 (TLR7) and TLR8 are endosomal ssRNA sensors that initiate innate immune responses during viral and bacterial infections (Diebold et al., 2004; Heil et al., 2004). Loss-of-function mutations in *TLR7* are a genetic risk factor for the development of COVID-19 pneumonia (Brown et al., 2022), whereas gain-of-function mutations in *TLR7* and *TLR8* drive immune disorders such as systemic lupus erythematosus (Aluri et al., 2021; Brown et al., 2022). Their structures indicate that they respond to RNA degradation products; TLR7 binds to guanosine (Guo) or 2′-deoxyguanosine (dGuo), as well as to uridine (Urd)-containing oligoribonucleotides (ORNs), whereas TLR8 interacts with Urd- and purine-containing ORNs (Shibata et al., 2016; Tanji et al., 2015; Zhang et al., 2016). These structures demonstrate that ssRNA recognition by TLR7 and TLR8 depends on RNA degradation. For example, RNA degradation by the endosomal RNase, RNase T2, is required for TLR7 and TLR8 responses (Greulich et al., 2019; Liu et al., 2021; Ostendorf et al., 2020).

RNA degradation in endosomes/lysosomes proceeds up to nucleosides, which are then transported to the cytoplasm for further degradation. Nucleosides are transported across the membrane through the SLC28 and SLC29 transporter families (Baldwin et al., 2004). While SLC28 family members mediate active transport in epithelial tissues such as the small intestine and kidney, SLC29 family members enable passive transport in broader tissues. SLC29A3, also known as ENT3, is a lysosomal nucleoside transporter that is abundantly expressed in macrophages (Baldwin et al., 2005). Loss-of-function mutations in SLC29A3 cause monogenic diseases, including H syndrome, Faisalabad histiocytosis, pigmented hypertrichosis with insulin-dependent diabetes mellitus syndrome, and familial Rosai-Dorfman disease (Cliffe et al., 2009; Molho-Pessach et al., 2008; Morgan et al., 2010). These SLC29A3 disorders are characterized by histiocytosis: mononuclear phagocyte accumulation in multiple organs. Histiocytosis also develops in *Slc29a3*^*−/−*^ mice, where adenosine (Ado) accumulates in the lysosomes of macrophages because of impaired nucleoside export to the cytoplasm (Hsu et al., 2012). However, the mechanisms by which lysosomal Ado storage increases the number of phagocytes have not yet been elucidated.

We hypothesized that Guo, dGuo, and Urd accumulate in the compartments where TLR7 and TLR8 are localized and activate TLR7 and TLR8 to drive histiocytosis in SLC29A3 disorders. We observed an accumulation of Guo and dGuo in *Slc29a3*^*−/−*^ monocytes/macrophages. Immature Ly6C^hi^ monocytes TLR7-dependently proliferate and mature into Ly6C^low^ phagocytes. In SLC29A3 disorders, histiocytosis accompanies inflammation (Molho-Pessach et al., 2014; Rafiq et al., 2017). SLC29A3 deficiency did not induce constitutive production of proinflammatory cytokines in macrophages and required ORN-generating ssRNA to drive proinflammatory cytokine production in macrophages. Patient-derived monocytes harboring G208R *SLC29A3* mutation showed higher survival and proliferation in the presence of M-CSF and produced larger amounts of IL-6 upon ssRNA stimulation than those derived from healthy subjects. G208R *SLC29A3* monocytes expressed TLR8, and a TLR8 antagonist inhibited the survival/proliferation of patient-derived macrophages. Moreover, human TLR8 expressed in *Slc29a3*^−/−^ *Tlr7*^−/−^ mice caused histiocytosis. These results demonstrated that TLR7 and TLR8 responses to nucleosides drive SLC29A3 disorders.

## Results

### TLR7-dependent histiocytosis in *Slc29a3*^−/−^ mice

*Slc29a3*^−/−^ mice were obtained (Fig. S1, A–C), and various organs of these mice were examined by liquid chromatography–mass spectrometry (LC-MS) to evaluate nucleoside accumulation. We found significant increases in cytidine (Cyd), Guo, 2′-deoxycytidine (dCyd), dGuo, and thymidine (dThd) in the spleens of lysosomal nucleoside transporter-deficient *Slc29a3*^‒/‒^ mice (Fig. 1 A). As TLR7 responds to Guo and dGuo but not to other nucleosides or deoxyribonucleosides (Fig. S1, D–H; Shibata et al., 2016), accumulation of Guo and dGuo in *Slc29a3*^−/−^ mice might activate TLR7. We generated *Slc29a3*^‒/‒^*Tlr7*^‒/‒^ mice to evaluate the role of TLR7 in histiocytosis (Fig. S1, I–K). Consistent with the previous report (Hsu et al., 2012), the spleens of *Slc29a3*^‒/‒^ mice were larger and heavier than those of WT mice due to increased cell number (Fig. 1 B and Fig. S2 A). Concerning cell type–specific changes in the spleen, the increase in numbers was restricted to macrophages, neutrophils, erythroblasts, and plasmacytoid dendritic cells (pDCs), but not T cells or B cells (Fig. 1 C and Fig. S2, B–H). Peripheral blood platelet counts decreased, probably, due to premature clearance by accumulated macrophages (Fig. S2 I). Macrophage accumulation was observed not only in the spleen but also in the liver, the medulla of the kidney, and the patchy areas of the pancreas (Fig. 1 D). All these changes were dependent on TLR7, as demonstrated in the *Slc29a3*^‒/‒^ *Tlr7*^‒/‒^ mice (Fig. 1, B–D; and Fig. S2).

**Figure S1.**
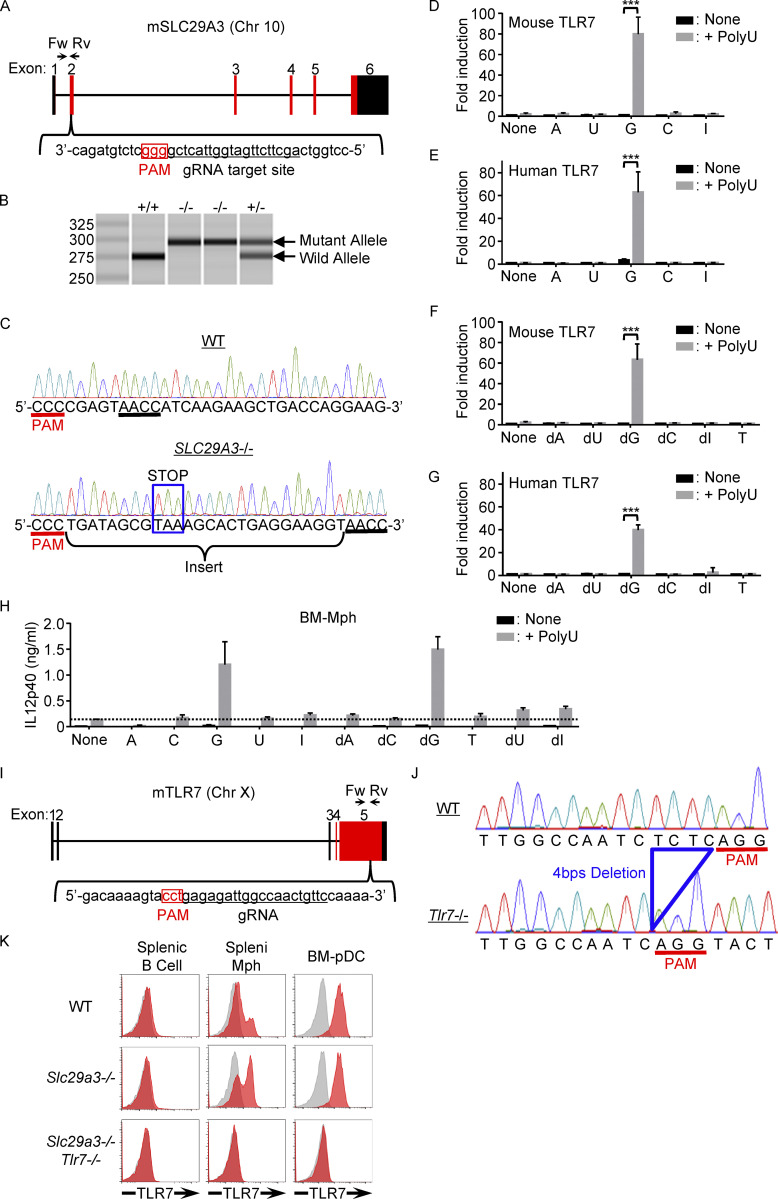
**Generation of *Slc29a3***^**−/−**^ **and *Tlr7***^**−/−**^ **mice. (A and I)** Genomic configuration of *Slc29a3* and *Tlr7* genes showing 20mer gRNA target sites to introduce a mutation into exon 2 of *Slc29a3* and exon 5 of *Tlr7*. The PAM sequence is highlighted by the red box. **(B)** Genomic PCR with the primer set (Fw and Rv) shown in A reveals an insertional mutation in the targeted allele of *Slc29a3*. **(C)** Direct sequencing of the gRNA target site of *Slc29a3*. The inserted sequence containing the stop codon is shown by the blue box. **(D–G)** NF-κB reporter assay using HEK293T cells transfected with TLR7 and human Unc93B1. Transfected cells were left unstimulated or stimulated with indicated nucleoside ligands (100 μM) with or without polyU (5 μg/ml). The results are represented as mean values ± SD of triplicates. **(H)** IL-12 p40 production by BM-Mphs left unstimulated or stimulated with a combination of polyU (1 μg/ml) and the indicated nucleoside (100 μM). The results are represented by mean values ± SD of triplicates. **(J)** Sequence data of the gRNA target site on the *Tlr7* allele showing a 4-bp deletion in the fifth exon of *Tlr7* (blue). **(K)** FACS analyses show the lack of TLR7 protein in splenic B cells, splenic monocytes, and BM-derived pDCs in *Slc29a3*^‒/‒^ *Tlr7*^‒/‒^ mice. Red and gray histograms represent intracellular staining with and without anti-TLR7 mAb, respectively. The data shown in D–H and K are representative of at least three independent experiments. *P < 0.05, **P < 0.01, and ***P < 0.001.

**Figure 1.**
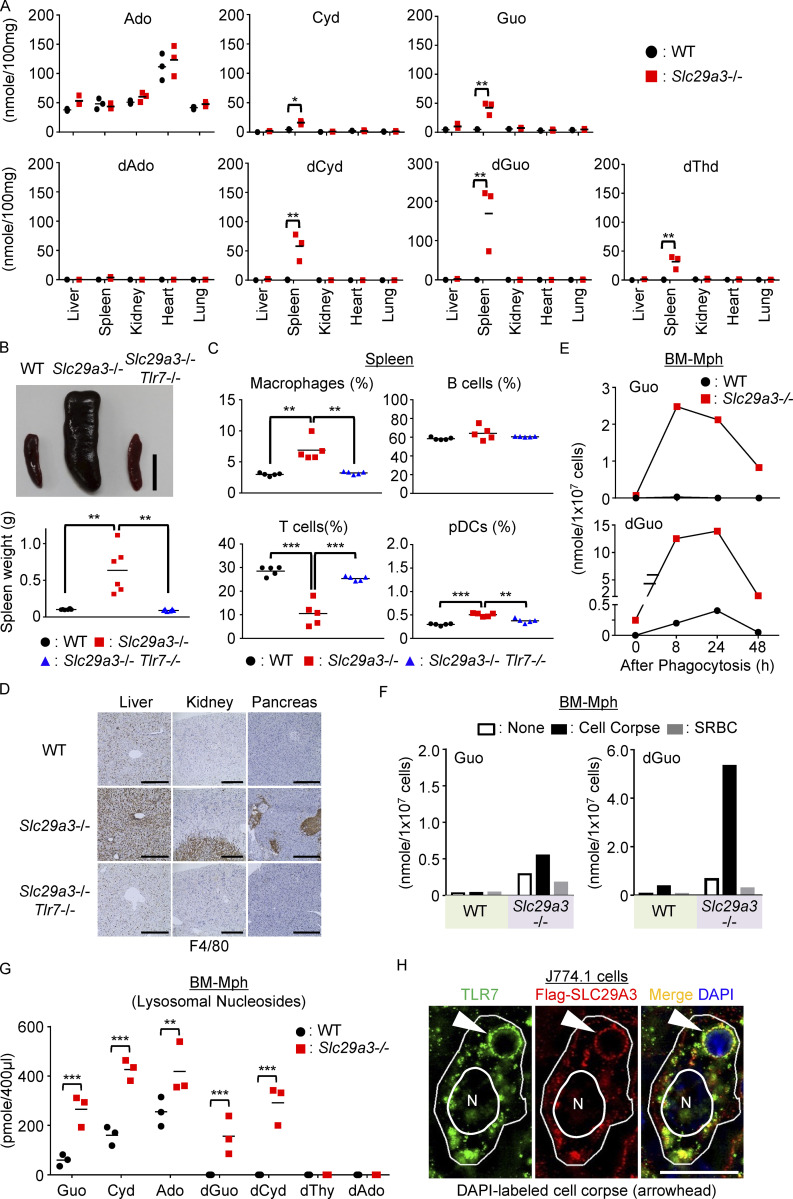
**TLR7-dependent histiocytosis in *Slc29a3***^**‒/‒**^ **mice. (A)** Amounts of nucleosides in the indicated organs. Each dot represents a value (nanomole/100 mg tissue) from each mouse (*n* = 3). **(B)** Representative spleen images from 6-mo-old mice (top). Scale bar, 1 cm. The bottom panel shows the spleen weight (*n* = 6). **(C)** Percentages of NK1.1^‒^ Ly6G^‒^ CD11b^+^ monocytes, CD19^+^ B cells, CD3ε^+^ T cells, and PDCA1^+^ pDCs in the CD45.2^+^ splenocytes from the indicated mice (*n* = 5). **(D)** Immunohistochemistry showing F4/80 expression in indicated organs of tested mice. Scale bar, 400 μm. **(E and F)** Amounts of accumulated nucleosides (nanomoles) in 10^7^ cells of WT and *Slc29a3*^−/−^ BM-Mphs after treatment with 10^8^ dying thymocytes (cell corpse) or 10^9^ SRBCs for the indicated hours (E) or 24 h (F) were evaluated by LC-MS. The experiments were performed twice and yielded the same results. **(G)** Amounts of nucleosides in lysosomal fractions from 10^8^ BM-Mphs (*n* = 3). **(H)** Staining of TLR7 and Flag-SLC29A3 in the J774.1 macrophage cell line at 1 h after phagocytosis of the DAPI-labeled cell corpse. Arrowheads indicate a phagosome containing cell corpses. Scale bar, 10 μm. The data shown in D and H are representative of at least four independent experiments. *P < 0.05, **P < 0.01, and ***P < 0.001.

**Figure S2.**
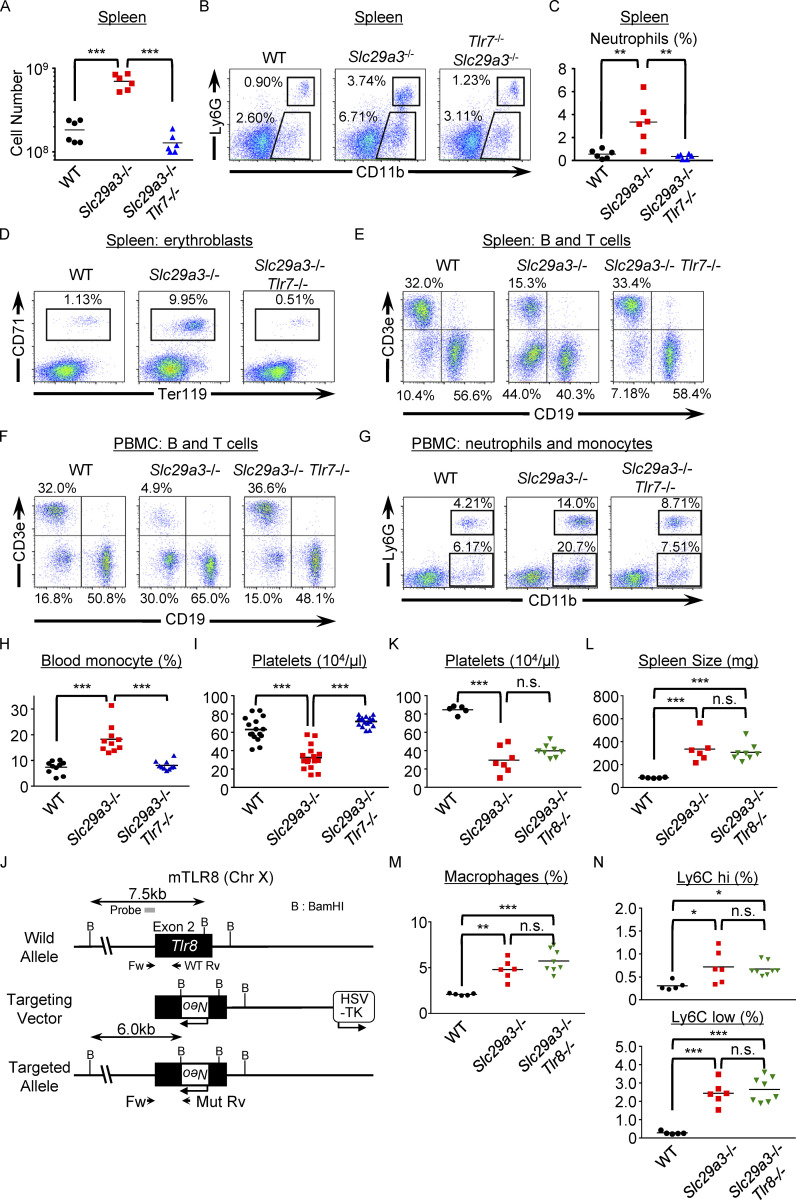
**TLR7-dependent monocytosis in *Slc29a3***^**−/−**^ **mice. (A)** Dot plots show the number of splenocytes in the indicated mice (*n* = 6). **(B)** Representative FACS analyses of Siglec F^−^ NK1.1^−^ splenocytes to show their expression of CD11b and Ly6G. **(C)** Each dot shows the percentage of neutrophils in whole splenocytes from the indicated mice (*n* = 6). **(D and E)** Representative FACS analyses of CD71^+^ Ter119^+^ erythroblasts (D) or CD19^+^ B and CD3ε^+^ T cells (E) in the spleen. **(F and G)** Representative FACS analyses of B and T cells (F) or neutrophils and monocytes (G) in PBMCs. **(H and I)** Percentages of CD11b^+^ Ly6G^‒^ monocytes (*n* = 10) in PBMCs (H) and platelet counts (*n* = 16) in the peripheral blood (I) of 3-mo-old mice. **(J)** Schematic representation of the *Tlr8* gene targeting strategy. The filled and open boxes represent the second exon of the *Tlr8* gene and the neomycin resistance (*Neo*) gene, respectively. The 6 and 7.5 kb DNA fragments detected by a probe (gray box) in Southern blot screening are also shown. B, BamH I. **(K and L)** Percentages of platelet counts in the peripheral blood (K) and spleen size (L) of 4-mo-old mice (*n* = 5–8). **(M and N)** The percentages of NK1.1^−^ Ly6G^−^ CD11b^+^ macrophages (M) and Ly6C^hi^ and Ly6C^low^ macrophages (N) in the CD45.2^+^ splenocytes from the indicated mice (*n* = 5–8). *P < 0.05, **P < 0.01, and ***P < 0.001.

Mouse TLR8 does not respond to nucleosides and ssRNAs (Heil et al., 2004), and negatively regulates TLR7 (Demaria et al., 2010), suggesting that mouse TLR8 might inhibit TLR7-dependent histiocytosis. To study the role of TLR8 in *Slc29a3*^*−/−*^ mice, we generated *Slc29a3*^*−/−*^ *Tlr8*^*−/−*^ mice, where the phenotypes of splenomegaly and thrombocytopenia were not altered (Fig. S2, J–N). Therefore, TLR8 did not impact histiocytosis in *Slc29a3*^*−/−*^ mice.

### Cell corpse phagocytosis increases nucleoside storage

Nucleoside storage was also observed in professional phagocytes, such as thioglycolate-elicited peritoneal macrophages (pMphs) and bone marrow (BM)–derived macrophages (BM-Mphs; Fig. S3, A and B). In contrast, we observed much smaller nucleoside increases in other TLR7-expressing immune cells such as splenic B cells and BM-pDCs (Fig. S3, C and D). Given that B cells and BM-pDCs are less phagocytic (Aderem and Underhill, 1999; Dalgaard et al., 2005), phagocytosis might increase nucleoside storage. To address this possibility, we exposed dying thymocytes (cell corpses) to BM-Mphs (Fig. 1 E and Fig. S3 E). We observed increases in nucleosides such as dGuo and dCyd, which peaked at 8–24 h after cell corpse treatment. At 48 h, the levels of dGuo returned to normal in WT BM-Mphs but remained high in *Slc29a3*^−/−^ BM-Mphs. A lower, but appreciable, increase in the levels of Guo, Cyd, and dThd was observed. In contrast to cell corpse phagocytosis, sheep red blood cell (SRBC) engulfment did not increase the amounts of nucleosides (Fig. 1 F and Fig. S3 F). As SRBCs do not have nuclei, nuclear DNA and RNA from cell corpses are likely to be the major sources of nucleosides accumulated in BM-Mphs. Nucleoside storage in pMphs and BM-Mphs suggested their engulfment of cell corpses during elicitation by thioglycolate in vivo or in vitro culture with M-CSF, respectively (Fig. S3, A and B).

**Figure S3.**
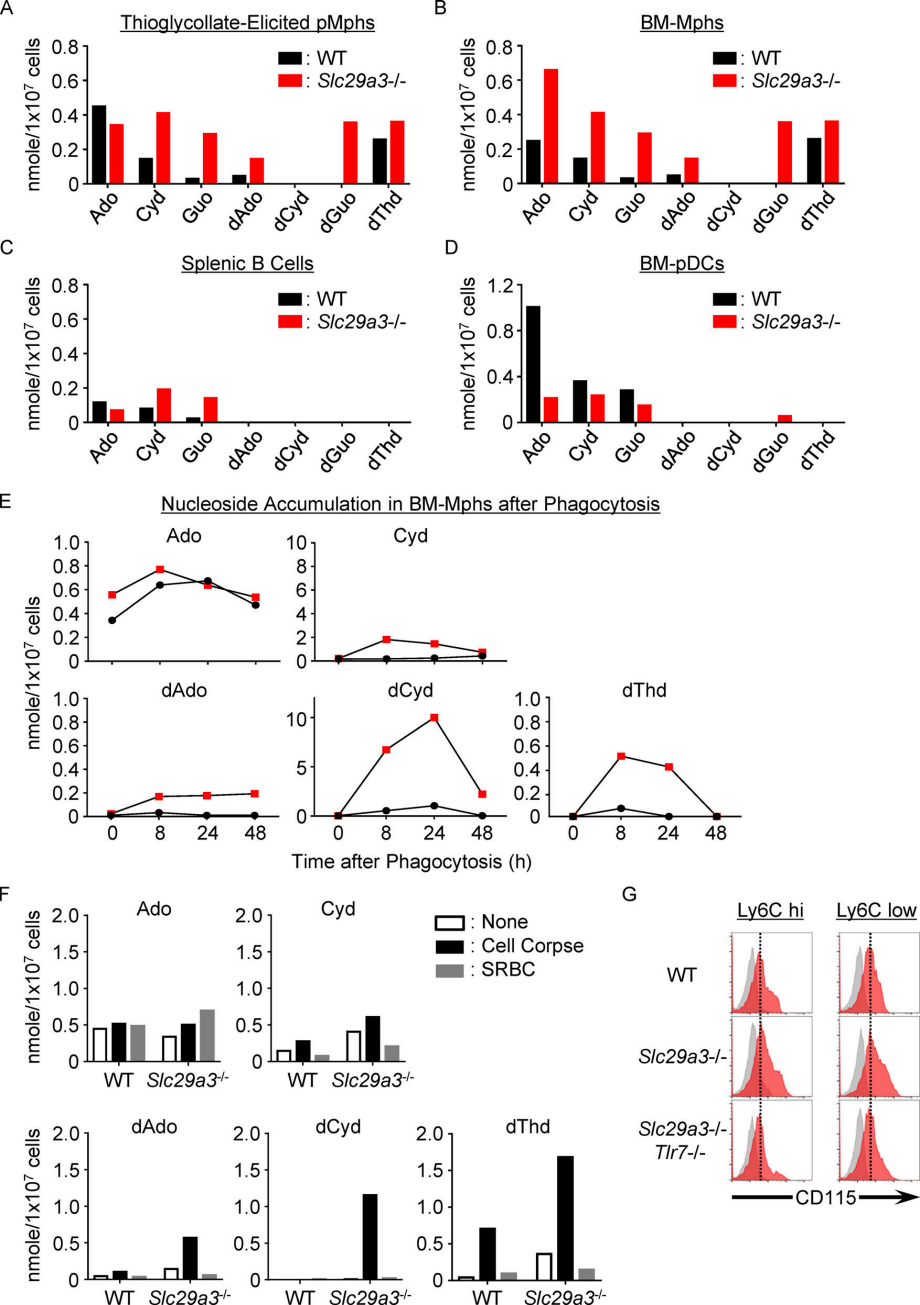
**Nucleoside storage in *Slc29a3***^**−/−**^ **phagocytes. (A–D)** Amount of nucleosides (in nanomole) in 10^7^ thioglycolate-elicited pMphs (A), BM-Mphs (B), splenic B cells (C), and BM-pDCs (D) from WT (black) and *Slc29a3*^−/−^ (red) mice. **(E)** Amount of nucleosides (in nanomoles) in 10^7^ BM-Mphs of WT and *Slc29a3*^−/−^ mice at the indicated time points after treatment with 10^8^ dying thymocytes (cell corpse). **(F)** Amount of nucleosides (nanomoles) in 10^7^ BM-Mphs of WT and *Slc29a3*^−/−^ mice after 1-d treatment with 10^8^ dying thymocytes or 10^9^ SRBC. **(G)** Red histograms show cell surface expression of CD115 in Ly6C^hi^ and Ly6C^low^ monocytes in the spleens of WT, *Slc29a3*^‒/‒^, and *Slc29a3*^−/−^ *Tlr7*^−/−^ mice. Gray histograms show staining with control mAb. The data shown in A–G are representative of at least two independent experiments.

We next studied nucleosides in lysosomal fractions and observed the significant accumulation of Guo, dGuo, Cyd, dCyd, and Ado in *Slc29a3*^−/−^ BM-Mphs (Fig. 1 G), suggesting lysosomal nucleoside accumulation in *Slc29a3*^−/−^ macrophages. We also found that both TLR7 and FLAG-tagged SLC29A3 were recruited to the cell corpse-containing phagosomes in the mouse macrophage cell line J774.1 (Fig. 1 H). These results suggest that SLC29A3 prevents TLR7 activation by exporting nucleosides from the compartment to which TLR7 is localized in WT macrophages but that SLC29A3 mutants fail to export nucleosides and thereby silence TLR7 in macrophages.

### TLR7 drives proliferation to increase phagocytes

Monocyte progenitors in the BM give rise to Ly6C^hi^ monocytes/macrophages, which mature into Ly6C^low^ monocytes/macrophages (Ginhoux and Jung, 2014). In the spleen and peripheral blood of the *Slc29a3*^‒/‒^ mice, both Ly6C^hi^ and Ly6C^low^ monocytes increased in a TLR7-dependent manner compared with those of WT and *Tlr7*^‒/‒^ mice (Fig. 2, A and B). Both Ly6C^hi^ and Ly6C^low^ splenic monocytes expressed TLR7 and SLC29A3 (Fig. 2 C) and stored nucleosides, such as Guo and dGuo (Fig. 2 D), suggesting that TLR7 is cell-autonomously activated in these subsets.

**Figure 2.**
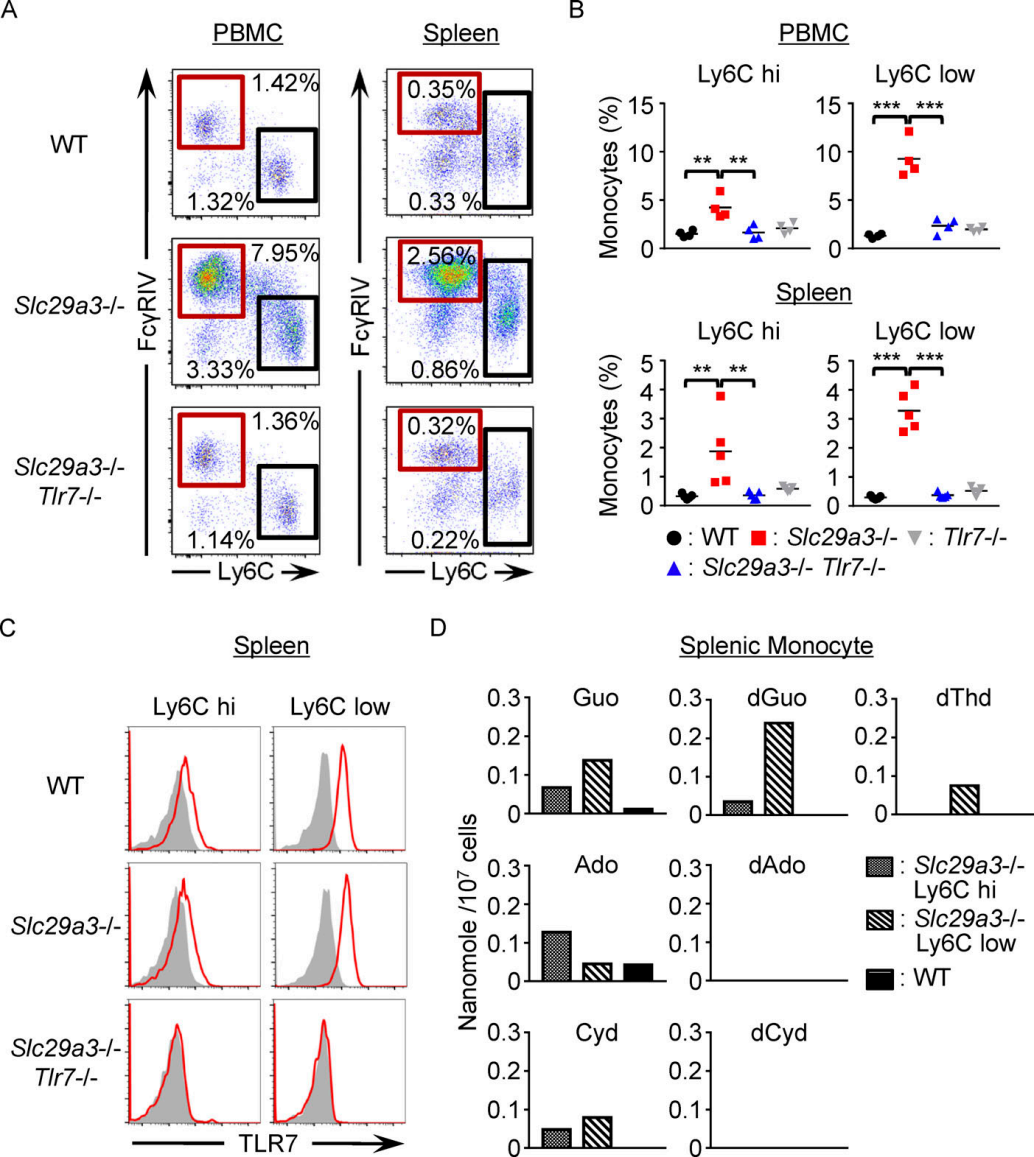
**Accumulated monocytes store nucleosides and express TLR7. (A)** Representative FACS analyses of CD11b^+^ Ly6G^–^ NK1.1^–^ CD11C^low^ IA/IE^low^ splenic and peripheral blood monocytes from WT, *Slc29a3*^−/−^, and *Slc29a3*^−/−^ *Tlr7*^−/−^ mice. The red and black squares show the gates of Ly6C^hi^ and Ly6C^low^ monocytes, respectively. **(B)** Dot plots show the percentages of Ly6C^low^ and Ly6C^hi^ monocytes in the peripheral blood (*n* = 4) and spleen (*n* = 5) from the indicated mice. **(C)** Red histograms show intracellular TLR7 expression levels in Ly6C^hi^ and Ly6C^low^ monocytes from the indicated mice. Gray histograms show staining with the isotype control antibodies. **(D)** Amounts (nanomole/10^7^ cells) of nucleosides in WT CD11b^+^ splenic monocytes or in Ly6C^hi^ and Ly6C^low^ splenic monocytes from *Slc29a3*^−/−^ mice. The experiments presented in D were performed twice and yielded the same results. The data shown in A and C are representative of at least three independent experiments. **P < 0.01 and ***P < 0.001.

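RNA was sequenced from Ly6C hi and Ly6C low monocytes of the spleens of WT, *Slc29a3*-/-, and *Slc29a3*-/- *Tlr7*-/- mice, with 4 libraries in each of the 6 groups and 24 in all. Splenocytes of other lineages were removed with magnetic beads, and CD11b+ NK1.1- Ly6G- cells were then sorted by their levels of Ly6C and of FcγRIV, the product of *Fcgr4*. The Ion AmpliSeq Transcriptome Mouse kit used for the libraries amplifies 1 short stretch of each gene, called an amplicon, by PCR. A value therefore stands for an amplicon and not for a whole transcript. The authors deposited 1 table of 23930 amplicons, in which the reads of each library were scaled to a total of 1000000 (RPM). Each library added up to between 1000000.4 and 1000002.1 RPM, so the values carry no further scaling between libraries. The paper's methods give trimming with Cutadapt, alignment to mm10 with STAR, counting with HTSeq, and RLE normalization with DESeq2, but do not name the step that wrote these values. The table holds neither counts nor library totals. Its lowest values rise in even steps, however, and with 1 step taken as 1 read, 100.0% of the values under 5 RPM were whole multiples of it within 0.1 read in every library. The steps correspond to 12311147 to 14572048 reads per library. WT replicates 1 to 3 of both subsets, which carry barcodes 11 to 16, had 14237260 to 14572048 reads, and all other libraries, WT replicate 4 among them, had 12311147 to 13048394. A value of 0 allows up to 3 reads, which is 0.206 to 0.244 RPM in the library concerned. Such limits cover counting error only, because PCR reads without molecular identifiers are not independent molecules.
Genes were compared on the log2(RPM + 1) scale, which understates the changes of genes with low values. Of the amplicons, those with at least 1 RPM in at least 4 of the 12 libraries of a subset were kept, which left 10561 genes in Ly6C hi and 10317 genes in Ly6C low monocytes. The 3 genotypes of a subset were fitted together with limma, with an intensity trend in the prior variance. A gene was called changed at the thresholds of the paper's methods, a fold change over 1.5 and an unadjusted P under 0.05, and the number of genes that also had a Benjamini-Hochberg adjusted P under 0.05 was counted beside it. Positions are those of mm10.
WT replicates 1 to 3 of both subsets carry barcodes between 11 and 16, whereas WT replicate 4 carries barcode 29 in Ly6C hi and 35 in Ly6C low monocytes and the *Slc29a3*-/- and *Slc29a3*-/- *Tlr7*-/- libraries carry barcodes 24 to 46. Barcodes of the *Slc29a3*-/- libraries were 24 to 27 in Ly6C hi and 30 to 33 in Ly6C low monocytes. Those of the *Slc29a3*-/- *Tlr7*-/- libraries were 37 to 40 and 43 to 46, so a batch between these genotypes is not excluded. In the Ly6C hi subset, WT replicates 1 to 3 lay at most 24.3 log2 units apart (Euclidean distance over all genes tested) and at least 63.7 from WT replicate 4. In the Ly6C low subset, these distances were 44.4 and 67.4. Between WT replicates 1 to 3 and WT replicate 4, 1109 genes in Ly6C hi and 1967 genes in Ly6C low monocytes passed the same thresholds. WT replicate 4 was also the only male WT library by its sex-linked genes. Comparisons with WT are therefore also given against WT replicate 4 alone, the WT library outside barcodes 11 to 16, with its spread assumed to be that of the other groups. This alternative was chosen after seeing the data.
*Fcgr4* (gene ID 246256, chromosome 1, 171018926 to 171029761) averaged 33.6 ± 6.14 RPM (SD, *n* = 4) in Ly6C hi and 744 ± 95.3 RPM (SD, *n* = 4) in Ly6C low WT monocytes. The amplicon of *Slc29a3* (gene ID 71279, chromosome 10, 60712072 to 60752849) was read at 188 ± 28.8 RPM in WT, 157 ± 21.0 RPM in *Slc29a3*-/-, and 272 ± 100.4 RPM in *Slc29a3*-/- *Tlr7*-/- Ly6C hi monocytes (SD, *n* = 4 each). For *Tlr7* (gene ID 170743, chromosome X, 167303380 to 167330574), the values were 265 ± 52.4, 179.6 ± 49.2, and 317 ± 40.2 RPM in the same order. Both genes were thus still transcribed across their amplicons in the mutant mice, and the genotypes rest on the sample labels.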

To characterize TLR7 responses in these monocyte subsets, we performed transcriptome analyses comparing *Slc29a3*^−/−^ and *Slc29a3*^‒/‒^ *Tlr7*^‒/‒^ monocytes with WT monocytes. 

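Of the 10561 genes tested in Ly6C hi monocytes, 2817 differed between *Slc29a3*-/- and WT mice, 991 of them higher and 1826 lower in *Slc29a3*-/- monocytes. After adjustment, 861 and 1507 genes remained. The 4 *Slc29a3*-/- and 4 WT values did not overlap for 3554 genes (33.7%), where chance gives 2.86%. Between *Slc29a3*-/- *Tlr7*-/- and WT monocytes, 1326 genes differed, of which 329 were higher and 997 lower, and 33 and 117 after adjustment. Their values did not overlap for 11.8% of the genes tested. *Slc29a3*-/- and *Slc29a3*-/- *Tlr7*-/- monocytes compared directly differed in 2359 genes, with 1105 higher and 1254 lower in *Slc29a3*-/- monocytes (951 and 868 after adjustment) and no overlap for 21.3% of genes. Of the 2817 genes, 1498 (53.2%) differed in the same direction between *Slc29a3*-/- and *Slc29a3*-/- *Tlr7*-/- monocytes, and 685 (24.3%) differed in the same direction between *Slc29a3*-/- *Tlr7*-/- and WT monocytes. Because these comparisons share libraries, simulations without any change gave 19.9% and 20.6%. They hold no changed genes and no batch within WT, so they do not give the share expected where genes did change.
Apart from adjustment, the alternative that moved the total number of genes in the comparisons with WT most was the one with WT replicate 4 alone. It gave 748 genes higher and 827 lower in *Slc29a3*-/- monocytes, and 76 higher and 135 lower in *Slc29a3*-/- *Tlr7*-/- monocytes. Of its 1575 genes for *Slc29a3*-/-, 1168 were among the 2817, and of its 211 genes for *Slc29a3*-/- *Tlr7*-/-, 79 were among the 1326. Single libraries also moved some counts. Without WT replicate 4, 596 genes were higher in *Slc29a3*-/- *Tlr7*-/- than in WT monocytes, and without *Slc29a3*-/- replicate 4, 794 genes were lower in *Slc29a3*-/- than in *Slc29a3*-/- *Tlr7*-/- monocytes. The balance of higher and lower genes depended on scaling. The median of all genes shifted by −0.14 on the log2 scale between *Slc29a3*-/- and WT monocytes as given in RPM and by −0.01 after TMM scaling, which gave 1346 genes higher and 1368 lower.
Genes with at least 10 RPM on average, an adjusted P under 0.05, and no overlap between the groups were ranked by log2 fold change, and the first 3 in each direction are given here. The largest increases from WT to *Slc29a3*-/- Ly6C hi monocytes were these. *Wfdc21* (gene ID 66107, chromosome 11, 83746940 to 83752646) averaged 212 ± 55.2 RPM in WT and 1424 ± 426 RPM in *Slc29a3*-/- monocytes (SD, *n* = 4 each, log2 fold change 2.73, standard error 0.37, adjusted P = 2.6e-04 from limma). *Gm3942* (gene ID 100042639, chromosome 10, 112837752 to 112845807) was at 2.80 ± 0.707 RPM in WT and 22.3 ± 4.74 RPM in *Slc29a3*-/- monocytes (SD, *n* = 4 each, log2 fold change 2.61, standard error 0.22, adjusted P = 2.6e-05 from limma). *Hist2h4* (without a position in the annotation used) had 368 ± 69.5 RPM in WT and 1891 ± 258 RPM in *Slc29a3*-/- monocytes (SD, *n* = 4 each, log2 fold change 2.37, standard error 0.21, adjusted P = 2.6e-05 from limma). Reads of the histone gene *Hist2h4* may be shared with other histone genes, and *Gm3942* is a long noncoding RNA gene. The largest decreases followed in the same comparison. *Rgs1* (gene ID 50778, chromosome 1, 144244669 to 144249104) averaged 215 ± 142 RPM in WT and 0.576 ± 0.365 RPM in *Slc29a3*-/- monocytes (SD, *n* = 4 each, log2 fold change −5.97, standard error 1.07, adjusted P = 0.0014 from limma). *Ccl3* (gene ID 20302, chromosome 11, 83647843 to 83649378) was at 739 ± 489 RPM in WT and 4.03 ± 1.52 RPM in *Slc29a3*-/- monocytes (SD, *n* = 4 each, log2 fold change −5.90, standard error 1.24, adjusted P = 0.0034 from limma). *Fosb* (gene ID 14282, chromosome 7, 19302696 to 19310118) had 259.9 ± 171 RPM in WT and 1.39 ± 0.702 RPM in *Slc29a3*-/- monocytes (SD, *n* = 4 each, log2 fold change −5.66, standard error 1.04, adjusted P = 0.0016 from limma). In *Slc29a3*-/- *Tlr7*-/- Ly6C hi monocytes, *Wfdc21* was at 304 ± 191 RPM and *Rgs1* at 8.67 ± 7.97 RPM (SD, *n* = 4 each). WT replicate 4 had 2.81 RPM of *Rgs1*, and relative to this library alone the log2 fold change of *Rgs1* was −1.30, that of *Ccl3* −0.60, that of *Fosb* −0.94, and that of *Wfdc21* 2.24 (adjusted P = 0.39, 0.78, 0.38, and 0.091 from limma).
*Slc29a3*-/- *Tlr7*-/- Ly6C hi monocytes gave the following genes against WT, the first 3 higher and the last 3 lower, with the mean ± SD of 4 WT and then of 4 *Slc29a3*-/- *Tlr7*-/- libraries. *AY761185* (gene ID 100503970, chromosome 8, 20943694 to 20944748) averaged 4.21 ± 1.53 RPM and 60.1 ± 42.7 RPM. *LOC105247310* (without a position in the annotation used) was at 0.816 ± 0.402 RPM and 19.3 ± 14.0 RPM. *Cndp2* (gene ID 66054, chromosome 18, 84667465 to 84685702) had 63.0 ± 7.86 RPM and 239 ± 48.1 RPM. *Retnlg* (gene ID 245195, chromosome 16, 48872608 to 48874498) averaged 212 ± 126 RPM and 11.4 ± 4.91 RPM. *Prg2* (gene ID 19074, chromosome 2, 84980461 to 84983632) was at 69.7 ± 40.1 RPM and 4.76 ± 2.73 RPM. *Il7r* (gene ID 16197, chromosome 15, 9506159 to 9529941) had 34.2 ± 18.4 RPM and 5.09 ± 3.39 RPM. Their log2 fold changes were, in this order, 3.11, 3.05, 1.89, −3.69, −3.37, and −2.62 (adjusted P from 0.034 to 0.043 in limma). None of the 6 had an adjusted P under 0.05 relative to WT replicate 4 alone, where the log2 fold changes were 3.57, 3.26, 1.69, −1.07, −1.08, and −1.08. Each of the 6 also lost it when any 1 of WT replicates 1 to 3 or of *Slc29a3*-/- *Tlr7*-/- replicates 2 to 4 was left out, with an adjusted P of up to 0.19 for *Prg2* and *Il7r*. Reads of *AY761185* and *LOC105247310* may be shared with related genes.
From *Slc29a3*-/- *Tlr7*-/- to *Slc29a3*-/- Ly6C hi monocytes, 3 genes rose and 3 fell most, with the mean ± SD of 4 libraries in this order. *Ly6g* (gene ID 546644, chromosome 15, 75155261 to 75159128) averaged 16.6 ± 16.3 RPM and 91.3 ± 35.2 RPM. *Itgb2l* (gene ID 16415, chromosome 16, 96422288 to 96443664) was at 74.6 ± 50.2 RPM and 432 ± 117 RPM. *Ltf* (gene ID 17002, chromosome 9, 111019292 to 111042766) had 1005 ± 691 RPM and 5306 ± 1224 RPM. *Clec9a* (gene ID 232414, chromosome 6, 129408862 to 129424764) averaged 29.1 ± 8.47 RPM and 4.15 ± 0.554 RPM. *Siglech* (gene ID 233274, chromosome 7, 55768154 to 55779448) was at 17.6 ± 0.850 RPM and 2.46 ± 0.954 RPM. *Dnase1l3* (gene ID 13421, chromosome 14, 7965187 to 7994760) had 31.4 ± 11.5 RPM and 6.90 ± 2.39 RPM. These are log2 fold changes of 2.82, 2.77, 2.68, −2.51, −2.47, and −2.02 (adjusted P from 8.9e-05 to 0.0019 in limma). *Ly6g* and *Ltf* belong to a list of neutrophil genes, which took 7.67 to 14.2% of reads in *Slc29a3*-/- libraries. In *Slc29a3*-/- *Tlr7*-/- libraries the share was 1.36 to 4.07%. *Siglech* belongs to a list of plasmacytoid dendritic cell genes. Whether monocytes or other cells in the libraries gave these differences was not tested.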

Gene expression in Ly6C^hi^ monocytes was TLR7-dependently changed (Fig. 3 A). Gene set enrichment analyses (GSEAs) of more than 1.5-fold altered genes revealed that proliferation-related gene sets such as “E2F targets,” “G2M checkpoint,” and “mitotic spindle” were positively enriched in *Slc29a3*^−/−^ Ly6C^hi^ monocytes (Fig. 3 B). These changes depended on TLR7 because such changes were not observed in *Slc29a3*^‒/‒^ *Tlr7*^‒/‒^ Ly6C^hi^ monocytes. 

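The MSigDB hallmark sets were not used here, and 4 lists of proliferation genes stood in for them: S phase and G2M phase genes from the cell cycle lists of Seurat, and lists of E2F-regulated replication genes and of mitotic spindle genes. A list was tested with camera of limma at a preset correlation between genes of 0.01 and with an exact permutation test of its mean log2(RPM + 1) per library. Between *Slc29a3*-/- and WT Ly6C hi monocytes, the median log2 fold change was 1.14 over 40 S phase genes (39 of them higher), 1.15 over 51 G2M phase genes (47 higher), 1.14 over 36 E2F-regulated genes (36 higher), and 1.27 over 38 spindle genes (37 higher). The camera P values, adjusted over the 60 tests of 10 lists in 6 comparisons, were 5.4e-20, 2.7e-25, 9.0e-20, and 1.8e-24. These 4 calls hold under fry of limma (adjusted P from 0.0026 to 0.0029) and do not hold with a correlation estimated from the data (adjusted P = 0.24 each). Of all 22 lists called by camera in the 60 tests, 12 hold under fry and 0 with an estimated correlation. The mean of the G2M phase list was 6.31 ± 0.32 in *Slc29a3*-/- and 5.23 ± 0.22 in WT monocytes (SD, *n* = 4 each), and in each of the 4 lists every *Slc29a3*-/- library was above every WT library (exact two-sided permutation test, P = 0.029, the smallest that 4 against 4 allow). Against WT replicate 4 alone, the medians were 1.40, 1.59, 1.48, and 1.61, the largest move among the alternatives that raised them. The largest moves down came from a covariate chosen after seeing the data: with the mean of a neutrophil gene list or of a granulocyte-monocyte progenitor list in the model, the medians were 0.66 to 0.86. With each library left out in turn, the medians stayed between 0.99 and 1.48.
The genes Mki67, Top2a, and Cdk1 were chosen as examples before the data were examined. *Mki67* (gene ID 17345, chromosome 7, 135689784 to 135716450) was at 103 ± 16.8 RPM in WT and 251 ± 58.8 RPM in *Slc29a3*-/- Ly6C hi monocytes (SD, *n* = 4 each), a log2 fold change of 1.26 (standard error 0.24, adjusted P = 0.0018 from limma). *Top2a* (gene ID 21973, chromosome 11, 98992947 to 99024199) rose from 116 ± 20.1 to 319 ± 74.1 RPM (log2 fold change 1.44, adjusted P = 9.6e-04 from limma). *Cdk1* (gene ID 12534, chromosome 10, 69335146 to 69352912) rose from 66.0 ± 6.90 to 213 ± 52.6 RPM (log2 fold change 1.65, adjusted P = 1.7e-04 from limma). With that library as the only WT, *Mki67* had a log2 fold change of 1.63 and an adjusted P of 0.063 from limma.
The medians of the S phase, G2M phase, E2F-regulated, and spindle lists between *Slc29a3*-/- and WT mice were, in Ly6C low monocytes, 0.01, 0.03, −0.01, and −0.02, with adjusted P values from camera of 0.89, 0.63, 0.89, and 0.93. The effect in Ly6C hi minus that in Ly6C low monocytes, tested as an interaction over all 24 libraries, was 1.19, 1.28, 1.09, and 1.30 (camera, adjusted P from 3.2e-24 to 3.7e-20; fry, adjusted P from 2.5e-04 to 3.4e-04).

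**Figure D1:**
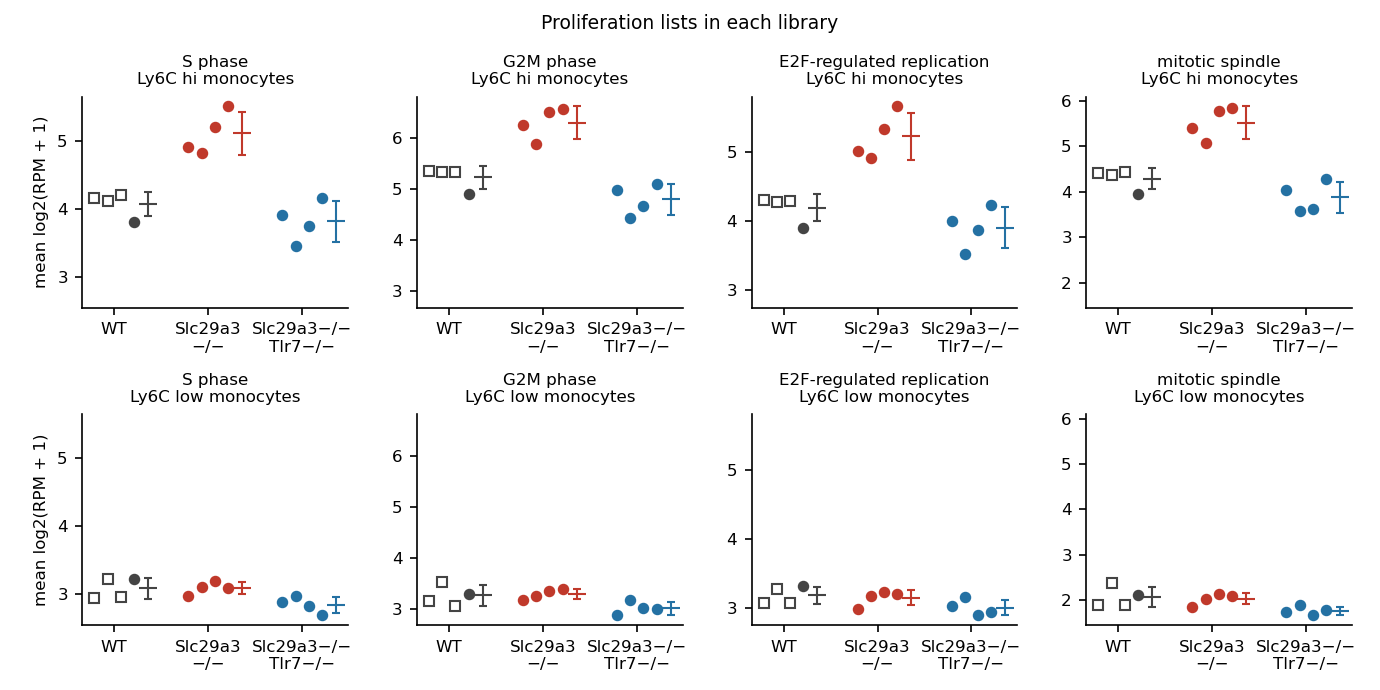
Mean log2(RPM + 1) of the proliferation lists (y axes) in each library by genotype (x axes); open squares are libraries with barcodes 11 to 16, filled circles the other libraries, and bars the mean ± SD (*n* = 4). In Ly6C hi monocytes, the 4 *Slc29a3*-/- libraries lie above the WT libraries in each list.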

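In the comparison of *Slc29a3*-/- *Tlr7*-/- with WT Ly6C hi monocytes, the median log2 fold changes of the S phase, G2M phase, E2F-regulated, and spindle lists were −0.28, −0.40, −0.35, and −0.48. The last 3 were called lower by camera (adjusted P = 9.7e-05, 0.021, and 1.7e-04) but not by fry (0.19, 0.33, and 0.21), and the S phase list was not called (0.084). Their means per library overlapped those of WT (exact permutation test, P from 0.086 to 0.20). With WT replicate 4 as the only WT library, the medians were 0.03, −0.06, −0.05, and −0.12, and none was called. Leaving out single libraries decided the E2F-regulated list, which was no longer called without *Slc29a3*-/- *Tlr7*-/- replicate 2 (adjusted P = 0.24), *Slc29a3*-/- *Tlr7*-/- replicate 3 (0.062), or WT replicate 1 (0.054), and the S phase list, which was called without *Slc29a3*-/- *Tlr7*-/- replicate 4 (0.0015) or WT replicate 4 (0.018).
In the direct comparison of *Slc29a3*-/- with *Slc29a3*-/- *Tlr7*-/- Ly6C hi monocytes, the medians were 1.49, 1.66, 1.43, and 1.71 (camera, adjusted P = 2.7e-25, 9.2e-37, 3.5e-26, and 2.3e-34; fry, adjusted P = 9.3e-04 each). These medians involve none of the WT libraries, which do enter the filter and the variance behind the P values. Each list was higher in every *Slc29a3*-/- library than in every *Slc29a3*-/- *Tlr7*-/- library (exact permutation test, P = 0.029). With the mean of the neutrophil list as a covariate, chosen after seeing the data, the medians were 0.53, 0.75, 0.53, and 0.79. With that of the progenitor list, they were 1.18, 1.25, 1.16, and 1.32. *Mki67* was at 63.2 ± 22.6 RPM, *Top2a* at 93.7 ± 32.7 RPM, and *Cdk1* at 65.8 ± 18.8 RPM in *Slc29a3*-/- *Tlr7*-/- Ly6C hi monocytes (SD, *n* = 4). Relative to *Slc29a3*-/- *Tlr7*-/- monocytes, their log2 fold changes in *Slc29a3*-/- monocytes were 2.01, 1.79, and 1.68 (adjusted P = 1.3e-04, 2.1e-04, and 1.4e-04 from limma), and *Mcm5* (gene ID 17218, chromosome 8, 75109468 to 75128439) and *Rrm2* (gene ID 20135, chromosome 12, 24708254 to 24714146) had 1.38 and 2.06 (adjusted P = 6.0e-04 and 2.9e-04 from limma). Relative to WT, *Mki67*, *Top2a*, and *Cdk1* in *Slc29a3*-/- *Tlr7*-/- monocytes had −0.76, −0.36, and −0.04 (adjusted P = 0.092, 0.39, and 0.93 from limma). Without WT replicate 4 or without *Slc29a3*-/- *Tlr7*-/- replicate 1, *Mki67* was called lower in *Slc29a3*-/- *Tlr7*-/- than in WT monocytes, at −0.88 and −0.93 (adjusted P = 0.035 and 0.034 from limma). From the rise of the proliferation-related gene sets in *Slc29a3*-/- Ly6C hi monocytes and its absence in *Slc29a3*-/- *Tlr7*-/- Ly6C hi monocytes, the paper concludes that these changes depended on TLR7.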

To directly study the survival and proliferation of monocytes, splenic Ly6C^hi^ and Ly6C^low^ monocytes were sorted and cultured in vitro in the presence of M-CSF, which has been shown to promote histiocytosis in *Slc29a3*^−/−^ mice (Hsu et al., 2012). Ly6C^hi^, but not Ly6C^low^, monocytes from *Slc29a3*^−/−^ mice showed higher survival and proliferation in the presence of M-CSF at concentrations comparable with those in vivo (Fig. 3 C). As the cell surface expression of the M-CSF receptor CD115 was not appreciably upregulated in *Slc29a3*^−/−^ splenic monocytes (Fig. S3 G), augmented M-CSF responses are not explained by increased expression of cell surface CD115. The two signals via TLR7 or CD115 would synergistically drive the survival and proliferation of Ly6C^hi^ monocytes.

**Figure 3.**
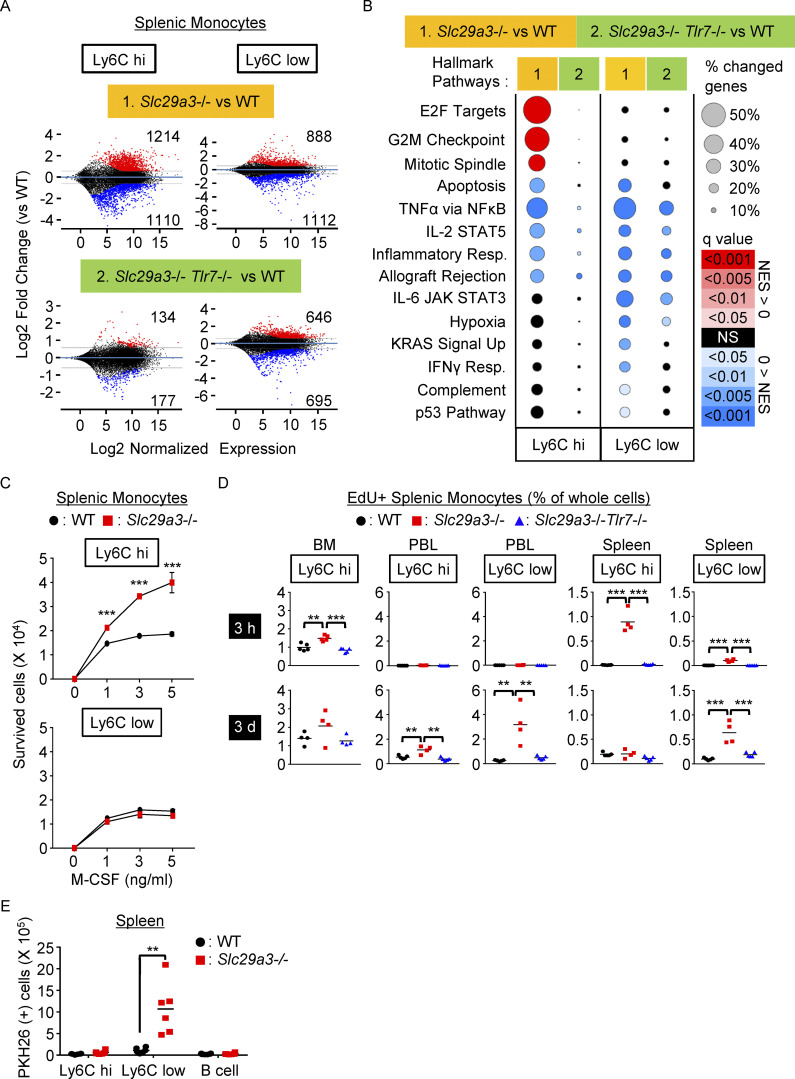
**Ly6C**^**hi**^ **monocytes proliferate to increase Ly6C**^**low**^ **phagocytes. (A)** Transcriptome analyses of Ly6C^hi^ and Ly6C^low^ monocytes from the spleen. MA-plots displaying log_2_ normalized expression (x axes) and log_2_ fold change of expression (y axes) for the comparisons of *Slc29a3*^−/−^ (*n* = 4) vs. WT (*n* = 4) monocytes and *Slc29a3*^−/−^ *Tlr7*^−/−^ (*n* = 4) vs. WT (*n* = 4) monocytes. More than 1.5-fold upregulated and downregulated genes are shown in red and blue, respectively. **(B)** GSEA of more than 1.5-fold changed genes in comparing Ly6C^hi^ and Ly6C^low^ splenic monocytes from *Slc29a3*^−/−^ and *Slc29a3*^−/−^ *Tlr7*^−/−^ mice with those from WT mice. Red and blue circles indicate positive and negative normalized enrichment scores (NES), respectively. Their sizes indicate the percentage of genes with a >1.5-fold change in each gene set. The color gradation indicates the *q* value of positive/negative enrichment. **(C)** Numbers of splenic Ly6C^hi^ and Ly6C^low^ monocytes from WT (black circle) and *Slc29a3*^−/−^ (red square) mice that survived for 4 d in vitro culture with M-CSF at the indicated concentrations. Mean values ± SD from triplicate samples are shown. The data are representative of three independent experiments. **(D)** Uptake of the thymidine analog EdU in vivo by monocytes from WT, *Slc29a3*^−/−^, and *Slc29a3*^−/−^ *Tlr7*^−/−^ mice (*n* = 4 or 5) at 3 h (upper) and 3 d (below) after intravenous EdU administration. Percentages of EdU^+^ cells in whole splenocytes are shown. **(E)** Number of PKH26^+^ cells in the indicated cell populations from the mice that had received PKH26-labelled dying thymocytes 1 h before analyses. Each dot represents the value for each mouse (*n* = 6). **P < 0.01 and ***P < 0.001.

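Among the 10317 genes tested in Ly6C low monocytes, 634 were higher and 727 lower in *Slc29a3*-/- than in WT monocytes, and 196 and 261 of them after adjustment. The values of the 4 libraries of each genotype did not overlap for 17.7% of genes. Between *Slc29a3*-/- *Tlr7*-/- and WT Ly6C low monocytes, 627 genes were higher and 1508 lower (235 and 622 after adjustment, 12.3% without overlap). Directly compared with *Slc29a3*-/- *Tlr7*-/- monocytes, *Slc29a3*-/- monocytes had 1113 genes higher and 301 lower (126 and 73 after adjustment, 11.9% without overlap). Of the 1361 genes that differed between *Slc29a3*-/- and WT Ly6C low monocytes, 642 (47.2%) differed in the same direction between *Slc29a3*-/- *Tlr7*-/- and WT monocytes and 350 (25.7%) between *Slc29a3*-/- and *Slc29a3*-/- *Tlr7*-/- monocytes. Simulations without any change gave 19.9% and 19.6%, with the limit given for Ly6C hi monocytes.
Against WT replicate 4 alone, 199 genes were higher and 504 lower in *Slc29a3*-/- Ly6C low monocytes, and 315 of these 703 were among the 1361. For *Slc29a3*-/- *Tlr7*-/- Ly6C low monocytes, 166 were higher and 804 lower, and 405 of these 970 were among the 2135 genes called with all 4 WT libraries. Leaving out WT replicate 4 raised the number of higher genes to 1214 in *Slc29a3*-/- and 1129 in *Slc29a3*-/- *Tlr7*-/- monocytes, and leaving out WT replicate 2 reduced it to 400 and 375. Without *Slc29a3*-/- *Tlr7*-/- replicate 1, 1674 genes were higher and 479 lower in *Slc29a3*-/- than in *Slc29a3*-/- *Tlr7*-/- monocytes, and without *Slc29a3*-/- *Tlr7*-/- replicate 4, 596 were higher.
By the ranking used for Ly6C hi monocytes, these genes rose most and then fell most from WT to *Slc29a3*-/- Ly6C low monocytes. *Fcrl5* (gene ID 329693, chromosome 3, 87435777 to 87500678) averaged 2.46 ± 0.798 RPM in WT and 95.5 ± 25.3 RPM in *Slc29a3*-/- monocytes (SD, *n* = 4 each, log2 fold change 4.79, standard error 0.26, adjusted P = 3.3e-07 from limma). *Slc4a1* (gene ID 20533, chromosome 11, 102348820 to 102365281) was at 1.35 ± 1.52 RPM in WT and 54.8 ± 7.47 RPM in *Slc29a3*-/- monocytes (SD, *n* = 4 each, log2 fold change 4.76, standard error 0.43, adjusted P = 2.8e-05 from limma). *Alas2* (gene ID 11656, chromosome X, 150547417 to 150570622) had 0.909 ± 1.54 RPM in WT and 19.8 ± 3.33 RPM in *Slc29a3*-/- monocytes (SD, *n* = 4 each, log2 fold change 3.71, standard error 0.51, adjusted P = 8.7e-04 from limma). *Retnlg* averaged 61.7 ± 46.6 RPM in WT and 1.13 ± 0.578 RPM in *Slc29a3*-/- monocytes (SD, *n* = 4 each, log2 fold change −4.26, standard error 0.77, adjusted P = 0.0062 from limma). *Mmp9* (gene ID 17395, chromosome 2, 164940326 to 164955850) was at 27 ± 17.4 RPM in WT and 0.575 ± 0.310 RPM in *Slc29a3*-/- monocytes (SD, *n* = 4 each, log2 fold change −3.88, standard error 0.43, adjusted P = 1.4e-04 from limma). *Cmklr1* (gene ID 14747, chromosome 5, 113612355 to 113650475) had 48.5 ± 4.98 RPM in WT and 5.02 ± 1.50 RPM in *Slc29a3*-/- monocytes (SD, *n* = 4 each, log2 fold change −3.07, standard error 0.30, adjusted P = 3.7e-05 from limma). Relative to WT replicate 4 alone, the log2 fold change of *Alas2* was 2.28 (adjusted P = 0.38 from limma) and that of *Retnlg* −1.33 (0.70).
*Slc29a3*-/- *Tlr7*-/- Ly6C low monocytes had the following genes highest and lowest against WT, given as the mean ± SD of 4 WT and then of 4 *Slc29a3*-/- *Tlr7*-/- libraries. *AY761185* averaged 3.08 ± 2.08 RPM and 66.3 ± 41.4 RPM. *LOC105247310* was at 0.783 ± 0.863 RPM and 25.6 ± 17.2 RPM. *Apol8* (gene ID 239552, chromosome 15, 77745109 to 77757062) had 2.73 ± 2.06 RPM and 48.2 ± 25.0 RPM. *S100a9* (gene ID 20202, chromosome 3, 90692630 to 90695721) averaged 445 ± 346 RPM and 4.93 ± 4.28 RPM. *S100a8* (gene ID 20201, chromosome 3, 90669071 to 90670034) was at 153 ± 131 RPM and 1.49 ± 2.34 RPM. *Lcn2* (gene ID 16819, chromosome 2, 32384637 to 32387739) had 38 ± 28.1 RPM and 0.803 ± 0.816 RPM. In the order given, the log2 fold changes were 4.00, 3.76, 3.72, −5.89, −5.58, and −3.90 (adjusted P from 0.0016 to 0.012 in limma). *Lcn2* lost its adjusted P under 0.05 without WT replicate 3 (−3.66, adjusted P = 0.051 from limma) and with only these 2 groups in the model (0.059). With WT replicate 4 as the only WT library, *S100a9*, *S100a8*, and *Lcn2* had log2 fold changes of −2.49, −2.55, and −0.98 (adjusted P = 0.45, 0.44, and 0.52 from limma), and *AY761185*, *LOC105247310*, and *Apol8* had 5.67, 4.19, and 4.95 (0.095, 0.20, and 0.095).
The direct comparison of *Slc29a3*-/- with *Slc29a3*-/- *Tlr7*-/- Ly6C low monocytes gave 3 genes higher and 3 lower, listed with the mean ± SD of 4 *Slc29a3*-/- *Tlr7*-/- and then of 4 *Slc29a3*-/- libraries. *Slc4a1* averaged 3.61 ± 3.12 RPM and 54.8 ± 7.47 RPM. *Alas2* was at 1.11 ± 1.91 RPM and 19.8 ± 3.33 RPM. *Cd72* (gene ID 12517, chromosome 4, 43447724 to 43455102) had 17.4 ± 4.75 RPM and 163 ± 49.0 RPM. *AY761185* averaged 66.3 ± 41.4 RPM and 3.28 ± 0.972 RPM. *LOC105247310* was at 25.6 ± 17.2 RPM and 0.995 ± 0.465 RPM. *Apol8* had 48.2 ± 25.0 RPM and 3.52 ± 1.38 RPM. The log2 fold changes of these 6 were 3.80, 3.64, 3.13, −3.71, −3.53, and −3.30 (adjusted P from 5.1e-05 to 0.0031 in limma).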

To study the in vivo proliferation of monocytes, mice were intravenously administered with the thymidine analog–EdU, and the percentages of EdU^+^ monocytes in the BM, peripheral blood, and spleen were analyzed 3 h after EdU administration. In WT mice, Edu^+^ proliferating monocytes were found only in BM Ly6C^hi^ monocytes (Fig. 3 D). The percentage of Edu^+^ monocytes in the BM TLR7-dependently increased in *Slc29a3*^−/−^ mice. Even more drastic changes were observed in the spleen, where Edu^+^ Ly6C^hi^ monocytes were found only in *Slc29a3*^−/−^ mice. We analyzed EdU^+^ monocytes 3 d after EdU administration and observed that the majority of Edu^+^ monocytes in the circulation and spleen turned Ly6C^low^ (Fig. 3 D), suggesting that proliferating Ly6C^hi^ monocytes mature into Ly6C^low^ monocytes within 3 d in the *Slc29a3*^−/−^ mice. Ly6C^low^ monocytes in the *Slc29a3*^*−/−*^ mice stored deoxyribonucleosides more than Ly6C^hi^ monocytes (Fig. 2 D). Because lysosomal deoxyribonucleosides were derived from cell corpses (Fig. 1, E and F; and Fig. S3, E and F), Ly6C^low^ monocytes are likely to have engulfed cell corpses during or after maturation to Ly6C^low^ monocytes. Consistent with this, splenic Ly6C^low^ monocytes in the *Slc29a3*^*−/−*^ mice engulfed intravenously administered dying thymocytes (Fig. 3 E). TLR7 in splenic Ly6C^low^ monocytes is likely to prolong survival because apoptotic-related gene sets are negatively enriched (Fig. 3 B). 

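A list of pro-apoptotic genes, of which 25 were tested in Ly6C low monocytes, had a median log2 fold change of −0.01 and a mean of 0.10 between *Slc29a3*-/- and WT mice, with 12 of the 25 genes higher. Camera tested it in the direction of the mean and did not call it (adjusted P = 0.65; fry 0.27). Its mean log2(RPM + 1) was 4.81 ± 0.03 in *Slc29a3*-/- and 4.73 ± 0.08 in WT monocytes (SD, *n* = 4 each; exact permutation test, P = 0.11). With each library left out in turn, the median stayed between −0.01 and 0.09, and against WT replicate 4 alone it was −0.13 (camera, adjusted P = 0.25). For the anti-apoptotic list of 9 genes, the median was −0.08 and the mean 0.06 (adjusted P = 0.91), with library means of 5.56 ± 0.03 and 5.52 ± 0.04 (SD, *n* = 4 each; exact permutation test, P = 0.14).
Compared with *Slc29a3*-/- *Tlr7*-/- Ly6C low monocytes, the pro-apoptotic list in *Slc29a3*-/- Ly6C low monocytes had a median of 0.25 with 18 of 25 genes higher. Camera did not call it (adjusted P = 0.23), whereas fry did (0.0069), and the list means did not overlap (exact permutation test, P = 0.029). From WT to *Slc29a3*-/- *Tlr7*-/- Ly6C low monocytes, the median was −0.29 (adjusted P = 0.78; fry 0.023).
Of the single genes fixed beforehand, *Bax* (gene ID 12028, chromosome 7, 45461695 to 45466903) was at 66.8 ± 10.2 RPM in WT, 49.9 ± 5.63 RPM in *Slc29a3*-/-, and 52.5 ± 4.17 RPM in *Slc29a3*-/- *Tlr7*-/- Ly6C low monocytes (SD, *n* = 4 each), a log2 fold change of −0.41 between *Slc29a3*-/- and WT mice (adjusted P = 0.14 from limma). *Bcl2l11* (gene ID 12125, chromosome 2, 128126038 to 128162547) had 18.8 ± 3.75, 25.6 ± 1.45, and 14.4 ± 7.45 RPM and a log2 fold change of 0.44 (0.45). *Bcl2* (gene ID 12043, chromosome 1, 106538176 to 106714290) was at 55.1 ± 12.0, 39 ± 5.62, and 58.7 ± 22.8 RPM, and *Mcl1* (gene ID 17210, chromosome 3, 95656944 to 95663179) at 770.4 ± 243, 592 ± 53.3, and 673 ± 151 RPM, with log2 fold changes of −0.47 and −0.32 (adjusted P = 0.33 and 0.47 from limma). *Pmaip1* (gene ID 58801, chromosome 18, 66458604 to 66465558) had a log2 fold change of 0.24 (0.84). Without WT replicate 4, *Bax* (−0.49) and *Mcl1* (−0.57) were called lower in *Slc29a3*-/- monocytes (adjusted P = 0.033 each from limma). Without *Slc29a3*-/- *Tlr7*-/- replicate 2, *Bcl2l11* was called higher in *Slc29a3*-/- than in *Slc29a3*-/- *Tlr7*-/- monocytes, at 1.20 (adjusted P = 0.029 from limma), against 0.93 (0.14) with all libraries.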

TLR7, therefore, increased the number of phagocytes in the *Slc29a3*^−/−^ mice. TLR7 might recognize lysosomal nucleoside storage as impaired phagocytosis and increase the phagocyte number as a compensatory mechanism.

### Mutually exclusive induction of proliferation and inflammation by TLR7

To further narrow down the proliferating population of Ly6C^hi^ monocytes, we examined a marker specifically expressed or not expressed in proliferating Ly6C^hi^ monocytes. The cell surface expression of CX3CR1, a chemokine receptor for the membrane-tethered chemokine CX3CL1 (Landsman et al., 2009), increases with maturation from Ly6C^hi^ to Ly6C^low^ monocytes (Yona et al., 2013). We found that the CX3CR1^low^ population in Ly6C^hi^ monocytes significantly increased in a TLR7-dependent manner in the *Slc29a3*^−/−^ mice (Fig. 4 A). When splenic monocytes were cultured in vitro for 1 h with EdU, their uptake was detected in this immature monocyte subset but not in more mature Ly6C^hi^ CX3CR1^hi^ classical monocytes (Fig. 4 B). These results demonstrate that Ly6C^hi^ CX3CR1^low^ immature monocytes proliferate in response to lysosomal nucleoside storage in the *Slc29a3*^−/−^ mice.

**Figure 4.**
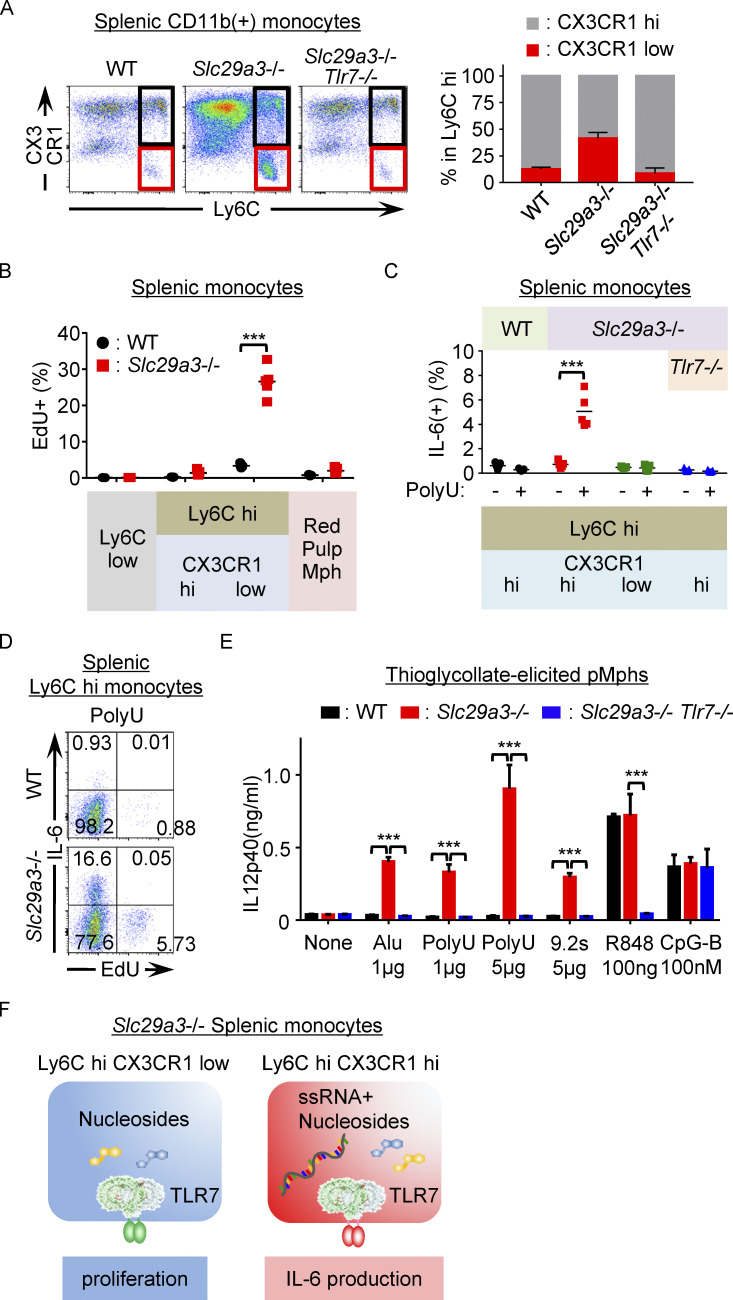
**TLR7 differentially induces proliferation and inflammation. (A)** Expression of CX3CR1 and Ly6C in splenic CD11b^+^ Ly6G^−^ NK1.1^−^ CD11C^low^ IA/IE^low^ monocytes from WT, *Slc29a3*^−/−^, and *Slc29a3*^−/−^ *Tlr7*^−/−^ mice (top). Black and red gates show Ly6C^hi^ CX3CR1^hi^ and Ly6C^hi^ CX3CR1^low^ monocytes, respectively. The right panel shows the percentages of the two Ly6C^hi^ monocyte subsets in the indicated mice (*n* = 4). **(B)** EdU uptake by each splenic monocyte subset during 1 h culture with 10 μM EdU. Each dot represents a value from a single mouse (*n* = 4). **(C)** Percentage of IL-6^+^ cells in each monocyte subset after in vitro stimulation with polyU (10 μg/ml) for 4 h. Brefeldin A (10 μg/ml) was added during cell stimulation. Each dot shows the values for each mouse from the indicated mice (*n* = 5). **(D)** Representative dot plot of EdU^+^ and IL-6^+^ cells in Ly6C^hi^ splenic monocytes treated with polyU + brefeldin A for 4 h. EdU was added during the last hour of stimulation. **(E)** IL-12 p40 production by thioglycolate-elicited pMphs after stimulation with TLR7 and TLR9 ligands for 18 h. Alu, Alu retroelements. The results are represented as mean values ± SD from triplicate samples. **(F)** Schematics showing the induction of two distinct TLR7 responses, proliferation, and IL-6 production, in *Slc29a3*^−/−^ mice. The data shown in D and E are representative of at least three independent experiments. ***P < 0.001.

Because SLC29A3 disorders are considered to be inflammatory diseases in which IL-6 has pathogenic roles (Rafiq et al., 2017), we examined TLR7-dependent inflammatory responses in the *Slc29a3*^−/−^ mice. Unexpectedly, inflammation-associated gene sets such as “TNFα via NF-κB” and “inflammatory response” were negatively enriched in splenic Ly6C^hi^ monocytes in a manner dependent on TLR7 (Fig. 3 B). 

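For these sets, 3 lists written before the data were examined stood in: NF-κB target genes, immediate early genes, and inflammatory response genes. In Ly6C hi monocytes, the NF-κB list had a median log2 fold change of −0.75 and a mean of −1.16 between *Slc29a3*-/- and WT mice over 37 genes, of which 6 were higher (camera, adjusted P = 9.7e-04; fry 0.020). Its library means were 4.12 ± 0.20 and 5.27 ± 0.64 (SD, *n* = 4 each; exact permutation test, P = 0.057). The immediate early list had a median of −2.30 with 0 of 25 genes higher (camera, adjusted P = 5.9e-09; fry 0.012). For the inflammatory response list, the median was −0.34 with 9 of 44 genes higher. It was not called by camera (adjusted P = 0.078) but was called by fry (0.026), by preranked enrichment with fgsea (0.026), without *Slc29a3*-/- replicate 1 (0.049), and without WT replicate 4 (0.041), and its library means of 4.75 ± 0.18 and 5.29 ± 0.12 did not overlap (SD, *n* = 4 each; exact permutation test, P = 0.029).
In WT replicate 4, the mean of the NF-κB list was 4.31 and that of the immediate early list 4.56, against 5.57 to 5.61 and 7.15 to 7.20 in WT replicates 1 to 3. Compared with WT replicate 4 alone, the NF-κB list had a median of −0.38 (camera, adjusted P = 0.61), the immediate early list −0.36 (0.22), and the inflammatory response list −0.30 (0.096). This comparison was chosen after the low values of that library were seen and restates them. The effect in Ly6C hi minus that in Ly6C low monocytes was −0.52 for the NF-κB list, −0.91 for the immediate early list, and −0.32 for the inflammatory response list (camera, adjusted P = 0.062, 0.030, and 0.067; fry, adjusted P = 0.079, 0.23, and 0.0099). With genotype and replicate number together as a block, in case both subsets come from the same mice, the adjusted P values were 0.0037, 4.2e-07, and 0.035 with camera and 0.024, 0.0017, and 0.032 with fry. That block was added after the results were seen. It also joins the *Slc29a3*-/- *Tlr7*-/- replicate 3 libraries of both subsets, whose sex-linked genes differ.
For *Slc29a3*-/- *Tlr7*-/- and WT Ly6C hi monocytes, the NF-κB list had a median of −0.09 and a mean of −0.65 (camera, adjusted P = 0.23), the immediate early list a median of −1.74 (4.2e-10; fry 0.051), and the inflammatory response list a median of 0.03 and a mean of −0.16 (0.47). Without WT replicate 4 the NF-κB list was called lower (8.4e-04), and against WT replicate 4 alone the NF-κB and immediate early lists were called higher in *Slc29a3*-/- *Tlr7*-/- monocytes, at 0.17 and 0.30 (0.0026 and 0.0028). Between *Slc29a3*-/- and *Slc29a3*-/- *Tlr7*-/- Ly6C hi monocytes, all outside that barcode range, the NF-κB list had a median of −0.44 with 3 of 37 genes higher (0.012; fry 0.14; 0.065 without *Slc29a3*-/- *Tlr7*-/- replicate 4), the immediate early list −0.55 (0.078; 0.045 without *Slc29a3*-/- *Tlr7*-/- replicate 1 and 0.040 without *Slc29a3*-/- *Tlr7*-/- replicate 3), and the inflammatory response list −0.38 with 7 of 44 genes higher (0.0091; fry 0.020). Each of the 3 lists was lower in every *Slc29a3*-/- library than in every *Slc29a3*-/- *Tlr7*-/- library (exact permutation test, P = 0.029).
*Nfkbia* (gene ID 18035, chromosome 12, 55489409 to 55492647) was at 784 ± 341 RPM in WT, 318 ± 73.5 RPM in *Slc29a3*-/-, and 322 ± 99.3 RPM in *Slc29a3*-/- *Tlr7*-/- Ly6C hi monocytes (SD, *n* = 4 each). Its log2 fold change between *Slc29a3*-/- and WT mice was −1.16 (standard error 0.36, adjusted P = 0.027 from limma; exact permutation test, P = 0.086) and, against WT replicate 4 alone, 0.18 (0.85). Without *Slc29a3*-/- replicate 3 or 4 or any 1 of WT replicates 1 to 3, the adjusted P of *Nfkbia* rose to between 0.072 and 0.085 in limma. *Tnfaip3* (gene ID 21929, chromosome 10, 19000910 to 19015410) was at 232 ± 133, 22.5 ± 5.47, and 36.7 ± 20.9 RPM, and at 37.6 RPM in WT replicate 4, with log2 fold changes of −2.95 between *Slc29a3*-/- and WT mice and −0.75 against that library alone (adjusted P = 0.0037 and 0.64 from limma). *Fos* (gene ID 14281, chromosome 12, 85473890 to 85477274) was at 2931 ± 1871, 66.8 ± 13.4, and 269.5 ± 181 RPM, and at 145 RPM in WT replicate 4, with −4.67 and −1.13 (0.0013 and 0.37). *Ccl3* was at 47.0 ± 58.3 RPM in *Slc29a3*-/- *Tlr7*-/- Ly6C hi monocytes (SD, *n* = 4) and at 6.32 RPM in WT replicate 4. Between *Slc29a3*-/- and *Slc29a3*-/- *Tlr7*-/- monocytes, the log2 fold changes of *Nfkbia*, *Tnfaip3*, *Fos*, and *Ccl3* were 0.01, −0.44, −1.78, and −2.67 (adjusted P = 0.98, 0.66, 0.14, and 0.14 from limma). With the WT libraries left out of the model, *Fos* and *Ccl3* were called lower in *Slc29a3*-/- monocytes (adjusted P = 0.0079 and 0.0082 from limma).

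**Figure D2:**
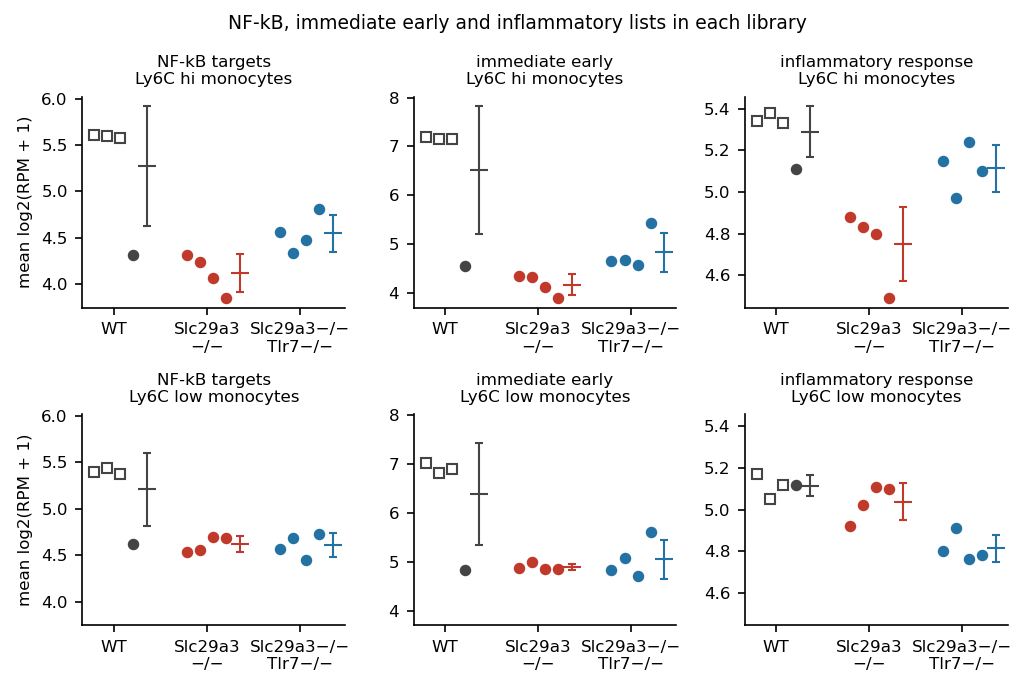
Mean log2(RPM + 1) of the NF-κB, immediate early, and inflammatory response lists (y axes) in each library by genotype (x axes); open squares are libraries with barcodes 11 to 16, filled circles the other libraries, and bars the mean ± SD (*n* = 4). For the NF-κB and immediate early lists in Ly6C hi monocytes, WT replicate 4 lies apart from the other 3 WT libraries.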

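The mRNAs of IFN-α, IFN-β, IFN-γ, IL-6, IL-17A, IL-23, and TNF-α averaged less than 4 RPM in each group of Ly6C hi and Ly6C low monocytes, apart from that of IFN-γ in WT Ly6C hi monocytes. *Tnf* (gene ID 21926, chromosome 17, 35199367 to 35202007) averaged 0.944 RPM in WT, 0.615 RPM in *Slc29a3*-/-, and 0.370 RPM in *Slc29a3*-/- *Tlr7*-/- Ly6C hi monocytes, and 1.77 ± 0.314, 1.21 ± 0.580, and 0.422 ± 0.588 RPM in Ly6C low monocytes (SD, *n* = 4 each). Its log2 fold change between *Slc29a3*-/- and WT mice in the latter was −0.36 (adjusted P = 0.52 from limma). *Il6* (gene ID 16193, chromosome 5, 30013114 to 30019975) averaged 1.34, 0.257, and 0.360 RPM in Ly6C hi and 1.10, 0.435, and 0.139 RPM in Ly6C low monocytes of WT, *Slc29a3*-/-, and *Slc29a3*-/- *Tlr7*-/- mice. Reads of *Il17a* (gene ID 16171, chromosome 1, 20730905 to 20734496) were 0 in all 24 libraries, and *Il23a* (gene ID 83430, chromosome 10, 128296140 to 128298084) did not exceed 0.487 RPM. *Ifnb1* (gene ID 15977, chromosome 4, 88522025 to 88522794) averaged 0.621, 0.0992, and 0 RPM in Ly6C hi and 0.218, 0.0398, and 0.341 RPM in Ly6C low monocytes. Apart from the 0.621 RPM of WT Ly6C hi monocytes, these means lay below or near the 0.206 to 0.244 RPM that a value of 0 allows. The *Ifna* genes in the table did not exceed 1.46 RPM, and *Ifna1*, *Ifna6*, *Ifna11*, and *Ifna15* are not in it. Of the genes named here, *Tnf* in Ly6C low monocytes and *Ifng* in Ly6C hi monocytes passed the filter on low values and were tested.
*Ifng* (gene ID 15978, chromosome 10, 118441046 to 118445894) averaged 17.9 ± 11.3 RPM in WT, 0.595 ± 0.461 RPM in *Slc29a3*-/-, and 2.03 ± 2.05 RPM in *Slc29a3*-/- *Tlr7*-/- Ly6C hi monocytes (SD, *n* = 4 each), a log2 fold change of −3.09 between *Slc29a3*-/- and WT mice (standard error 0.72, adjusted P = 0.0063 from limma; exact permutation test, P = 0.057). WT replicate 4 had 1.01 RPM of *Ifng*, and against it alone the log2 fold change was −0.38 (0.84). *Ifng* averaged 3.56, 0.297, and 0.222 RPM in Ly6C low monocytes.
*Il1b* (gene ID 16176, chromosome 2, 129364569 to 129371164) was the only cytokine gene of the list with more than 100 RPM on average. It rose in Ly6C low monocytes from 336 ± 26.6 RPM in WT to 711 ± 27 RPM in *Slc29a3*-/- mice and was at 453 ± 234 RPM in *Slc29a3*-/- *Tlr7*-/- mice (SD, *n* = 4 each). The log2 fold change between *Slc29a3*-/- and WT mice was 1.08 (standard error 0.27, adjusted P = 0.038 from limma), and every *Slc29a3*-/- value was above every WT value (exact permutation test, P = 0.029). Under the other settings the log2 fold change stayed between 0.95 and 1.13, but the adjusted P rose above 0.05 in some of them, for example to 0.091 without a filter on low values, and to between 0.089 and 0.12 when any *Slc29a3*-/- or WT library but WT replicate 4 was left out. Against WT replicate 4 alone, it was 0.95 (0.66). In Ly6C hi monocytes *Il1b* was lower in *Slc29a3*-/- mice, with 190.4 ± 55.9 RPM in WT, 77.1 ± 28.7 RPM in *Slc29a3*-/-, and 168 ± 169 RPM in *Slc29a3*-/- *Tlr7*-/- mice (SD, *n* = 4 each) and a log2 fold change of −1.33 (standard error 0.47, adjusted P = 0.046 from limma; exact permutation test, P = 0.029). With TMM scaling it was −1.18 (0.069), and against WT replicate 4 alone −0.57 (0.75). The effect in Ly6C hi minus that in Ly6C low monocytes was −2.41 (standard error 0.59, adjusted P = 0.010 from limma).
Of the 30 tests of the cytokine and adaptor genes fixed beforehand, 10 had a P under 0.05 adjusted over the list alone and 4 adjusted over all genes tested.

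**Figure D3:**
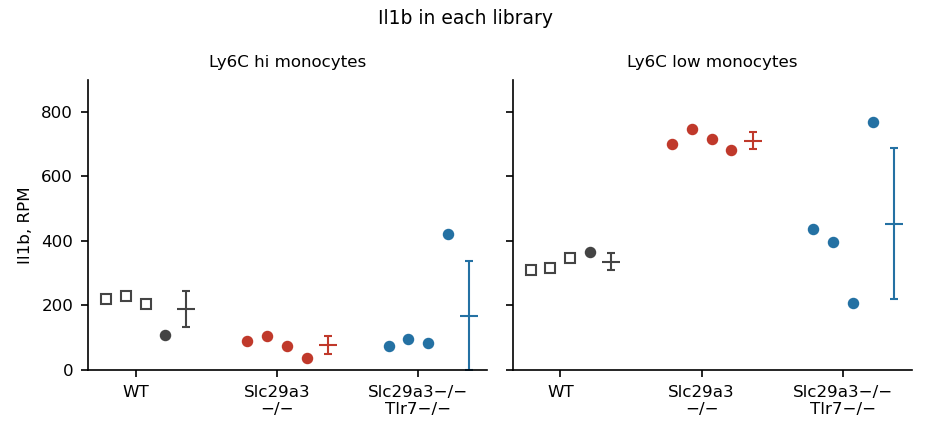
*Il1b* in RPM (y axes) in each library by genotype (x axes); open squares are libraries with barcodes 11 to 16, filled circles the other libraries, and bars the mean ± SD (*n* = 4). In Ly6C low monocytes, the *Slc29a3*-/- libraries average 711 RPM and lie above the WT libraries.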

Consistent with this, SLC29A3 deficiency did not increase the expression levels of mRNAs encoding proinflammatory cytokines, such as IFN-α, IFN-β, IFN-γ, IL-6, IL-17A, IL-23, and TNF-α in Ly6C^hi^ and Ly6C^low^ monocytes (Fig. S4 A). Furthermore, proinflammatory cytokines, such as TNF-α, IFN-β, IL-1β, IFN-α, and IL-6, were not identifiable in the serum (Fig. S4 B). Considering that TLR7 responds to a combination of nucleosides and ORNs (Shibata et al., 2016; Zhang et al., 2016), these results suggest that ORNs do not accumulate and that nucleoside accumulation is not sufficient to induce TLR7-dependent inflammation in *Slc29a3*^−/−^ mice. We hypothesized that TLR7 response to ORN-generating ssRNA may be enhanced in nucleoside-laden *Slc29a3*^−/−^ monocytes. As predicted, *Slc29a3*^−/−^ Ly6C^hi^ CX3CR1^hi^ classical monocytes produced IL-6 upon polyU stimulation at 10 μg/ml, whereas WT Ly6C^hi^ monocytes did not respond to polyU (Fig. 4 C). In contrast, *Slc29a3*^−/−^ Ly6C^hi^ CX3CR1^low^ proliferating immature monocytes and Ly6C^low^ phagocytes did not respond to polyU treatment (Fig. 4 C and Fig. S4 C). Consistent with this finding, when splenic monocytes were treated with EdU and polyU, we only detected EdU^+^ or IL-6^+^ single-positive monocytes but not EdU^+^ IL-6^+^ double-positive monocytes (Fig. 4 D). These results suggest that TLR7 induces proliferation and inflammation in a mutually exclusive manner in immature and mature classical monocytes, respectively.

**Figure S4.**
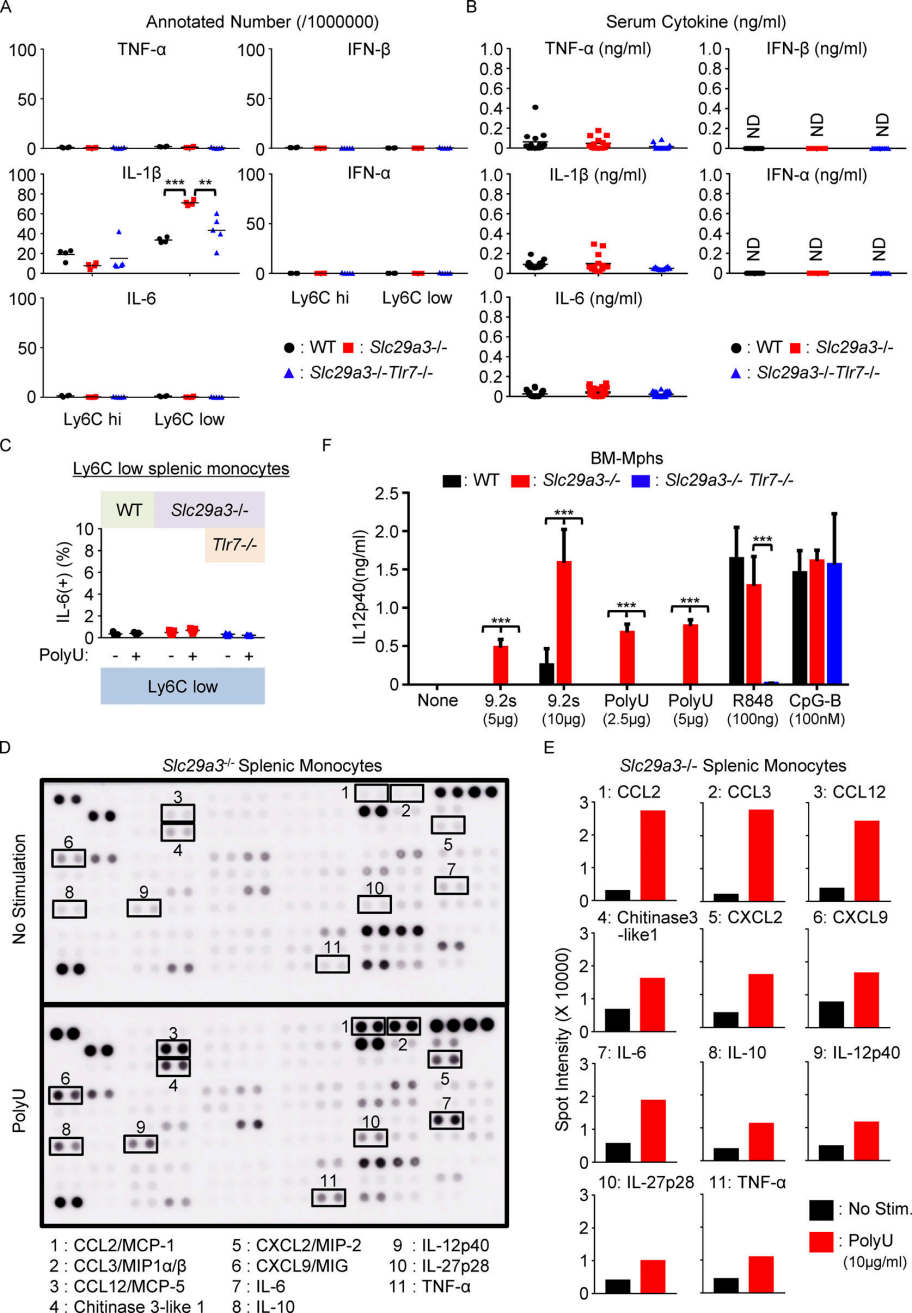
**Cytokine production in *Slc29a3***^**‒/‒**^ **mice. (A)** mRNA expression of cytokines in splenic Ly6C^hi^ and Ly6C^low^ monocytes from WT (black), *Slc29a3*^−/−^ (red), and *Slc29a3*^‒/‒^ *TLR7*^‒/‒^ (blue) mice. Each dot shows the normalized read count per 1 million reads from the RNA-seq analyses for each monocyte subset (*n* = 4). **(B)** Serum cytokine levels were determined using ELISA. Sera were collected from 4-to-6-mo old mice (*n* = 14). **P < 0.01 and ***P < 0.001. ND, not detected. **(C)** The percentage of IL-6^+^ cells in Ly6C^low^ Fcgr4^hi^ monocytes from indicated mice after in vitro stimulation with polyU (10 μg/ml) in the presence of brefeldin A (10 μg/ml) for 4 h. Each dot represents the value for each mouse (*n* = 5). **(D and E)** *Slc29a3*^‒/‒^ splenic monocytes were stimulated with polyU (10 μg/ml) for 18 h. Cytokines in the supernatants were detected using a cytokine antibody array (D). The results are shown as the mean signal intensity value (*n* = 2) for each cytokine spot (E). **(F)** IL-12 p40 production by BM-Mphs after stimulation with TLR7 and TLR9 ligands for 18 h. The results are represented as mean values ± SD from triplicate samples. *P < 0.05, **P < 0.01, and ***P < 0.001.

An antibody array for cytokines showed that polyU-stimulated splenic monocytes produced chemokines and cytokines, including CCL2, CCL3, CCL12, CXCL2, CXCL9, IL-6, TNF-α, IL-12p40, and IL-10, in *Slc29a3*^−/−^ mice (Fig. S4, D and E). Furthermore, *Slc29a3*^−/−^ professional macrophages, such as BM-Mphs and pMphs, exhibited a higher IL-12p40 production in response to polyU than did WT macrophages, whereas their responses to R848 and CpG-B were not altered (Fig. 4 E and Fig. S4 F). Inflammation in SLC29A3 disorders might be driven by an enhanced TLR7 response to ssRNA in Ly6C^hi^ splenic monocytes and peripheral macrophages. These results suggest that the TLR7 response to nucleoside storage varies with monocyte maturation from proliferation to an excessive inflammatory response to ssRNA (Fig. 4 F).

### FcRγ and DAP10 mediate TLR7 responses

Next, we focused on growth-promoting TLR7 signaling. We cultured whole splenocytes in vitro with 3 ng/ml M-CSF, where larger numbers of *Slc29a3*^‒/‒^ splenic monocytes survived than WT monocytes (Fig. 5 A). Inhibitors of MEK (PD0325901), Syk (PRT062607, R788), β-catenin (PKF118-120), PI3K (wortmannin), AKT (afuresertib), mTORC1 (rapamycin, Torin1), and MyD88 (ST2825), but not JNK (JNK-IN-8), reduced the number of surviving monocytes (Fig. 5 A). To examine the in vivo TLR7-dependent activation of these signaling molecules, flow cytometry analyses of Ly6C^hi^ monocytes were performed. Consistent with the effect of inhibitors, we found TLR7-dependent increases in the activated form of β-catenin and the phosphorylated forms of signaling molecules including Syk, GSK3β, and the ribosomal protein S6 (the mTORC1 downstream effector; Fig. 5 B). Unexpectedly, growth-promoting ERK phosphorylation was not altered by SLC29A3 deficiency. These results suggest that TLR7 activates signaling molecules such as Syk, GSK3β, β-catenin, and mTORC1 in *Slc29a3*^‒/‒^ Ly6C^hi^ monocytes.

**Figure 5.**
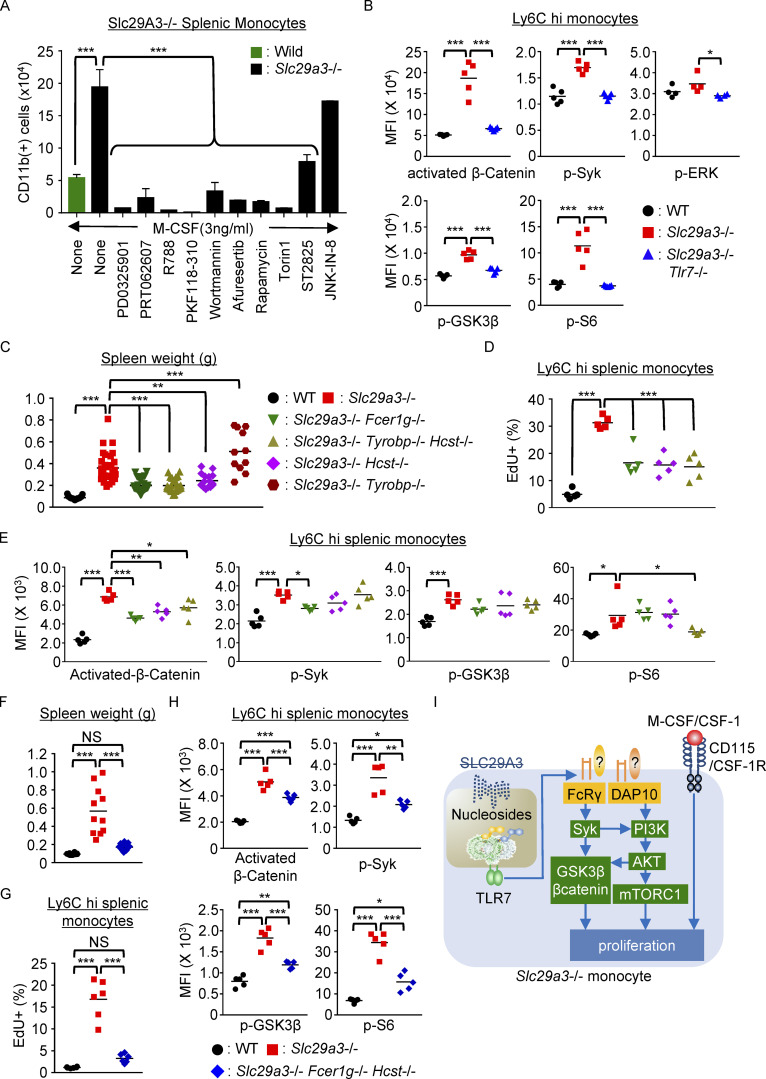
**FcRγ and DAP10 mediate TLR7-dependent proliferation in *Slc29a3***^**−/−**^ **mice. (A)** Number of splenic CD11b^+^ monocytes from WT (green) or *Slc29a3*^−/−^ (black) mice that survived in vitro 4-d culture in the presence of 3 ng/ml M-CSF under serum-free conditions. Cells were treated with inhibitors of MEK (PD0325901, 1 μM), Syk (PRT062007, 1 μM; R788, 0.5 μM), β-catenin (PKF118-120, 5 μM), PI3K (wortmannin, 10 μM), AKT (afuresertib, 5 μM), mTORC1 (rapamycin, 0.5 μM), mTORC1 and 2 (Torin1, 250 nM), MyD88 (ST2825, 10 μM), and JNK (JNK-IN-8, 1 μM). Bar graphs represent mean values ± SD from triplicate samples. The data are representative of three independent experiments. **(B, E, and H)** Mean fluorescence intensity (MFI) of staining with activation- and phospho-specific Abs to signaling molecules in Ly6C^hi^ monocytes from the indicated mice (*n* = 4–5). The colors of symbols in E denote mouse strains, as shown in C. **(C and F)** Spleen weight at 3–4 mo of age in the indicated mice (*n* = 11–32). *Fcer1g*, *Tyrobp*, and *Hcst* encode FcRγ, DAP12, and DAP10, respectively. **(D and G)** EdU uptake by CD11b^+^ Ly6G^–^ NK1.1^–^ CD11C^low^ IA/IE^low^ Ly6C^hi^ splenic monocytes after 1-h culture with EdU in vitro. Each dot shows the percentage of EdU^+^ cells in splenic Ly6C^hi^ monocytes from the indicated mice (*n* = 5). The colors of the symbols denote mouse strains, as shown in C or H. **(I)** The hypothetical model of TLR7-dependent proliferation in *Slc29a3*^−/−^ monocytes. NS, not significant. *P < 0.05, **P < 0.01, and ***P < 0.001.

Because TLR7 primarily drives inflammation via NF-κB and IRF7 (Kawai and Akira, 2010), these growth-promoting signals might not be directly activated by TLR7. We hypothesized that TLR7 requires ITAM adaptors such as DAP12 and FcRγ to activate the growth-promoting signal because the ITAM adaptors are activated during TLR responses (Hamerman et al., 2009) and promote M-CSF-dependent macrophage proliferation by activating Syk, GSK3β, and β-catenin (Mócsai et al., 2010; Otero et al., 2009). Accumulated Ly6C^hi^ monocytes expressed mRNAs encoding DAP10, DAP12, and FcRγ (Fig. S5 A); therefore, we generated *Slc29a3*^‒/‒^ mice that lacked FcRγ, DAP10, DAP12, or DAP10+DAP12. 

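*Tyrobp*, which encodes DAP12 (gene ID 22177, chromosome 7, 30413782 to 30417582), was read at 1719 ± 37.1 RPM in WT, 1370.4 ± 271 RPM in *Slc29a3*-/-, and 1803 ± 133 RPM in *Slc29a3*-/- *Tlr7*-/- Ly6C hi monocytes (SD, *n* = 4 each). *Hcst*, which encodes DAP10 (gene ID 23900, chromosome 7, 30417712 to 30419854), was at 83 ± 17.8, 70.3 ± 13.7, and 51.3 ± 13.1 RPM. *Fcer1g*, which encodes FcRγ (gene ID 14127, chromosome 1, 171229572 to 171234349), was at 2539 ± 213, 2048 ± 195, and 2758 ± 389.9 RPM. Between *Slc29a3*-/- and WT Ly6C hi monocytes, the log2 fold changes were −0.35 for *Tyrobp*, −0.23 for *Hcst*, and −0.31 for *Fcer1g* (adjusted P = 0.10, 0.43, and 0.13 from limma), within 1.5-fold in each case. Every *Slc29a3*-/- value of *Tyrobp* and of *Fcer1g* lay below every WT value (exact permutation test, P = 0.029), whereas those of *Hcst* overlapped (0.34). Compared with *Slc29a3*-/- *Tlr7*-/- Ly6C hi monocytes, the log2 fold changes of *Tyrobp* and *Fcer1g* were both −0.42 (adjusted P = 0.066 and 0.053 from limma). They were called lower under some settings, *Tyrobp* without *Slc29a3*-/- replicate 2 (0.042) and *Fcer1g* without *Slc29a3*-/- *Tlr7*-/- replicate 3 (0.039). *Hcst* was higher by 0.46 (adjusted P = 0.13 from limma) and was called at 0.62 without *Slc29a3*-/- *Tlr7*-/- replicate 1 (0.040).
The Ly6C low values of *Tyrobp* averaged 1965 ± 153, 1759 ± 116, and 1537 ± 194 RPM, *Hcst* 83.9 ± 12.6, 71.7 ± 8.14, and 57.5 ± 7.92 RPM, and *Fcer1g* 3918 ± 569.7, 4790.3 ± 247, and 5122 ± 992 RPM in WT, *Slc29a3*-/-, and *Slc29a3*-/- *Tlr7*-/- mice (SD, *n* = 4 each). The interaction of subset and genotype between *Slc29a3*-/- and *Slc29a3*-/- *Tlr7*-/- mice was −0.62 for *Tyrobp* (standard error 0.20, adjusted P = 0.048 from limma).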

Splenomegaly in *Slc29a3*^−/−^ mice was significantly ameliorated by the absence of FcRγ, DAP10, or DAP10+DAP12 (Fig. 5 C), whereas DAP12 deficiency significantly exacerbated splenomegaly in *Slc29a3*^‒/‒^ mice. Consistent with these results, EdU uptake by *Slc29a3*^‒/‒^ Ly6C^hi^ splenic monocytes was decreased by the lack of FcRγ, DAP10, or DAP10+DAP12 (Fig. 5 D). Next, we studied the activation status of β-catenin, Syk, GSK3β, and S6 in Ly6C^hi^ splenic monocytes (Fig. 5 E). The activated form of β-catenin was decreased by the lack of FcRγ, DAP10, or DAP10+DA12, whereas Syk phosphorylation was reduced only by FcRγ deficiency. Phosphorylation of GSK3β and S6 was not altered by single deletion of either FcRγ or DAP10 (Fig. 5 E). Finally, we generated *Slc29a3*^−/−^ mice lacking both FcRγ and DAP10 (*Slc29a3*^−/−^ *Hcst*^−/−^ *Fcer1g*^−/−^ mice), in which splenomegaly did not develop and splenic monocyte proliferation was reduced to the level of splenic monocytes of the WT mice (Fig. 5, F and G). TLR7-dependent activation of β-catenin and phosphorylation of Syk, GSK3β, and S6 in *Slc29a3*^−/−^ mice were all significantly reduced due to the lack of both FcRγ and DAP10 (Fig. 5 H). These results suggest that FcRγ and DAP10, and not DAP12, mediate growth-promoting TLR7 signals in *Slc29a3*^−/−^ mice (Fig. 5 I).

**Figure S5.**
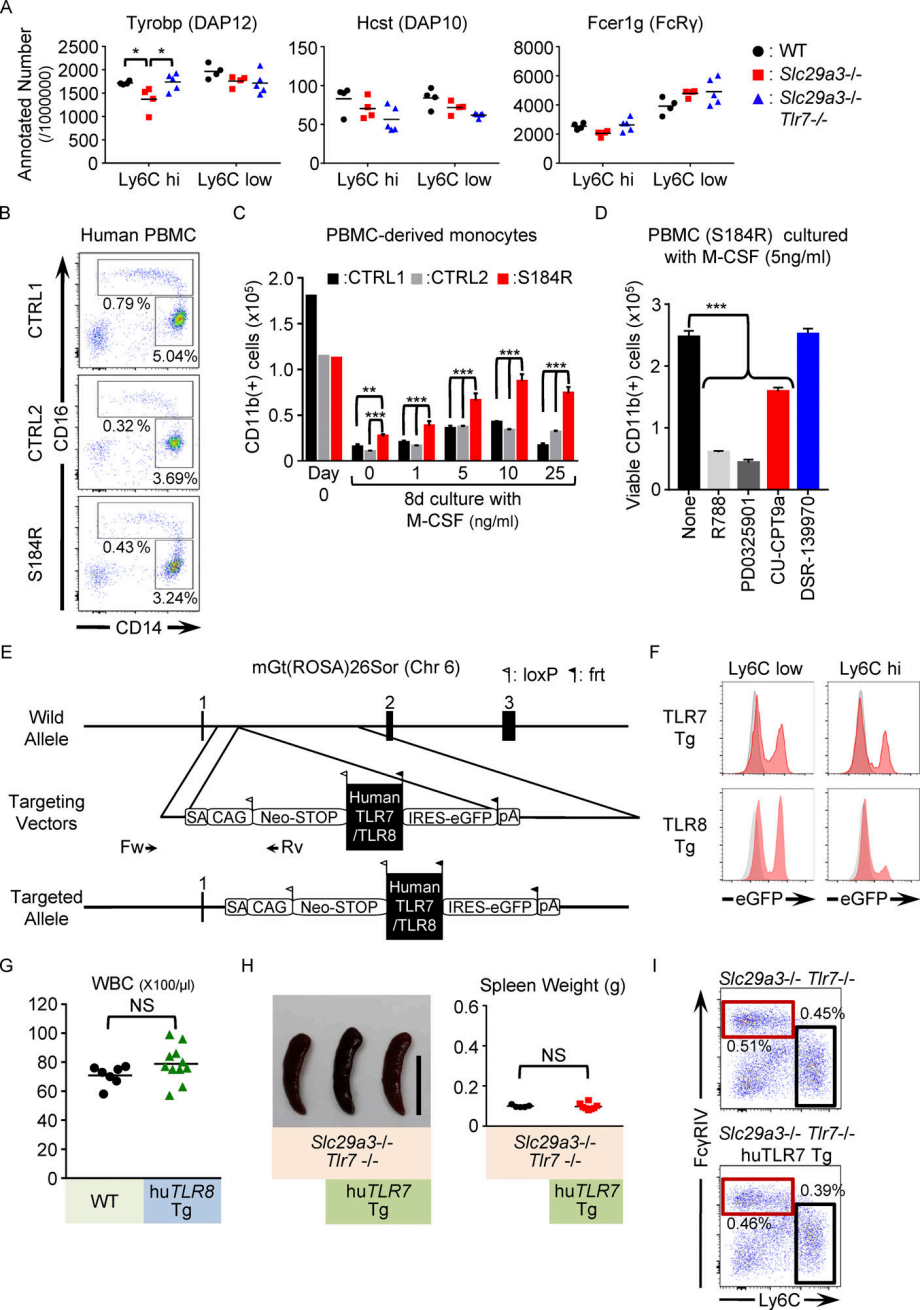
**TLR8 drives SLC29A3 disorders. (A)** mRNA expression of the ITAM adaptors in splenic Ly6C^hi^ and Ly6C^low^ monocytes from WT (black), *Slc29a3*^−/−^ (red), and *Slc29a3*^−/−^ *Tlr7*^−/−^ (blue) mice. Each dot represents the normalized read count per 1 million reads in the RNA-seq analyses (*n* = 4). **(B)** Expression of surface CD16/CD14 in HLA-DR^+^ CD15^−^ CD56^−^ PBMCs from the patient with the S184R *SLC29A3* mutation and from healthy subjects. **(C)** Numbers of CD11b^+^ CD15^−^ CD56^−^ monocytes in PBMCs from the patients (red) and healthy subjects (black and gray) that survived 4 d of culture with M-CSF at the indicated concentrations. **(D)** Number of CD11b^+^ cells that survived 8 d. PBMCs were cultured with 5 ng/ml M-CSF in the absence or presence of the indicated inhibitors of Syk (1 μM R788), MEK1/2 (1 μM PD0325901), TLR8 (10 μM CPT9a), and TLR7 (10 μM DSR-139970). **(E)** Schematic representation of the *Rosa26* locus, targeting vectors for the construction of human TLR7/8 transgenic mice, and targeted alleles. The targeting vectors contain both the neomycin resistance gene (Neo-STOP) flanked by loxP sites, human TLR7/8 cDNA, and the IRES-eGFP region flanked by frt sites. Cre recombinase removes floxed Neo-STOP (floxNeo) to initiate the expression of the transgene and eGFP. Arrows represent primer pairs for detecting homologous recombinant ES clones. SA, splice acceptor; CAG, CAG promoter; IRES, internal ribosome entry site; Neo-STOP, neomycin resistance gene; pA, polyadenylation signal. **(F)** Red histograms show eGFP expression of Ly6C^high^ and Ly6C^low^ monocytes in the spleen from huTLR7 or huTLR8 Tg mice (*Slc29a3*^‒/‒^ *Tlr7*^‒/‒^ *Rosa26* ^huTLR7/+^ *CAG*-Cre or *Slc29a3*^‒/‒^ *Tlr7*^‒/‒^ *Rosa26* ^huTLR8/+^ *Lyz2*-Cre mice). The expression level of eGFP was designed to reflect that of huTLR7 and huTLR8. Gray histograms represent background in control mice (*Slc29a3*^‒/‒^ *Tlr7*^‒/‒^ or *Slc29a3*^‒/‒^ *Tlr7*^‒/‒^ *Rosa26* ^huTLR8/+^ mice). **(G)** White blood cell (WBC) count in peripheral blood of WT or *Rosa26* ^huTLR8/+^ *Lyz2*-Cre (hu TLR8 Tg) mice. **(H)** Representative spleen images of 4–5-mo-old mice (left). Scale bar: 1 cm. The right panel shows spleen weights (*n* = 5–8) of *Slc29a3*^‒/‒^ *Tlr7*^‒/‒^ mice (CTRL) and *Slc29a3*^‒/‒^ *Tlr7*^‒/‒^ *Rosa26* ^huTLR7/+^ mice (hu TLR7-Tg). **(I)** Representative FACS analyses of CD11b^+^ Ly6G^‒^ NK1.1^‒^ CD11C^low^ IA/IE^low^ splenic monocytes from *Slc29a3*^‒/‒^ *Tlr7*^‒/‒^ or *Slc29a3*^‒/‒^ *Tlr7*^‒/‒^ *Rosa26* ^huTLR7/+^ mice. The red and black squares show the gates of the Ly6C^low^ and Ly6C^hi^ monocytes, respectively. The experiments using PBMCs from a patient with the S184R *SLC29A3* mutation (B–D) were conducted once. NS, not significant. *P < 0.05, **P < 0.01, and ***P < 0.001.

### TLR8-dependent histiocytosis in humans

Finally, we investigated whether human monocytes from SLC29A3 disorders show enhanced TLR7/8 responses. In human peripheral blood mononuclear cells (PBMCs) from a patient harboring the *SLC29A3* p.Gly208Arg (G208R) mutation (Fujita et al., 2015), CD14^low^ CD16^hi^ monocytes, which are equivalent to the mouse Ly6C^low^ monocytes (Cros et al., 2010; Ginhoux and Jung, 2014), were increased by approximately threefold (Fig. 6 A). The expression levels of TLR7 and TLR8 in CD14^hi^ CD16^low^ and CD14^low^ CD16^hi^ monocytes were not altered in the patient (Fig. 6 B). To study monocyte proliferation and survival, PBMCs were cultured in vitro with human M-CSF. Despite lower expression of surface CD115, a larger number of HLA-DR^+^ CD11b^+^ monocytes from the patient survived in vitro culture than those from three healthy subjects (Fig. 6 C). PBMCs were allowed to differentiate into macrophages by human M-CSF and IL-4, and they were stimulated with the TLR7/8 ligands polyU and RNA9.2S, or TLR8 ligand ssRNA40 (Shibata et al., 2016). Macrophages harboring the G208R *SLC29A3* mutation produced larger amounts of IL-6 than the control macrophages in response to TLR7/8 and TLR8 ssRNA ligands, strongly suggesting that the *SLC29A3* mutation enhanced TLR7 and TLR8 responses to ssRNA in macrophages (Fig. 6 D). We also examined PBMCs from another patient harboring the *SLC29A3* p.Ser184Arg (S184R) mutation (Ramot et al., 2010). The percentage of monocytes did not increase (Fig. S5 B); however, proliferation and survival in vitro in the presence of M-CSF were significantly enhanced (Fig. S5 C). These results demonstrate that the phenotypes in the *Slc29a3*^−/−^ mice were consistent with those of the patients with SLC29A3 mutation.

**Figure 6.**
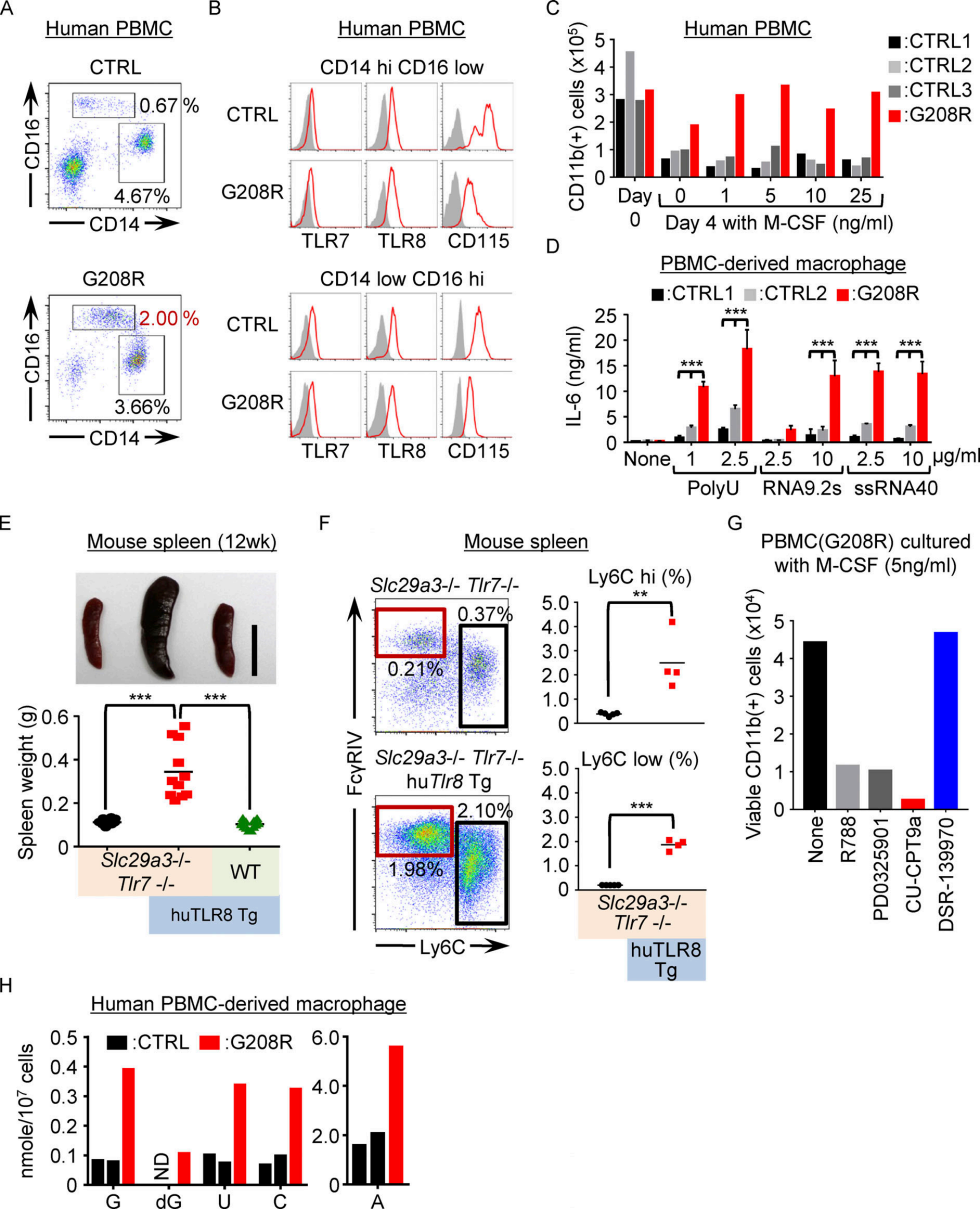
**TLR8 drives histiocytosis in SLC29A3 disorders. (A and B)** Expression of surface CD16/CD14/CD115 (A and B) and intracellular TLR7/TlR8 (B) in HLA-DR^+^ CD15^−^ CD56^−^ PBMCs from a patient with the G208R *SLC29A3* mutation and a healthy subject. Red and gray histograms show staining with the indicated and isotype-matched control antibodies, respectively. **(C)** The number of surviving CD11b^+^ CD15^−^ CD56^−^ monocytes in PBMCs from patients (red) or healthy subjects (black and gray) after 4 d of culture with M-CSF at the indicated concentrations. **(D)** PBMC-derived macrophages from the patient (red) or two control subjects (black and gray) were stimulated with the indicated TLR7 or TLR8 ssRNA ligands at the indicated concentrations. IL-6 production was evaluated using ELISA. The bars represent mean values ± SD from triplicate samples. **(E)** Representative spleen images of 3-mo-old mice (top). Scale bar, 1 cm. The bottom panel shows spleen weight (*n* = 10–14) of the indicated mice: *Slc29a3*^−/−^ *Tlr7*^−/−^ *Rosa26* ^huTLR8/+^ (black, *Slc29a3*^−/−^ *Tlr7*^−/−^); *Slc29a3*^−/−^ *Tlr7*^−/−^ *Rosa26* ^huTLR8/+^ *Lyz2*-Cre (red, *Slc29a3*^−/−^ *Tlr7*^−/−^ huTLR8 Tg), and *Rosa26* ^huTLR8/+^ *Lyz2*-Cre mice (green, huTLR8 Tg). **(F)** Representative FACS analyses of CD11b^+^ Ly6G^−^ NK1.1^−^ CD11C^low^ IA/IE^low^ splenic monocytes from *Slc29a3*^−/−^ *Tlr7*^−/−^ *Rosa26* ^huTLR8/+^ (*Slc29a3*^‒/‒^ *Tlr7*^‒/‒^) or *Slc29a3*^‒/‒^ *Tlr7*^‒/‒^ *Rosa26* ^huTLR8/+^ *Lyz2*-Cre(*Slc29a3*^‒/‒^ *Tlr7*^‒/‒^ huTLR8 Tg) mice. Red and black squares show the gates of Ly6C^low^ and Ly6C^hi^ monocytes, respectively. Dot plots show the percentages of Ly6C^low^ and Ly6C^hi^ monocytes in the spleen of the indicated mice (*n* = 4). **(G)** CD11b^+^ cells that survived in vitro PBMC culture with 5 ng/ml M-CSF in the presence of the indicated inhibitors of Syk (1 μM R788), MEK1/2 (1 μM PD0325901), TLR8 (10 μM CPT9a), and TLR7 (10 μM DSR-139970). **(H)** The amounts (nanomole/10^7^ cells) of nucleosides accumulated in PBMC-derived macrophages. The experiments presented in A–D, G, and H were performed twice and yielded the same results. ND, not detectable. **P < 0.01 and ***P < 0.001.

To determine whether TLR8 drives histiocytosis in humans, huTLR8 was expressed in Ly6C^hi^ and Ly6C^low^ monocytes by Lyz2-Cre drivers (*Rosa26*^huTLR8/+^/*Lyz2*-Cre mice; Fig. S5, E and F). Although human TLR8 expression under the control of its regulatory regions drives wasting diseases with leukocytopenia (Guiducci et al., 2013), *Lyz2*-dependent TLR8 expression, specifically in monocytes, caused neither leukocytopenia nor splenomegaly in WT mice (Fig. 6 E and Fig. S5 G) but drove monocytosis and splenomegaly in *Slc29a3*^‒/‒^ *Tlr7*^−/−^ mice (Fig. 6, E and F), suggesting that human TLR8 substituted for mouse TLR7 in *Slc29a3*^−/−^ monocytes. In contrast, broad human TLR7 expression under the CAG-Cre driver did not drive splenomegaly in WT and *Slc29a3*^−/−^ *Tlr7*^−/−^ mice (Fig. S5, H and I). Consistent with these results in mice, the TLR8 antagonist CU-CPT9a (Zhang et al., 2018), but not the TLR7 antagonist DSR-139970 (Cpd-7; Tojo et al., 2020), inhibited the in vitro survival of human macrophages harboring G208R or S184R SLC29A3 mutation (Fig. 6 G and Fig. S5 D). Furthermore, Syk and MEK inhibitors, R788 and PD0325901, also showed an inhibitory effect, suggesting that Syk and MEK mediate growth-promoting TLR8 signal in human SLC29A3 disorders. Additionally, we detected approximately threefold higher amounts of Urd, the TLR8 ligand (Heil et al., 2004; Shibata et al., 2016; Tanji et al., 2015), in macrophages harboring the G208R *SLC29A3* mutation than in those from healthy subjects (Fig. 6 H). These results strongly suggest that TLR8 drives histiocytosis in SLC29A3 disorders.

## Discussion

In this study, we identified a previously unknown histiocytosis-driving program that is activated by germline loss-of-function mutations in *SLC29A3*. Nucleosides, including Cyd, Guo, and dGuo, consistently accumulate in lysates of the spleen, splenic macrophages, BM-Mphs, and pMphs. We confirmed the accumulation of these nucleosides in the endosomal compartments of BM-Mphs. As TLR7 and SCL29A3 are both localized to the endosomal compartments, SLC29A3 deficiency results in the accumulation of the TLR7 ligands, Guo, and dGuo, in TLR7-containing compartments, and thereby TLR7 activation drives histiocytosis in *Slc29a3*^−/−^ mice. Two lines of evidence support the possibility that TLR7 and TLR8 drive histiocytosis in a cell-autonomous manner. First, sorted Ly6C^hi^ monocytes showed enhanced proliferation/survival in vitro. Second, macrophage-specific expression of human TLR8 by the *Lyz2*-Cre driver could drive histiocytosis in *Slc29a3*^*−/−*^ *TLR7*^*−/−*^ mice. However, a specific TLR7 depletion in macrophages would be required to formally prove that TLR7 in macrophages drives histiocytosis in *Slc29a3*^*−/−*^ mice.

Mouse TLR8 does not respond to nucleosides and ssRNAs (Heil et al., 2004) and negatively regulates TLR7 (Demaria et al., 2010). However, TLR8 deficiency did not alter histiocytosis in *Slc29a3*^*−/−*^ mice. In humans, TLR8 responds to Urd- and purine-containing ORNs (Shibata et al., 2016; Tanji et al., 2015; Zhang et al., 2016). TLR8 drove histiocytosis in *Slc29a3*^*−/−*^ *Tlr7*^*−/−*^ mice and a TLR8 antagonist inhibited the survival of *SLC29A3*^*G208R/G208R*^ monocytes in vitro. We detected Urd accumulation in human peripheral blood. These results suggest that human TLR8 drives histiocytosis in SLC29A3 disorders. However, we need to be careful about the results using human samples because we only studied two patients. This study needs to be confirmed with additional samples from SLC29A3 disorder patients.

Both TLR7 and TLR8 were expressed in CD14^hi^ CD16^low^ classical and CD14^low^ CD16^hi^ patrolling monocytes. As TLR8 was more highly expressed in these monocytes than TLR7, TLR8 might be preferentially activated in peripheral blood monocytes in SLC29A3 disorders. However, TLR7 may be more highly expressed and could drive proliferation in certain tissue-resident macrophages. The role of human TLR7 in SLC29A3 disorders remains unclear.

SLC29A3 disorders cause various manifestations such as hyperpigmented, hypertrichotic cutaneous patches, hepatosplenomegaly, cardiac anomalies, sensorineural hearing loss, and short stature (Molho-Pessach et al., 2014; Morgan et al., 2010). These systemic manifestations suggest that macrophages accumulate in multiple organs. In *Slc29a3*^*−/−*^ mice, macrophages increased in various organs including the spleen, liver, pancreas, and kidneys in a TLR7-dependent manner. However, macrophages accumulated predominantly in the spleen. The spleen is mainly populated by BM-derived monocytes/macrophages, whereas other organs largely contain tissue-resident macrophages, which are derived from yolk sac macrophages and self-replicate (Ginhoux and Guilliams, 2016). Like splenic macrophages of WT mice, splenic histiocytes originate from the BM (Hsu et al., 2012). Continuous histiocyte supply from the BM may be the reason why histiocytosis was primarily found in the spleen of *Slc29a3*^*−/−*^ mice.

TLR7 and TLR8 are activated by a combination of nucleosides and ORNs (Shibata et al., 2016; Tanji et al., 2015; Zhang et al., 2016). While we observed that TLR7/8-activating nucleosides such as Guo, dGuo, and Urd accumulate in human and mouse macrophages, we have not examined ORNs. In contrast to nucleosides, ORN detection was difficult owing to their sequence length and complexity. Therefore, we could only perform functional studies. We found that polyU-dependent IL-6 production was enhanced in *Slc29a3*^−/−^ monocytes/macrophages. PolyU degradation increases ORN concentration but does not impact Guo in endosomal compartments, suggesting that increased ORNs are sufficient to activate TLR7 in Guo/dGuo-laden *Slc29a3*^−/−^ monocytes/macrophages but not in WT macrophages. If both ORNs and nucleosides accumulate due to SLC29A3 deficiency, TLR7 would be constitutively activated to produce proinflammatory cytokines in *Slc29a3*^−/−^ monocytes/macrophages. This was not the case, strongly suggesting that ORNs do not accumulate in *Slc29a3*^−/−^ monocytes/macrophages.

In contrast to inflammatory responses, nucleoside accumulation appeared sufficient to drive monocyte/macrophage proliferation, suggesting that TLR7-dependent proliferation is distinct from inflammatory responses. These two TLR7 responses were activated in a mutually exclusive manner. Proliferating immature monocytes did not show polyU-dependent IL-6 production, whereas mature monocytes did produce IL-6 upon polyU stimulation but did not proliferate in *Slc29a3*^−/−^ mice. The molecular difference between these two TLR7 responses might be explained by FcRγ and DAP10 because both were required for monocyte/macrophage proliferation in *Slc29a3*^−/−^ mice. In contrast, FcRγ negatively regulates TLR-dependent proinflammatory cytokine production in macrophages and dendritic cells (Hamerman et al., 2009). These adaptors may play a role in the mutually exclusive induction of inflammation and proliferation in monocytes/macrophages. Mechanisms by which FcRγ and DAP10 work downstream of TLR7 remain unclarified. As FcRγ associates with the IL-3 receptor to promote cytokine production (Hida et al., 2009), FcRγ and DAP10 might directly associate with TLR7 to drive proliferation. Alternatively, these adaptors might associate with FcRs and the TREM family of receptors, which work downstream of TLR7 to promote macrophage proliferation.

In contrast to monocytes/macrophages, B cell, and pDC numbers were not increased in *Slc29a3*^−/−^ mice, despite their expression of TLR7. Their differing behavior from monocytes/macrophages can be explained in part by phagocytic activity. B cells and pDCs are less phagocytic than monocytes/macrophages (Aderem and Underhill, 1999; Dalgaard et al., 2005) and thus store much smaller amounts of nucleoside. Another and probably more important difference is FcRγ expression in monocytes/macrophages. As FcRγ is required for TLR7-dependent proliferation, FcRγ-negative B cells and pDCs would fail to proliferate even if nucleoside accumulates. In human SLC29A3 disorders, monocyte/macrophage proliferation is likely driven by TLR8. As TLR8 is predominantly expressed in monocytes/macrophages but not in B cells or pDCs, TLR8 activation may explain monocyte/macrophage-restricted accumulation in human SLC29A3 disorders.

Constitutive TLR7 activation in mice by small chemical ligand administration, transgenic TLR7 expression, and Unc93B1 mutation drives monocytosis and splenomegaly (Akilesh et al., 2019; Deane et al., 2007; Fukui et al., 2011). Furthermore, TLR7-dependent monocytosis occurs in lupus-prone NZBWF1 mice (Murakami et al., 2021). Therefore, constitutive TLR7 activation generally drives histiocytosis/monocytosis in mice. Much less is known about histiocytosis by constitutive human TLR8 activation. *TLR8* gain-of-function mutations drive splenomegaly, which might be due to macrophage accumulation in the spleen, although monocytosis in peripheral blood is not apparent (Aluri et al., 2021). Macrophage responses to accumulated nucleosides are reminiscent of macrophage responses to heme following erythrocyte phagocytosis. Heme stress in macrophages induces their differentiation into red pulp macrophages, which are phagocytes specialized for red blood cell clearance (Haldar et al., 2014). We would like to refer to metabolite-dependent macrophage proliferation and maturation as the lysosomal stress response. TLR7 and TLR8 serve as metabolite sensors to activate lysosomal stress responses, which drive histiocytosis unless the stress is relieved. These results demonstrate that SLC29A3 disorders are lysosomal stress diseases.

## Materials and methods

### Generation of *Slc29a3*^−/−^, *Tlr7*^−/−^, and *Tlr8*^−/−^ mice

C57BL/6 *Slc29a3*^−/−^ and *Tlr7*^−/−^ mice were generated using the CRISPR/CAS9 system. gRNA target sites on *Slc29a3* and *Tlr7* were determined using CRISPRdirect software (http://crispr.dbcls.jp/), and 5′-AGC​TTC​TTG​ATG​GTT​ACT​CG-3′ and 5′-GAA​CAG​TTG​GCC​AAT​CTC​TC-3′ sequences were chosen for the construction of *Slc29a3*^−/−^ and *Tlr7*^−/−^ mice, respectively. These gRNA target sequences were cloned into the BbsI site of the pKLV-U6 gRNA (BbsI)-PGKpuro2ABFP vector (Addgene plasmid 50946). Using the constructed vectors as templates, gRNAs were synthesized by in vitro transcription using the MEGA shortscript T7 Transcription Kit (Thermo Fisher Scientific). Additionally, hCAS9 mRNA was synthesized from the hCAS9 sequence in pX458 (Addgene plasmid 48138) in vitro using the mMESSAGE mMACHIN T7 ULTRA Transcription Kit (Thermo Fisher Scientific). To generate Slc29a3^−/−^ Tlr7^−/−^ mice, synthesized gRNAs (50 ng/μl) targeting the *Slc29a3* and *Tlr7* genes, hCAS9 mRNA (100 ng/μl), and the repair donor DNA (100 ng/μl) to introduce a stop codon into the Slc29a3 *locus* (5′-tgc​ctc​tga​gga​caa​tgt​ata​cca​cag​ctc​caa​tgc​tgt​cta​cag​agc​ccT​GAT​AGC​GTA​AAG​CAC​TGA​GGA​AGc​gag​taa​cca​tca​aga​agc​tga​cca​gga​agc​cct​gct​ggg​gaa​act​act​a-3′; lowercase and capital letters represent homology arm and insertion sequence, respectively) were injected into zygotes from C57BL/6 mice at the pronuclei stage. The injected zygotes were then transferred to the oviducts of pseudopregnant female C57BL/6 mice. Candidates for *Slc29a3*^−/−^ *Tlr7*^−/−^ mice were typed by PCR using primer pairs for *Slc29a3* (Fw: 5′-CCA​GCA​TGG​ACG​AGA​GAT​GTC​TTC-3′, Rv: 5′-GCA​CCA​TTG​AAG​CGA​TCC​TCT​GG-3′) and *Tlr7* (Fw: 5′-GAG​GGT​ATG​CCG​CCA​AAT​CTA​AAG​AAT​C-3′, Rv: 5′-CTG​ATG​TCT​AGA​TAG​CGC​AAT​TGC-3′). The PCR products were analyzed using the MCE-202 MultiNA Microchip Electrophoresis System for DNA/RNA Analysis (SHIMAZU), and *Slc29a3*^−/−^ *Tlr7*^−/−^ male mice were chosen for mating with WT C57BL/6 female mice. *Slc29a3*^+/−^ *Tlr7*^+/−^ mice were mated to establish *Slc29a3*^−/−^ and *Slc29a3*^−/−^ *Tlr7*^−/−^ mice. The sequences of the mutated allele in *Slc29a3*^−/−^ and *Tlr7*^−/−^ mice were confirmed by direct sequencing performed by FASMAC.

E14.1 embryonic stem (ES) cells were subjected to transfection with the vectors designed to target the *Tlr8* locus (Fig. S2 J). Clones demonstrating resistance to G418 and ganciclovir were selected, and homologous recombination was verified by PCR and further confirmed using Southern blot analysis. Targeted ES clones were then injected into blastocysts derived from C57BL/6 mice to generate chimeric mice, which were subsequently bred to obtain *Tlr8*^−/−^ mice. The *Tlr8*^−/−^ mice were identified through PCR typing utilizing specific primers (Fw: 5′-TCC​TTA​GGA​AAA​CAT​GCC​CCC​TCA​GTC-3′, WT Rv: 5′-GTC​TGT​TGA​GAG​AGG​TTT​CCG​AAG​ACG-3′, Mut Rv: 5′-ATC​GCC​TTC​TAT​CGC​CTT​CTT​GAC​GAG-3′)

### Generation of TLR7/TLR8 transgenic mice

Cre-inducible human TLR7 (huTLR7) or human TLR8 (huTLR8) transgenic mice (Tg mice) were generated and backcrossed with C57BL/6 background *Tlr7*^−/−^ *SLC29A3*^−/−^ mice to evaluate the functions of huTLR7 and huTLR8 in vivo. *Rosa26* locus on mouse chromosome6 was targeted to construct Cre-inducible human TLR7/8 knock-in Tg mice. Specifically, huTLR7 or huTLR8 coding sequences were cloned into the CAG-STOP-eGFP-ROSA26TV/CTV targeting vector, which was a kind gift from Yoshiteru Sasaki (Tohoku Medical and Pharmaceutical University, Sendai, Japan; #15912; Addgene). These targeting vectors were electroporated into C57BL/6N background JM8.A3N1 ES cells, and neomycin-resistant ES clones were screened by PCR using 5′ external Fw (5′-TCC​TCA​GAG​AGC​CTC​GGC​TAG​GTA​G-3′) and Neo Rv (5′-AAT​GGC​CGC​TTT​TCT​GGA​TTC​ATC-3′); then, homologous recombinants were injected into C57/BL6N derived blastocysts to generate chimeric mice. Chimeric mice were mated with C57BL/6 mice to obtain *Rosa26*^floxSTOPhuTLR7/+^ and *Rosa26*^floxSTOPhuTLR8/+^ mice. *Rosa26*^*f*loxSTOPhuTLR7/+^ mice were crossed with CAG-Cre Tg mice to generate *Rosa26*^huTLR7/+^(huTLR7 Tg). Since Rosa26^floxSTOPhuTLR8/+^/CAG-Cre mice showed an embryonic lethal phenotype, they were crossed with Lyz2-Cre Tg mice to obtain *Rosa26*^huTLR8/+^/Lyz2-Cre (huTLR8 Tg), which showed normal growth and development under specific pathogen-free (SPF) conditions. Finally, huTLR7 Tg and huTLR8 Tg mice were crossed with *Slc29a3*^−/−^ *Tlr7*^−/−^ mice. Generated *Slc29a3*^−/−^ *Tlr7*^−/−^ *Rosa26* ^huTLR7/+^ and *Slc29a3*^−/−^ *Tlr7*^−/−^ *Rosa26* ^floxSTOPhuTLR8/+^ Lyz2-Cre mice were subjected to experiments.

### Mice

WT C57BL/6 mice were purchased from Japan SLC, Inc. C57BL/6 *Tlr8*^−/−^, *FcRγ*^−/−^, *Hcst* (DAP10)^−/−^, *Tyrobp* (DAP12)^−/−^, and *Hcst*^−/−^ *Tyrobp*^−/−^ mice were previously reported (Gilfillan et al., 2002; Inui et al., 2009; Koga et al., 2004). All animals were housed in SPF facilities at the Institute of Medical Science, University of Tokyo (IMSUT). All animal experiments were approved by the Institutional Animal Care and Use Committee of the IMSUT.

### Reagents

PD0325901 (mirdametinib), PRT062607 (P505-15) HCl, R788 (fostamatinib), wortmannin (KY 12420), afuresertib (GSK2110183), AY-22989 (Rapamycin), and JNK-IN-8 were purchased from Selleck Chemical. PKF118-310 was purchased from Sigma-Aldrich. Torin 1 and ST2825 were purchased from Calbiochem/Merck Millipore and ChemScence, respectively.

Stable isotope-labeled nucleosides, G (13C10, 98%; 15N5, 96–98%), U (13C9, 98%; 15N2, 96–98%), A (13C10, 98%; 15N5, 96–98%), C (13C9, 98%; 15N3, 96–98%), and dG (13C10, 98%; 15N5, 96–98%) were purchased from Cambridge Isotope Laboratories for the quantification of nucleosides by LC-MS/MS. The EdU used in the in vivo proliferation assay was purchased from Tokyo Chemical Industry Co.

DSR-139970 (Cpd7), a TLR7 inhibitor, was kindly provided by Sumitomo Pharma Co., Ltd. CU-CPT9a, a specific TLR8 inhibitor, and R848 were purchased from InvivoGen. SRBC used in the phagocytic assay were obtained from Cosmo Bio Co.

RNA9.2s (20mer, UsGsUsCsCsUsUsCsAsAsUsGsUsCsCsUsUsCsAsA), ssRNA40 (GsCsCsCsGsUsCsUsGsUsUsGsUsGsUsGsAsCsUsC), PolyU (19mer, UsUsUsUsUsUsUsUsUsUsUsUsUsUsUsUsUsUsU), and ODN1668 (20mer, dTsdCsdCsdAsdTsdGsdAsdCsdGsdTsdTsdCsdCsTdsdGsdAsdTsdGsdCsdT), in which “s” depicts a phosphothioate linkage, were synthesized by FASMAC.

### Establishment of anti-human TLR7/8 mAbs

To establish an anti-human TLR7/8 mAb, WT Wistar rats and BALB/C mice were immunized several times with purified huTLR7/8 ectodomain and Ba/F3 cells expressing huTLR7/8 mixed with TiterMax Gold. 4 d after final immunization, splenocytes and SP2/O myeloma cells were fused with polyethylene glycol. After selection by hypoxanthine/aminopterin/thymidine (HAT), antibodies against TLR7 and TLR8 were selected by flow cytometry analyses using Ba/F3 cells expressing huTLR7/8. Anti-huTLR7 and huTLR8 mAbs were designated as rE3 (rat IgG2a/κ) and M7B (mouse IgG1/κ), respectively. The purity of the mAbs was checked by SDS-PAGE and Coomassie brilliant blue staining, and biotinylated mAbs were used for subsequent experiments.

### Flow cytometry

For the preparation of samples for flow cytometry analyses, the spleens were minced using glass slides and the BM cells were pipetted several times to disperse the cells in RPMI 1640 culture medium. The suspended samples were teased using nylon mesh to remove tissue debris. All samples were treated with BD Pharm lysing buffer (BD Biosciences) to remove red blood cells before being subjected to cell staining. Cell surface staining for flow cytometry analyses was performed using fluorescence-activated cell sorting (FACS) staining buffer (1× PBS with 2.5% FBS and 0.1% NaN_3_). The prepared cell samples were incubated for 10 min with an unconjugated anti-mouse CD16/32 blocking mAb (clone 95) to prevent nonspecific staining in the staining buffer. The cell samples were then stained with fluorescein-conjugated mAbs for 15 min on ice.

PBMCs, BM cells, and splenocytes from mice were stained with fluorescent dye–conjugated mAbs specific for the following markers after blocking antibody treatment: CD11b (clone M1/70), FcγRIV (clone 9E9), CD3ε (clone 145-2c11), CD19 (clone 6D5), CD11c (clone N418), CD71 (clone R17217), Ter119/Erythroid cells (clone Ter119), Ly6C (clone HK1.4), and Ly6G (clone 1A8).

Human PBMCs were assessed using fluorescent dye–conjugated antibodies specific for the following markers: HLA-DR (clone G46-6), CD14 (clone M5E2), CD16 (clone 3G8), CD15 (clone HI98), CD56 (clone 5.1H11), CD3ε (clone SK7), and CD19 (clone HIB19). These antibodies were purchased from eBioscience, BioLegend, BD Biosciences, and TONBO Biosciences. Biotinylated anti-mouse TLR7 (A94B10) mAb was previously established in our laboratory (Kanno et al., 2015).

To detect endolysosomal TLR7 and TLR8, cells, after cell surface staining, were fixed and permeabilized using a Fixation/Permeabilization Solution Kit (BD Biosciences) and stained again with biotinylated anti-mouse/human TLR7/8 mAb and PE streptavidin (BioLegend). To detect intracellular mouse IL-6 in splenocytes stimulated with various ligands in the presence of Brefeldin A (10 μg/ml), cells, after cell surface staining, were fixed with Fixation Buffer (BioLegend), permeabilized using 1× Click-iT, saponin-based permeabilization, and wash reagent (Invitrogen Thermo Fisher Scientific), and then stained with PE-conjugated anti-mouse IL-6 mAb (clone MP5-20F3; BioLegend). Stained cells were analyzed using a BD LSR Fortessa cell analyzer (BD Biosciences) or an ID7000 Spectral Cell Analyzer (Sony Biotechnology). All flow data were analyzed using FlowJo software v10.7 (BD Biosciences).

### Intracellular phospho-flow cytometry

Phosphorylation of signaling molecules was detected by flow cytometry. First, 3–4 × 10^6^ splenocytes after cell surface staining were fixed with Cyto-Fast Fix/Perm buffer (BioLegend) for 20 min at room temperature and washed twice with FACS staining buffer. Fixed cells were further permeabilized by adding prechilled True-Phos Perm Buffer (BioLegend) and incubated at −20°C for 2–3 h. After washing twice with FACS staining buffer, permeabilized cells were stained with PE-conjugated anti-p-Syk (clone C87C1; 1:50 dilution; Cell Signaling Technology), anti-p-S6 (clone D57.2.2E; 1:100 dilution; Cell Signaling Technology), anti-p-GSK3β (clone D85E12; 1:50 dilution; Cell Signaling Technology), anti-p44/42 MAPK (Erk1/2; clone 137F5; 1:50 dilution; Cell Signaling Technology), or Fluor647-conjugated anti-active β-catenin (clone 8E7; 1:400 dilution; Merck Millipore) and subjected to flow cytometry analyses.

### Cell sorting of pDCs and splenic monocytes

Cell staining for sorting was performed in a sorting buffer (1× PBS with 10% FBS, 10 mM HEPES, and 1 mM sodium pyruvate). Flt3L-induced BM cells were stained with anti-CD11c/B220 mAbs, and CD11c^+^B220^+^ cells were sorted as BM-derived pDCs. For purification of Ly6Clow and Ly6C^high^ splenic monocytes, whole splenocytes from WT and *Slc29a3*^−/−^ mice were sequentially incubated with biotinylated anti-mouse CD3 (clone 145-2C11)/CD19 (clone 6D5)/NK1.1 (clone PK136)/Ly6G (clone aA8)/TER-119/erythroid cells (clone Ter-119) and Streptavidin MicroBeads (Miltenyi Biotec). The magnetically labeled cells were removed using autoMACS (Miltenyi Biotec), and the enriched cells were stained with anti-mouse CD11b/Ly6C/Fcgr4/NK1.1/Ly6G/Siglec-F mAb. Ly6C^low^Fcgr4^high^ and Ly6C^high^Fcgr4^low^ in CD11b^+^NK1.1^−^Ly6G cell subsets were sorted as Ly6C^low^ and Ly6C^high^ monocytes, respectively. Cell sorting was performed using a FACS ARIA III cell sorter (BD Biosciences).

### RNA-seq analysis

Ly6C^low^ and Ly6C^high^ splenic monocytes were obtained by FACS sorting from WT, *Slc29a3*^−/−^, and *Slc29a3*^−/−^ *Tlr7*^−/−^ mice. Total RNA was extracted using RNeasy Mini Kits (Qiagen), and the quality of RNA was evaluated using the Agilent Bioanalyzer device (Agilent Technologies). The samples with RIN (RNA integrity number) value of more than 7.3 were subjected to library preparation. RNA-seq libraries were prepared with 1 ng of total RNA using an Ion AmpliSeq Transcriptome Mouse Gene Expression kit (Thermo Fisher Scientific) according to the manufacturer’s instructions. The libraries were sequenced on Ion Proton using an Ion PI Hi-Q Sequencing 200 kit and Ion PI Chip v3 (Thermo Fisher Scientific). The FASTQ files were generated using AmpliSeqRNA plug-in v5.2.0.3 in the Torrent Suite Software v5.2.2 (Thermo Fisher Scientific) and analyzed by ROSALIND (https://rosalind.bio/, OnRamp Bioinformatics), which is a cloud-based bioinformatics software. Raw reads were trimmed using Cutadapt, and quality scores were assessed using FastQC2. Reads were aligned to the *Mus musculus* genome build mm10 using the STAR aligner. Individual sample reads were quantified using HTseq and normalized via relative log expression (RLE) using the DESeq2 R library. DEseq2 was used to determine the fold changes and P values. Genes showing more than a 1.5-fold change in expression (P < 0.05) were considered to be significantly altered. To interpret gene expression profiles, GSEA was performed using MSigDB hallmark gene sets to explore the pathways associated with SLC29A3 deficiency. Enriched pathways with false discovery rate–adjusted P values lower than 0.05 are shown in Fig. 3 B.

### EdU proliferation assay

In vivo and in vitro proliferation assays were performed using a Click-iT Plus EdU Alexa Fluor 488 Flow Cytometry Assay Kit (Invitrogen) according to the manufacturer’s instructions. In brief, mice were injected intravenously with 1 mg 5-ethynyl-2′-deoxyuridine (EdU) dissolved in 1× PBS. Spleen and blood samples were collected at 3 h or 3 d after injection. Then, erythrocytes were completely lysed by BD Pharm Lyse lysing buffer (BD Biosciences) to collect splenocytes and PBMCs. After blocking splenocytes and PBMCs with anti-CD16/32 (clone:95) mAb, the samples were stained with fluorescent dye–conjugated mAbs. The stained samples were then fixed with BD Cytofix (BD Biosciences) and permeabilized using 1× Click-iT saponin-based permeabilization and washing reagent. Finally, EdU incorporated into the genomic DNA was stained using Click-iT EdU reaction cocktails. EdU-positive cells were detected using a BD LSR Fortessa cell analyzer (BD Biosciences) or a spectral flow cytometer ID7000 (Sony Biotechnology).

### Proliferation assay in vitro

Proliferation assays were performed in serum-free AIM-V medium (Thermo Fisher Scientific) supplemented with penicillin-streptomycin-glutamine (Thermo Fisher Scientific). Whole mouse splenocytes and human PBMCs were plated at a density of 5 × 10^6^ cells per well in a Cepallet W-type 24-well microplate (DIC) and cultured for 4 d with or without mouse/human M-CSF (Peprotech). Surviving macrophages that adhered to 24-well plates were detached by lowering the temperature on ice. The collected cells were incubated with both LIVE/DEAD fixable aqua fluorescent reactive dye (Invitrogen) and SYTOX Green dead cell stain (Invitrogen) in 1× PBS for dead cell staining. Whole mouse splenocytes and human PBMCs were stained with CD11b/Ly6G/NK1.1/Ly6C/Fcgr4 and CD11b/HLA-DR/CD14/CD16 after blocking antibody treatment, respectively. The number of live macrophages was estimated using flow-count fluorospheres (Beckman Coulter) and flow cytometry.

Sorted Ly6C^low^ and Ly6C^high^ monocytes were plated on 96-well plates (BD Falcon) at 2 × 10^4^ cells/well and cultured for 4 d with or without mouse M-CSF. The surviving macrophages were detected by the CellTiter-Glo 2.0 Cell Viability Assay (Promega) following the manufacturer’s protocol and the macrophage number was estimated by comparing with FACS analyses to the control samples whose monocyte numbers were counted.

### LC-MS analysis

Quantitative nucleoside analyses were performed using an LC-MS system equipped with a reversed-phase column (2.0 mm I.D. × 100 mm) packed with Develosil C30 UG (3 μm particle, Nomura Chemical) connected to a hybrid quadrupole-orbitrap mass spectrometer (Q Exactive, Thermo Fisher Scientific) through an electrospray interface. For analyses of nucleoside accumulation in mouse cells and human PBMC-derived macrophages, 1 × 10^7^ cells were lysed using 400 μl D solution (7 M guanidine hydrochloride and 0.5 M Tris-HCl/10 mM EDTANa_2_, pH 8.5) containing stable isotope-labeled nucleosides (final standard nucleoside concentration; 1 nmol/400 μl of A/U/G/C/dG). For the analyses of nucleoside accumulation in tissues, 100 mg of each tissue was lysed with 400 μl D solution containing stable isotope-labeled nucleosides (final standard nucleoside concentration: 1 nmol/400 μl of C/dG, 10 nmol/400 μl of U/G, and 100 nmol/400 μl of A). The extract was centrifuged at 10,000 ×*g* for 30 min and the supernatant was diluted 40- to 200-fold with 10 mM ammonium acetate buffer (pH 6.0). Samples (∼1–100 pmol nucleosides/40 μl) were loaded into a reversed-phase column and eluted with a 30 min linear gradient from 2 to 12% acetonitrile in 10 mM ammonium acetate buffer (pH 6.0) at a flow rate of 100 μl/min. The eluate from the first 6 min was automatically wasted by switching a three-way electric valve to remove guanidine hydrochloride from the system and was subsequently sprayed into a mass spectrometer at 3.0 kV operating in positive-ion mode. Mass spectra were acquired at a resolution of 35,000 from m/z 200 to 305. Each nucleoside in the sample cells or tissues was quantified from the peak height relative to that of the corresponding isotope-labeled standard nucleoside. All LC-MS data were processed and analyzed using Xcalibur (version 3.0.63, Thermo Fisher Scientific) and Excel 2013 (Microsoft).

### Lysosome isolation

Lysosomes were isolated from BM-Mphs using Lysosome Enrichment Kit for tissues and cultured cells (Thermo Fisher Scientific) In brief, 1 × 10^8^ BM-Mphs from WT or *Slc29a3*^−/−^ mice in 800 μl Lysosome Enrichment Reagent A were homogenized on ice by passing through a 0.5-ml insulin syringe with 29G needle (TERUMO). Cell lysates mixed with 800 μl Lysosome Enrichment Reagent B were then centrifuged at 500 ×*g* for 10 min at 4°C and supernatants were subjected to gradient centrifugation. In ultracentrifuge tubes, the discontinuous density gradient was prepared according to the manufacturer’s instructions and the lysate containing 15% OptiPrep Media was overlayed on top of the density gradients. After ultracentrifugation of the samples at 145,000 ×*g* for 2 h at 4°C by Himac CS100FNX (Hitachi), the top band containing isolated lysosomes was collected and centrifuged after dilution by three volumes of 1× PBS at 18,000 ×*g* for 30 min at 4°C to make the pellet. Collected lysosome pellets were lysed with 50 μl D solution containing stable isotope-labeled nucleosides and subjected to LC-MS analyses.

### Platelet and cell counts

Platelet numbers in PBMCs were analyzed using an automatic hematology analyzer (Celltac α; Nihon Kohden). Cell number was measured using an automated cell counter, CellDrop BF (DeNovix).

### Preparation of splenic B cells

Splenic B cells were purified by negative selection using CD43 MicroBeads (Miltenyi Biotec). Splenocytes from WT and Slc29A3^−/−^ mice were labeled with CD43 magnetic beads and CD43-negative splenic B cells were enriched using autoMACS (Miltenyi Biotec) and subjected to experiments.

### Preparation of BM-derived macrophages and pDCs

BM cells were collected from the tibiae, femora, and pelvises of WT, *Slc29a3*^−/−^, and *Slc29a3*^−/−^*Tlr7*^−/−^ mice, and red blood cells were removed using BD Pharm Lyse lysing buffer. For the preparation of BM-Mphs, BM cells were plated at a density of 7 × 10^6^ cells per well on a non-tissue culture polystyrene 94-mm petri dish (Greiner Bio-One) and cultured in 10 ml RPMI medium (Gibco Thermo Fisher Scientific) supplemented with 10% FBS, penicillin-streptomycin-glutamine (Gibco Thermo Fisher Scientific), 50 μM 2-ME, and 100 ng/ml recombinant murine macrophage colony-stimulating factor (M-CSF; PeproTech, Inc.) for 6 d. The attached cells on petri dishes were collected and used as BM-Mphs. For BM-pDCs, BM cells were plated at a density of 2.5 × 10^7^ cells per 10-cm cell culture dish (Greiner Bio-One) and cultured in 10 ml RPMI 1640 medium (Gibco) supplemented with 10% FBS, penicillin-streptomycin-glutamine, 50 μM 2-ME, and 100 ng/ml recombinant murine FMS-like tyrosine kinase-3 ligand (Flt3L, PeproTech, Inc.) for 7 d. Flt3L-induced pDCs were stained with anti-CD11c/B220 mAbs, and CD11c^+^B220^+^ cells were sorted as BM-pDCs using a FACSAria flow cytometer (BD Biosciences).

### Preparation of human PBMCs and macrophages

All experiments using human samples were approved by the Institutional Ethics Review Boards of the IMSUT, Jichi Medical University, and Hiroshima University.

To prepare human peripheral blood mononuclear cells (hPBMCs), 7 ml of EDTA-anticoagulated whole blood was treated with 45 ml BD Pharm lysis buffer (BD Biosciences) to completely lyse red blood cells. hPBMCs collected after centrifugation were subjected to FACS analyses and survival assays or allowed to differentiate into macrophages. To induce human macrophages, hPBMCs were plated in 94 × 16 mm petri dishes (Greiner) at a density of 1.0 × 10^7^ cells per dish and cultured in 10 ml RPMI 1640 medium (Gibco) supplemented with 10% FBS, penicillin-streptomycin-glutamine (Gibco), 50 μM 2-ME, 100 ng/ml of recombinant human M-CSF (PeproTech, Inc.), and 20 ng of recombinant human IL-4 (PeproTech, Inc.) for 7 d. After removing floating cells with 1× PBS, the attached cells were collected as human macrophages and subjected to LC-MS and ELISA.

### Cytokine measurements by ELISA

Mouse thioglycollate-elicited PECs and mouse BM-Mphs were cultured in flat-bottom 96-well plates (BD Falcon) at 1 × 10^5^ cells/well. Human PBMC-derived macrophages were cultured in flat-bottomed 96-well plates at 1 × 10^4^ cells/well. All types of immune cells were stimulated with the indicated ligands for 16–20 h and cytokine concentrations in the supernatant were measured using ELISA. Serum cytokine concentrations in the mice were measured using ELISA. The concentrations of mouse IL-12p40, mouse TNF-α, mouse IL-1β, mouse IL-6, and human TNF-α in the supernatant were measured using Ready-Set-Go! ELISA kits (eBioscience). Mouse IFN-α and IFN-β concentrations in the supernatant were measured using IFN-α/β ELISA kits (PBL Assay Science).

### Cytokine antibody array

The production of 111 cytokines by splenic monocytes was quantified using the Proteome Profiler Mouse XL Cytokine Array (R&D Systems). Cytokine antibody array was performed according to the manufacturer’s instructions. In brief, the antibody array membrane was incubated with 200 μl culture supernatant of splenic monocytes overnight at 4°C. After incubation with the samples, the membranes were sequentially treated with a detection antibody cocktail and streptavidin-HRP. Finally, the membranes were treated with ECL Select Western Blotting Detection Reagent (GE Healthcare), and the chemiluminescent signal on the membranes was detected using an ImageQuant LAS 500 imager system (GE Healthcare). The intensity of each spot was quantified using the Quick Spots image analysis software (Western Vision Software).

After the cytokine antibody array, IL-6 production by the splenic monocyte subsets was further determined by flow cytometry to confirm the results from the Proteome Profiler Antibody Arrays.

### Cell death induction and phagocytosis assay in vivo

Cell death was induced by treatment of thymocytes at 47°C for 20 min, and then, cells were incubated at 37°C for 3 h before subjecting the cell corpses to the phagocytosis assay. Before the phagocytosis assay in vivo, cell corpses were stained with the PKH26 Red Fluorescent Cell Linker Kit for General Cell Membrane Labeling (Sigma-Aldrich) according to the manufacturer’s instructions. Then, 5 × 10^7^ PKH26-stained cell corpses were intravenously administered to mice, and mouse spleens were collected 2 h after cell corpse administration. Immune cells engulfing PKH26-positive cell corpses were detected using flow cytometry.

### Lentiviral transduction

FLAG-tagged human SLC29A3 was expressed in the mouse macrophage cell line J774.1 cells using lentiviral transduction. The cDNA of FLAG-SLC29A3 was substituted with the BFP2Apuro sequence in the lentiviral pKLV-U6gRNA(BbsI)-PGKpuro2ABFP vector (plasmid 50946; Addgene), excluding the U6gRNA(BbsI) site. The ViraPower Lentiviral expression system (Thermo Fisher Scientific) was used to prepare the lentivirus for Flag-SLC29A3 overexpression according to the manufacturer’s instructions. Supernatants containing lentivirus particles were collected 24 h after transfection and used for transduction.

### Structured illumination microscopy

Macrophages from the J774.1 cell line were allowed to adhere to collagen-coated coverslips overnight and were stimulated by 1 mM PMA for 2 h. Cells attached to coverslips were treated with the heat-treated dying thymocytes for 1 h. After engulfment, the cells were fixed with 4% paraformaldehyde for 10 min and then permeabilized with 1× PBS containing 0.2% saponin for 30 min. After blocking with 2.5% BSA Blocking One (Nacalai Tesque) for 30 min, cells were incubated with anti-TLR7 antibody and anti-HA antibody (Roche) at 37°C for 90 min.

After washing the cells three times, the cells were incubated for 90 min at 37°C with Alexa Fluor 488–conjugated goat anti-mouse and Alexa Fluor 568 goat anti-rat antibodies and DAPI (Invitrogen). Fluorescence microscopy was performed using a Nikon Structured illumination microscope (N-SIM, Nikon) at excitation wavelengths of 405, 488, and 561 nm with a CFI Apochromat TIRF 100× objective lens (1.49 NA, NIKON). Data acquisition was performed in 3D SIM mode before the image reconstruction using NIS-Element software. Each image represents more than three independent experiments.

### NF-κB–dependent luciferase reporter assay

HEK293T cells were cultured in RPMI 1640 (Nakarai Tesque), supplemented with 10% FBS, 2 mM L-glutamine (Gibco), and 50 μM 2-mercaptoethanol. To evaluate the activity of mouse or human TLR7, HEK293T cells were seeded onto collagen-coated 6-well plates at a density of 1 × 10^6^ cells per well and transiently transfected with WT mouse or human TLR7 cDNA in pMX-puro-IRES-rat CD2 (kindly provided by Prof. Kitamura, University of Tokyo, Tokyo, Japan; 1 μg), along with WT human Unc93B1 cDNA in pMX-puro (1 μg) and a pNL3.2.NF-κB-RE[NlucP/NF-κB-RE/Hygro] vector (25 ng), using PEI (polyethylenimine “Max,” MW 40,000; Polysciences, Inc.) at 24 h prior to stimulation. After 20 h of transfection, cells were reseeded onto collagen-coated flat 96-well plates (Corning) at a density of 1 × 10^5^ cells per well. Following a preculture for 4 h, the attached cells were stimulated with various ligands in the presence of 20 μl/ml DOTAP for 6 h. Subsequently, the Nanoluc activity in the stimulated cells was quantified using the Nano-Glo Luciferase assay system (Promega). Finally, the relative light unit (RLU) of bioluminescence was measured using GloMax Explorer (Promega).

### Statistical analysis

Statistical significance between the two groups was determined using a two-tailed, unpaired *t* test with Holm–Sidak correction. To determine significant differences between more than three groups, one-way ANOVA followed by Dunnett’s multiple comparison test was employed in this study. All data are represented as the mean ± SD and graphs were made using PRISM. Statistical significance was set at P < 0.05. *P < 0.05, **P < 0.01, and ***P < 0.001.

### Online supplemental material

Fig. S1 shows the strategy for generating *Slc29a3*^‒/‒^*Tlr7*^‒/‒^ mice, and mouse or human TLR7 responses to various nucleoside ligands (related to Fig. 1). Fig. S2 shows the TLR7-dependent phenotypes in *Slc29a3*^−/−^ mice, the strategy for generation of *Tlr8*^−/−^ mice, and the phenotypes observed in *Slc29a3*^‒/‒^*Tlr8*^‒/‒^ mice (related to Fig. 1). Fig. S3 shows nucleoside accumulation in various immune cells from *Slc29a3*^−/−^ mice (related to Figs. 1 and 3). Fig. S4 shows that *Slc29a3*^−/−^ mice do not produce inflammatory cytokines and type-I IFNs (related to Fig. 3). Fig. S4 also shows the cytokine production by *Slc29a3*^−/−^ macrophages in response to polyU (related to Fig. 4). Fig. S5 shows the expression levels of ITAM adaptors (related to Fig. 5), and the data from a patient carrying the S184R *SLC29A3* mutation and from healthy subjects (related to Fig. 6). Also shown is the strategy for generating human TLR7 and TLR8 Tg mice, along with the data from *Slc29a3*^‒/‒^*Tlr7*^‒/‒^ human TLR7 Tg mice (related to Fig. 6).

## Data Availability

All the RNA sequence data analyzed in this manuscript were deposited in the NCBI Gene Expression Omnibus database under accession number GSE234367. All other data are available in the main text or the supplementary material.

How the deposited data were processed for this re-analysis (not part of the article)

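The values used were reads scaled to 1000000 per library (RPM) of 23930 amplicons in 24 libraries, in a table that the authors deposited. By the sample descriptions, reads were counted with the AmpliSeqRNA plug-in 5.2.0.3 of Torrent Suite 5.2.2, whereas the paper's methods give Cutadapt, STAR, HTSeq, and DESeq2. Which of these steps wrote the table is not stated, and the RPM values were used as the authors deposited them. The table writes 0 reads as 0.0001, which was set back to 0. Of the gene names, 27 had been turned into dates by spreadsheet software and were repaired from the amplicon names, and 21913 symbols matched the reference annotation (GENCODE vM21 on mm10), from which positions were taken. Each library was matched to its group by its label, and no library was left out. Counts and library totals are not in the table. The number of reads per library was inferred from the even step between its lowest values.

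The analysis had been designed for counts. Because the table holds RPM, limma on log2 values, planned as an alternative, became the main analysis, scaling by the library total became the main scaling, and scaling by TMM and by RLE became alternatives. The paper's DESeq2 analysis was not repeated and edgeR was not used, because counts were not given. Neither was run on counts rebuilt from the step between low values. The filter, the thresholds, the comparisons, the gene lists, the named genes, and all alternatives except those marked below as added were chosen before the data were examined.

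Within each subset, genes with at least 1 RPM in at least 4 of 12 libraries were kept, values were transformed to log2(RPM + 1), and the 3 genotypes were fitted with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit, and eBayes with an intensity trend). The 3 comparisons of each subset were *Slc29a3*-/- with WT, *Slc29a3*-/- *Tlr7*-/- with WT, and *Slc29a3*-/- with *Slc29a3*-/- *Tlr7*-/-. A gene was called at a fold change over 1.5 and an unadjusted P under 0.05, and again at a Benjamini-Hochberg adjusted P under 0.05. The difference of an effect between the subsets was tested as an interaction in a model of all 24 libraries. Groups of 4 libraries were also compared with exact two-sided permutation tests, whose smallest possible P is 0.029.

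In all, 10 gene lists were tested: S phase and G2M phase genes from Seurat's cell cycle lists, and E2F-regulated replication, spindle, NF-κB target, immediate early, inflammatory response, pro-apoptotic, anti-apoptotic, and interferon-stimulated genes, written by hand before the data were examined. The value of a list is the median log2 fold change of its genes. Its test is camera of limma with a correlation of 0.01 between genes, adjusted over 60 tests, called at an adjusted P under 0.05. A further 16 lists of cell types and controls (heat shock, erythroid, neutrophil, granulocyte-monocyte progenitor, B cell, T cell, NK cell, plasmacytoid and conventional dendritic cell, red pulp macrophage, Ly6C hi monocyte, Ly6C low monocyte, sex-linked, substrain, cytokine, and adaptor genes) were described without a call. Some genes stand in more than 1 list, among them *Flt3* in the progenitor and conventional dendritic cell lists, *Nr4a1* in the immediate early and Ly6C low monocyte lists, and *Il1b*, *Il6*, *Il23a*, and *Tnf* in the NF-κB and cytokine lists. Of the 13 neutrophil genes, *S100a8* and *S100a9* are also expressed by Ly6C hi monocytes.

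Genes were named by a rule fixed before the data were examined: the genes the paper names, a fixed set of examples for each list, and for each comparison the 3 genes with the largest increase and the 3 with the largest decrease among those with a mean of at least 10 RPM, an adjusted P under 0.05, and no overlap between the groups. Any other gene is marked where it is named, and not every gene of the rule is reported.

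Alternatives were TMM scaling, RLE scaling, no filter, a stricter filter (mean of at least 10 RPM), a pseudocount of 0.1, a model of only the 2 groups compared, a model of all 24 libraries, the replicate number as a block, each library left out in turn, and for lists also fry, camera with an estimated correlation, preranked enrichment with fgsea 1.28.0 on the moderated t, and Reactome sets in place of the lists. Added after seeing the data were a comparison with WT replicate 4 alone (the WT library outside barcodes 11 to 16), limma without the intensity trend, the mean of the neutrophil or the progenitor list as a covariate, and, for the difference between the subsets, genotype and replicate number together as a block (mouse block). Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, and matplotlib 3.10.9.

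The design was tried on simulated libraries with the depths and the spread of the real ones. Of genes changed 2-fold, 90.0 to 92.0% were recovered at the unadjusted threshold and 51.5 to 61.0% at the adjusted one. For genes changed 1.5-fold, the shares were 38.5 to 45.0% and 0.00 to 11.0%. Among unchanged genes, 206 to 261 per comparison were called at the unadjusted threshold and 0 to 9 at the adjusted one. Of 108 tests of unchanged lists 1 was called, and of 8 tests of a changed list 8 were called. These 8 calls were a condition for the run to go on. Genes were simulated independently of each other, so the counts do not show how camera performs where genes vary together. The MSigDB hallmark sets of the paper's enrichment analysis and the human data of the paper were not analysed here.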

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

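The tests of erythroid and granulocyte precursors and of cell handling between genotypes were fixed before the data were examined. The tests of granulocyte precursors as the whole source, of a batch among the WT libraries, of T and NK cell RNA, of handling of a single library, of erythroid RNA in Ly6C low monocytes, and of shared reads were chosen only after the results were seen.

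A library far from the other 3 of its group singled out 42 of 276 groups of a gene or list, where chance gives about 1 in 20, or 13.8. Of the 42, 26 concern WT replicate 4. In the Ly6C hi subset, its mean log2(RPM + 1) was 4.90 for the G2M phase list (5.34 to 5.35 in WT replicates 1 to 3), 3.90 for the E2F-regulated list (4.28 to 4.31), 3.95 for the spindle list (4.36 to 4.43), 4.31 for the NF-κB list (5.57 to 5.61), and 4.56 for the immediate early list (7.15 to 7.20). In the Ly6C low subset, it was 4.62 for the NF-κB list (5.38 to 5.44) and 4.83 for the immediate early list (6.82 to 7.02). Single genes of WT replicate 4 in the Ly6C hi subset were lower than in WT replicates 1 to 3, in RPM: *Ifng* 1.01 (22.9 to 24.7), *Hcst* 56.4 (90.3 to 93.6), *Ccl3* 6.32 (947 to 1004), *Ccl4* 0.624 (11.3 to 12.8), *Ccna2* 83.7 (138 to 144), *Cxcl2* 0 (181 to 215), *Egr1* 5.54 (464 to 536), *Fos* 145 (3572 to 4128), *Fosb* 3.43 (337 to 357), *Itgb2l* 99.1 (143 to 145), *Jun* 22.3 (1684 to 1763), *Nfkbia* 274 (928 to 981), *Prg2* 9.91 (85.8 to 95.5), *Retnlg* 23.5 (261 to 289.5), *Rgs1* 2.81 (275 to 297), *Rrm2* 76.8 (135 to 147), *Siglech* 13.7 (38.5 to 43), and *Camp*, a gene chosen after its values were seen, 1306 (2058 to 2145). *Tlr8* was higher, at 231 (94.0 to 101).

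A technical reading is that WT replicates 1 to 3 were prepared or sequenced in a separate batch, since they share barcodes 11 to 16 and all *Slc29a3*-/- and *Slc29a3*-/- *Tlr7*-/- libraries lie outside that range. They also had more reads, 14237260 to 14572048 per library by the step between low values, than any other library (12311147 to 13048394), WT replicate 4 among the latter. This does not show that a batch changed the genes above. The immediate early median in *Slc29a3*-/- Ly6C hi monocytes was −2.30 against all WT libraries and −0.36 against WT replicate 4 alone. That follows from the low values of this library whatever their cause, so the test cannot tell a batch from another cause. WT replicate 4 is also the male WT library, so batch and sex cannot be told apart within WT. Pairs of libraries were compared by their median squared difference over that of counting error. With WT replicate 4, Ly6C low pairs had 33.9 to 45.4. *Slc29a3*-/- pairs with the male replicate 1 had 5.5 to 6.2, and the other *Slc29a3*-/- pairs 4.7 to 6.0. In Ly6C hi monocytes, these *Slc29a3*-/- pairs had 9.0 to 16.8 and 13.5 to 23.3. Sex alone thus did not set apart the 1 male *Slc29a3*-/- library of each subset. A part of the difference within WT may come from other cells: the mean of the T cell list was 1.70 higher in WT replicates 1 to 3 than in WT replicate 4 of the Ly6C hi subset, a result in line with RNA of T and NK cells in those libraries as a source of *Ifng* and *Hcst*. A biological reading, a different state of activation in the cells of WT replicate 4, was not tested.

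The other 16 values that were far from their group concern several libraries. In *Slc29a3*-/- *Tlr7*-/- Ly6C hi replicate 4, the immediate early list was at 5.43 (4.57 to 4.68 in the others), and in RPM *Il1b* was at 421 (73.9 to 94.7), *Ccl3* at 134 (15.6 to 21.0), *Ccl4* at 3.85 (0.406 to 0.693), and *Jun* at 319 (29.8 to 56.7). Handling of this library could raise these genes. Its heat shock list averaged 9.19 on the log2(RPM + 1) scale, but only 54.5% of the heat shock list is in the table, so the test cannot tell. In *Slc29a3*-/- *Tlr7*-/- Ly6C hi replicate 1, *Hcst* was at 70.7 RPM (43.1 to 47.4), and the mean of the T cell list was 1.67 higher than in the next highest *Slc29a3*-/- *Tlr7*-/- library of that subset, which is consistent with RNA of T and NK cells there. In *Slc29a3*-/- Ly6C hi replicate 4, the anti-apoptotic list was at 4.86 (5.14 to 5.2), the interferon-stimulated list at 5.08 (5.62 to 5.73), *Itgb2l* at 605 RPM (362 to 393), and *Rrm2* at 440.0 RPM (232 to 266). *Prg2* was at 20.3 RPM in *Slc29a3*-/- Ly6C hi replicate 3 (1.58 to 3.42). In the Ly6C low subset, *Slc29a3*-/- replicate 2 had the immediate early list at 4.99 (4.85 to 4.87) and *Csf1r* at 2248 RPM (2045 to 2073), *Slc29a3*-/- replicate 1 had *Fcer1g* at 4421 RPM (4895 to 4938), *Slc29a3*-/- *Tlr7*-/- replicate 1 had *S100a8* at 5.01 RPM (0.316 to 0.320), and *Slc29a3*-/- *Tlr7*-/- replicate 3 had *Alas2* at 3.95 RPM (0 to 0.477). Outside *Slc29a3*-/- *Tlr7*-/- Ly6C hi replicates 1 and 4, no explanation of these values was tested. All 16 lie in the 181 groups of *Slc29a3*-/- and *Slc29a3*-/- *Tlr7*-/- libraries, where chance gives 9.05.

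A difference between the subsets singled out the proliferation lists. The effect in Ly6C hi minus that in Ly6C low monocytes was 1.19 for the S phase, 1.28 for the G2M phase, 1.09 for the E2F-regulated, and 1.30 for the spindle list between *Slc29a3*-/- and WT mice, and 1.16, 1.38, 1.20, and 1.40 between *Slc29a3*-/- and *Slc29a3*-/- *Tlr7*-/- mice. Between *Slc29a3*-/- *Tlr7*-/- and WT mice it was −0.28 for the G2M phase and −0.20 for the E2F-regulated list, which fry did not call. Of the genes, in the same sense, *Cdk1* (1.47), *Mcm5* (1.43), *Rrm2* (1.61), *Top2a* (1.51), *Hist2h4* (1.96), and *Gm3942* (2.74) differed between *Slc29a3*-/- and WT mice, and *Cdk1* (1.31), *Mcm5* (1.68), *Rrm2* (1.71), and *Top2a* (1.66) between *Slc29a3*-/- and *Slc29a3*-/- *Tlr7*-/- mice. A technical reading is that dividing precursors of other lineages were sorted with the *Slc29a3*-/- Ly6C hi monocytes. Erythroid precursors are not a likely source, since the erythroid list was lower in *Slc29a3*-/- Ly6C hi monocytes, at −1.20. Granulocyte precursors may contribute, since the neutrophil list was higher, at 1.63. With the neutrophil list as a covariate, the lowest of the 4 medians between *Slc29a3*-/- and *Slc29a3*-/- *Tlr7*-/- monocytes was still 0.53, lower than with the progenitor list. This cannot tell whether granulocyte precursors are the whole source, because a list mean may track dividing precursors only in part. The batch of WT replicates 1 to 3 cannot explain the effect against *Slc29a3*-/- *Tlr7*-/- monocytes, all outside barcodes 11 to 16, where the lowest median was 1.43. A batch between *Slc29a3*-/- and *Slc29a3*-/- *Tlr7*-/- libraries, whose barcodes also lie in separate ranges, was not tested. The biological reading of the paper, more division of *Slc29a3*-/- Ly6C hi monocytes, remains possible. Granulocyte precursors may be a part or the whole of the source. A covariate taken from RNA of the same libraries could also remove a part of a true effect.

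Granulocyte genes were singled out by the same difference between the subsets: *Wfdc21* (4.82), *Camp* (4.86), *Elane* (3.71), *Mpo* (2.37), *S100a8* (4.62), and *Mmp9* (3.14) between *Slc29a3*-/- and WT mice, *S100a9* (5.90) between *Slc29a3*-/- *Tlr7*-/- and WT mice, and *Itgb2l* (2.63) and *Ly6g* (2.60) between *Slc29a3*-/- and *Slc29a3*-/- *Tlr7*-/- mice. Some of these differences come from higher values in *Slc29a3*-/- Ly6C hi monocytes and others from lower values in Ly6C low monocytes. Between *Slc29a3*-/- and WT mice, *Camp* had 1.87 in Ly6C hi and −2.99 in Ly6C low monocytes, whereas *Mmp9* had −0.74 and −3.88, and *S100a9* between *Slc29a3*-/- *Tlr7*-/- and WT mice had 0.01 and −5.89. RNA of granulocytes or their precursors in the Ly6C hi libraries could give the higher values in *Slc29a3*-/- Ly6C hi monocytes, where the neutrophil list, which shares some of these genes, rose by 1.63. It does not account for the differences given here for *Mmp9* and *S100a9*. In Ly6C low monocytes, the neutrophil list was at −3.07 and −4.04 in *Slc29a3*-/- and *Slc29a3*-/- *Tlr7*-/- against WT mice, and its genes took 0.00740 to 0.255% of reads in WT, 0.00286 to 0.0202% in *Slc29a3*-/-, and 0.000850 to 0.00578% in *Slc29a3*-/- *Tlr7*-/- libraries, so that WT and *Slc29a3*-/- libraries overlapped. The cause of these lower medians was not tested. More of these transcripts in the monocytes themselves was not tested and is possible.

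Further differences between the subsets concern inflammation and other genes. The immediate early list had −0.91 between *Slc29a3*-/- and WT mice and −0.40 between *Slc29a3*-/- *Tlr7*-/- and WT mice, and the inflammatory response and interferon-stimulated lists had −0.59 and −0.58 between *Slc29a3*-/- and *Slc29a3*-/- *Tlr7*-/- mice. Without the mouse block, fry did not call the immediate early differences (adjusted P = 0.23 and 0.69) or the interferon-stimulated one (0.079). *Il1b* had −2.41, *Tlr8* −1.25, *Fcgr4* −1.22, and *Cmklr1* 1.97 between *Slc29a3*-/- and WT mice, and *Cd72* −2.76, *Siglech* −1.67, and *Tyrobp* −0.62 between *Slc29a3*-/- and *Slc29a3*-/- *Tlr7*-/- mice. For the immediate early genes, a difference in cell handling between genotypes could be a cause. The heat shock list, at −0.14 between *Slc29a3*-/- and WT Ly6C hi monocytes, cannot tell, since only 54.5% of its genes are in the table. In the other comparisons with WT, the heat shock list was higher where the immediate early list was lower. Between *Slc29a3*-/- and *Slc29a3*-/- *Tlr7*-/- monocytes, both lists were lower in each subset. For the higher *Il1b* in *Slc29a3*-/- Ly6C low monocytes, a batch of WT replicates 1 to 3 might be a cause. Against WT replicate 4 alone, which lies outside that batch, the log2 fold change was still 0.95. This argues against such a batch as the whole cause, but it rests on 1 WT library. A biological reading, different responses of the subsets to the loss of *Slc29a3*, remains possible for each.

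Genes that the paper does not discuss were singled out where a group mean was more than 8 times that of WT. In *Slc29a3*-/- Ly6C low monocytes, these were *Fcrl5* (95.5 ± 25.3 RPM against 2.46 ± 0.798 in WT), *Slc4a1* (54.8 ± 7.47 against 1.35 ± 1.52), and *Alas2* (19.8 ± 3.33 against 0.909 ± 1.54). Their effects in Ly6C hi minus Ly6C low monocytes were −3.52, −5.50, and −3.16 between *Slc29a3*-/- and WT mice, and those of *Slc4a1* and *Alas2* −3.07 and −3.14 between *Slc29a3*-/- and *Slc29a3*-/- *Tlr7*-/- mice. RNA of erythroid cells in the Ly6C low libraries could raise *Slc4a1* and *Alas2*. The erythroid list rose by 1.53, but this cannot tell RNA of attached or sorted erythroid cells from that of erythroid cells taken up by monocytes. In *Slc29a3*-/- *Tlr7*-/- monocytes, *AY761185* was at 60.1 ± 42.7 RPM in the Ly6C hi subset (4.21 ± 1.53 in WT) and 66.3 ± 41.4 RPM in the Ly6C low subset (3.08 ± 2.08), *LOC105247310* at 19.3 ± 14.0 RPM (0.816 ± 0.402) and 25.6 ± 17.2 RPM (0.783 ± 0.863), and *Apol8* at 48.2 ± 25.0 RPM in the Ly6C low subset (2.73 ± 2.06). *AY761185* and *LOC105247310* may share reads with related genes. *Apol8*, at a log2 fold change of 3.72, lies outside the cluster of *AY761185* and rose as well, which cannot tell whether the other 2 rise through shared reads. A biological cause was not tested.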

How the results depend on the processing

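The comparison with WT replicate 4 alone (the WT library outside barcodes 11 to 16), limma without the intensity trend, the covariates, and the mouse block were chosen only after the results were seen. DESeq2 and edgeR, planned for counts, were not run, since the table holds none. Where a result changed, the cause was not tested unless one is named.

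The higher proliferation lists in *Slc29a3*-/- Ly6C hi monocytes kept their direction and their call under TMM scaling, no filter, a pseudocount of 0.1, the replicate block, fry, preranked enrichment, Reactome sets, and covariates, against both WT and *Slc29a3*-/- *Tlr7*-/-, and, in the comparison with WT, also under WT replicate 4 alone. Leaving out each library in turn gave 1.00 to 1.22 (S phase), 1.04 to 1.34 (G2M phase), 0.99 to 1.22 (E2F-regulated), and 1.18 to 1.48 (spindle) against WT, and 1.28 to 1.64, 1.53 to 1.83, 1.24 to 1.52, and 1.60 to 1.91 against *Slc29a3*-/- *Tlr7*-/-. With the neutrophil list as covariate the medians were 0.67, 0.78, 0.82, and 0.86 against WT and 0.53, 0.75, 0.53, and 0.79 against *Slc29a3*-/- *Tlr7*-/-, and with the progenitor list 0.66, 0.73, 0.72, and 0.77, and 1.18, 1.25, 1.16, and 1.32. Under camera with an estimated correlation, all 22 calls of lists were lost, with medians unchanged by construction: in Ly6C hi monocytes 1.14, 1.15, 1.14, and 1.27 against WT, 1.49, 1.66, 1.43, and 1.71 against *Slc29a3*-/- *Tlr7*-/- (adjusted P = 0.24 each), NF-κB −0.75 and −0.44, immediate early −2.30, and inflammatory response −0.38, between *Slc29a3*-/- *Tlr7*-/- and WT −0.40, −0.35, −0.48, −1.74, and 0.31 (G2M phase, E2F-regulated, spindle, immediate early, interferon-stimulated), and for interferon-stimulated genes between *Slc29a3*-/- and *Slc29a3*-/- *Tlr7*-/- −0.52, and in Ly6C low monocytes NF-κB −0.36, immediate early −1.40 and −1.17, and interferon-stimulated 0.12. Their adjusted P values were 0.50 to 0.87 apart from the 8 at 0.24.

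Each gene count stayed within 1.5 times its main value under RLE and TMM scaling, no filter, a pseudocount of 0.1, only 2 groups, all 24 libraries, the replicate block, and no trend, where these were run. The larger direction still changed with scaling. Between *Slc29a3*-/- and *Slc29a3*-/- *Tlr7*-/- Ly6C hi monocytes, 1105 genes higher and 1254 lower became 1281 and 943 (RLE) or 1255 and 967 (TMM), and the subset difference went from 874 and 1348 to 1203 and 943 (TMM). The stricter filter, which tests fewer genes (7558 in Ly6C hi monocytes), gave fewer: 1003 lower for *Slc29a3*-/- and WT, 519 lower for *Slc29a3*-/- *Tlr7*-/- and WT, and 781 lower for *Slc29a3*-/- and *Slc29a3*-/- *Tlr7*-/- Ly6C hi monocytes, and 396 higher and 384 lower, 919 lower, and 666 higher and 144 lower in Ly6C low monocytes. Adjusted P gave 33 higher and 117 lower for *Slc29a3*-/- *Tlr7*-/- and WT Ly6C hi monocytes, and 196 and 261, 235 and 622, and 126 and 73 in Ly6C low monocytes, and 457 and 515 genes whose effect differs between the subsets (874 and 1348 unadjusted). WT replicate 4 alone, with fewer libraries, gave 827 lower for *Slc29a3*-/- Ly6C hi, 76 higher and 135 lower for *Slc29a3*-/- *Tlr7*-/- Ly6C hi, 199 higher for *Slc29a3*-/- Ly6C low, 166 higher and 804 lower for *Slc29a3*-/- *Tlr7*-/- Ly6C low monocytes, and 382 with a lower effect in the Ly6C hi subset. The share of called genes that were higher moved with RLE and TMM scaling from 35.2% to 46.8% and 49.6% (*Slc29a3*-/- and WT Ly6C hi), from 46.8% to 57.6% and 56.5% (*Slc29a3*-/- and *Slc29a3*-/- *Tlr7*-/- Ly6C hi), from 29.4% to 39.9% and 38.7% (*Slc29a3*-/- *Tlr7*-/- and WT Ly6C low), and from 78.7% to 68.6% and 69.3% (*Slc29a3*-/- and *Slc29a3*-/- *Tlr7*-/- Ly6C low).

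Leaving out each library in turn gave these ranges of counts, higher and lower: *Slc29a3*-/- and WT Ly6C hi 853 to 1070 and 1528 to 1968, *Slc29a3*-/- *Tlr7*-/- and WT Ly6C hi 236 to 596 (without WT replicate 4) and 694 to 1299, *Slc29a3*-/- and *Slc29a3*-/- *Tlr7*-/- Ly6C hi 959 to 1213 and 794 (without *Slc29a3*-/- replicate 4) to 1429. For Ly6C low monocytes they were 400 (without WT replicate 2) to 1214 (without WT replicate 4) and 567 to 851, 375 (without WT replicate 2) to 1129 (without WT replicate 4) and 1137 to 1899, and 596 (without *Slc29a3*-/- *Tlr7*-/- replicate 4) to 1674 (without *Slc29a3*-/- *Tlr7*-/- replicate 1) and 251 to 479 (without *Slc29a3*-/- *Tlr7*-/- replicate 1). Counts of the subset difference were 780 to 910 and 1030 to 1669.

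Of the other lists, with WT replicate 4 alone NF-κB (−0.38) and immediate early genes (−0.36) lost their call for *Slc29a3*-/- and WT Ly6C hi monocytes. For *Slc29a3*-/- *Tlr7*-/- and WT Ly6C hi monocytes, G2M phase (−0.06), E2F-regulated (−0.05), and spindle genes (−0.12) lost it, and NF-κB (0.17) and immediate early genes (0.30) reversed. In Ly6C low monocytes against WT replicate 4, NF-κB (−0.06) was no longer called lower, as camera tested it in the higher direction (adjusted P = 0.026), immediate early genes reversed (0.17 in *Slc29a3*-/-, 0.22 in *Slc29a3*-/- *Tlr7*-/-), and interferon-stimulated genes were called higher in *Slc29a3*-/- (0.14) and reversed in *Slc29a3*-/- *Tlr7*-/- (−0.13). Fry called the inflammatory response list (−0.34) for *Slc29a3*-/- and WT Ly6C hi monocytes, and lost −0.40, −0.35, −0.48, −1.74, and 0.31 for *Slc29a3*-/- *Tlr7*-/- and WT (G2M phase, E2F-regulated, spindle, immediate early, interferon-stimulated) and −0.44 and −0.52 for *Slc29a3*-/- and *Slc29a3*-/- *Tlr7*-/- (NF-κB, interferon-stimulated). It lost in Ly6C low monocytes NF-κB for *Slc29a3*-/- (−0.36) and immediate early (−1.17) and interferon-stimulated genes (0.12) for *Slc29a3*-/- *Tlr7*-/-, and called NF-κB (−0.25), inflammatory response (−0.26), and pro-apoptotic genes (−0.29) for *Slc29a3*-/- *Tlr7*-/- and inflammatory response (0.16) and pro-apoptotic genes (0.25) for *Slc29a3*-/- and *Slc29a3*-/- *Tlr7*-/-. Preranked enrichment called −0.34 (inflammatory response, *Slc29a3*-/- and WT Ly6C hi) and −0.09 (NF-κB, *Slc29a3*-/- *Tlr7*-/- and WT Ly6C hi), and lost 0.12 (interferon-stimulated, *Slc29a3*-/- *Tlr7*-/- and WT Ly6C low).

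No filter called the inflammatory response list for *Slc29a3*-/- and WT Ly6C hi (−0.34), S phase (−0.27) and NF-κB (−0.22) for *Slc29a3*-/- *Tlr7*-/- and WT Ly6C hi, interferon-stimulated genes for *Slc29a3*-/- (0.22) and NF-κB for *Slc29a3*-/- *Tlr7*-/- (−0.29) against WT Ly6C low, and S phase (0.24), G2M phase (0.23), spindle (0.25), and pro-apoptotic genes (0.10) for *Slc29a3*-/- and *Slc29a3*-/- *Tlr7*-/- Ly6C low monocytes, and lost interferon-stimulated genes for *Slc29a3*-/- *Tlr7*-/- and WT Ly6C low (0.12). TMM scaling called immediate early genes for *Slc29a3*-/- and *Slc29a3*-/- *Tlr7*-/- Ly6C hi (−0.52) and lost NF-κB for *Slc29a3*-/- (−0.36) and interferon-stimulated genes for *Slc29a3*-/- *Tlr7*-/- (0.18) against WT Ly6C low. The replicate block and the pseudocount of 0.1 each called interferon-stimulated genes for *Slc29a3*-/- and WT Ly6C low (0.22). Reactome sets, with other genes, lost G2M phase (−0.12), E2F-regulated (−0.39), spindle (−0.17), and interferon genes (0.03) for *Slc29a3*-/- *Tlr7*-/- and WT Ly6C hi, and reversed interferon genes for *Slc29a3*-/- *Tlr7*-/- and WT Ly6C low (−0.04). Leaving out a library called or lost a list as follows: inflammatory response for *Slc29a3*-/- and WT Ly6C hi (range −0.41 to −0.24; called without *Slc29a3*-/- replicate 1 or WT replicate 4), interferon-stimulated for *Slc29a3*-/- *Tlr7*-/- and WT Ly6C hi (0.18 to 0.33; lost without *Slc29a3*-/- *Tlr7*-/- replicate 1), E2F-regulated (−0.49 to −0.20), S phase (−0.44 to −0.17), and NF-κB (−0.30 to −0.04; called without WT replicate 4) for *Slc29a3*-/- *Tlr7*-/- and WT Ly6C hi, immediate early (−0.69 to −0.48) and NF-κB (−0.55 to −0.36) for *Slc29a3*-/- and *Slc29a3*-/- *Tlr7*-/- Ly6C hi, NF-κB (−0.38 to −0.25) and interferon-stimulated (0.15 to 0.26) for *Slc29a3*-/- and WT Ly6C low, interferon-stimulated (−0.03 to 0.23; reversed without *Slc29a3*-/- *Tlr7*-/- replicate 1 at −0.03 and replicate 4 at −0.02) and NF-κB (−0.39 to −0.22) for *Slc29a3*-/- *Tlr7*-/- and WT Ly6C low, and immediate early (−0.28 to −0.00; called without *Slc29a3*-/- *Tlr7*-/- replicate 3) for *Slc29a3*-/- and *Slc29a3*-/- *Tlr7*-/- Ly6C low.

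Within a subset, the replicate numbers do not mark pairs of mice of different genotypes: over 10346 genes, r between libraries of the same number was −0.2 to 0.16 after group means were removed, and in 0 of 6 comparisons every pair exceeded 0.1. Across the subsets of 1 genotype, r was 0.27 to 0.63 in WT, −0.08 to 0.27 in *Slc29a3*-/-, and −0.47 to 0.36 in *Slc29a3*-/- *Tlr7*-/- libraries. Libraries of both subsets may thus come from the same mice, at least in WT, though the distance of WT replicate 4 from the others in both subsets would also raise r. *Slc29a3*-/- *Tlr7*-/- replicate 3 had *Xist* at 109 RPM in Ly6C hi and 0 in Ly6C low monocytes. That argues against the same mice for this pair, which the mouse block nevertheless joins. With the mouse block, the subset difference between *Slc29a3*-/- and WT mice had 886 genes higher and 1423 lower. The 4 proliferation lists kept their call against WT and *Slc29a3*-/- *Tlr7*-/-, with medians of 1.09 to 1.40 unchanged by construction, and no call of a list was lost. Further called by camera were NF-κB (−0.52, adjusted P = 0.0037), inflammatory response (−0.32, 0.035), and interferon-stimulated genes (−0.40, 0.035) between *Slc29a3*-/- and WT mice, and NF-κB (−0.45, 0.030) and immediate early genes (−0.52, 0.014) between *Slc29a3*-/- and *Slc29a3*-/- *Tlr7*-/- mice.

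Of the named genes, WT replicate 4 alone changed 37 of 93 results, 3 of them reversed: *Nfkbia* (0.18), *Jun* (0.54), and *Egr1* (0.22) for *Slc29a3*-/- and WT Ly6C hi monocytes. *Il1b* for *Slc29a3*-/- and WT lost its call in Ly6C hi monocytes under RLE (−1.21) and TMM scaling (−1.18) and in Ly6C low monocytes in the model of all 24 libraries (1.08). Under the other alternatives chosen beforehand, 116 to 137 of the 120 to 139 results of named genes kept their side. Over all libraries left out in turn, 1005 such results kept their side, 73 lost a call, and 26 gained one. With TMM scaling, 1 of 54 mean RPM values moved by more than its limit, that of *Tyrobp* in WT Ly6C hi monocytes. Depth limits genes below 0.206 to 0.244 RPM.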

Differences from the paper's values

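The alternatives were chosen beforehand unless called added, and which of them closes a gap was examined only after the difference was seen. Counts of the paper were read by eye from Fig. 3 A, and 5 of the 8 differ from those found here. Of all 32 values compared, the other 27 do not differ. A count is taken to differ when it is more than 1.5 times that of the paper or less than that of the paper divided by 1.5, and an alternative closes a gap when it brings the count within these limits. Of the 27, 6 are means of *Il1b*, compared after the RPM values were divided by 10. The axis of Fig. S4 A reads about 71 in *Slc29a3*-/- Ly6C low monocytes, read by eye, against 711 RPM here, and why the 2 differ by a factor of 10 was not settled. Fig. S5 A appears to show 5 points in some *Slc29a3*-/- *Tlr7*-/- groups where *n* = 4 is stated, so *Slc29a3*-/- *Tlr7*-/- means read from the figures may include a library that is not in the table.

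In Ly6C hi monocytes, 1826 genes were lower in *Slc29a3*-/- than in WT mice, against about 1100 in Fig. 3 A, read by eye. Of 17 alternatives chosen beforehand, 8 close the gap: adjusted P (1507), RLE scaling (1441), TMM scaling (1368), the stricter filter (1003), and leaving out *Slc29a3*-/- replicate 4 (1528), WT replicate 1 (1617), WT replicate 2 (1603), or WT replicate 3 (1620). The others do not. Scaling by RLE, which the paper's methods name, could explain this gap in part, as 1441 genes were lower with it, but the software of the paper was not run here.

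From WT to *Slc29a3*-/- *Tlr7*-/- Ly6C hi monocytes, 329 genes were higher, against about 130 in Fig. 3 A, read by eye, and 997 were lower, against about 180 in the same figure, read by eye. None of the 17 alternatives chosen beforehand closes either gap. The adjusted P overshoots, with 33 higher and 117 lower. The added comparison with WT replicate 4 alone gives 135 lower, which closes that gap, and 76 higher, which does not close the other. A correction for a batch by the authors might explain such a gap, but the paper mentions none. The comparison with WT replicate 4 alone cannot test this, because a single WT library can give fewer called genes whatever the cause.

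In Ly6C low monocytes, 727 genes were lower in *Slc29a3*-/- than in WT mice, against about 1100 in Fig. 3 A, read by eye. Of 17 alternatives chosen beforehand, 3 close the gap: no filter (798), only the 2 groups compared (822), and leaving out WT replicate 4 (851). From WT to *Slc29a3*-/- *Tlr7*-/- Ly6C low monocytes, 1508 genes were lower, against about 700 in Fig. 3 A, read by eye, and 2 of 17 close this gap, adjusted P (622) and the stricter filter (919). The cause of these gaps was not tested.

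Some statements of the paper about gene sets can be set beside lists found here, though the lists differ from the hallmark sets. The paper shows apoptosis among the negatively enriched sets of *Slc29a3*-/- Ly6C low monocytes, and the pro-apoptotic list here had a median of −0.01 and was not called. It shows the inflammatory response among the negatively enriched sets of *Slc29a3*-/- Ly6C hi monocytes, and the list here had −0.34, not called by camera (adjusted P = 0.078) but called by fry (0.026) and by preranked enrichment (0.026).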

Other observations

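The tests of sex between *Slc29a3*-/- and WT mice, of both sexes in 1 library, and of abundant genes were chosen only after the results were seen, and those of the splits, of sex over all genotypes, and of the substrain were fixed before.

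The 8 libraries of each comparison can be split into 2 groups of 4 in 35 ways. In 5 of the 6 comparisons, only 1 of 35 splits, the real split, gave as many called genes as the genotypes did: 2817 against at most 1325 for *Slc29a3*-/- and WT, and 2359 against at most 1342 for *Slc29a3*-/- and *Slc29a3*-/- *Tlr7*-/- Ly6C hi monocytes, and 1361 against at most 1080, 2135 against at most 1853, and 1414 against at most 1062 for *Slc29a3*-/- and WT, *Slc29a3*-/- *Tlr7*-/- and WT, and *Slc29a3*-/- and *Slc29a3*-/- *Tlr7*-/- Ly6C low monocytes. For *Slc29a3*-/- *Tlr7*-/- and WT Ly6C hi monocytes, 2 of 35 did, the real split with 1326 and another with 1460 that put WT replicates 1 to 3 together with *Slc29a3*-/- *Tlr7*-/- replicate 1, so a grouping by chance is not excluded for this count. Splits that parted WT replicates 1 to 3 reached at most 598 and 436 genes in Ly6C hi and 202 and 1077 in Ly6C low monocytes.

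Agreement between the comparisons of *Slc29a3*-/- and of *Slc29a3*-/- *Tlr7*-/- with WT is raised by the WT libraries they share. Across genes, the log2 fold changes had r = 0.52 in Ly6C hi and 0.58 in Ly6C low monocytes, where 20 simulations of libraries without any change gave a median of 0.50 in both. In these simulations 20.6% and 19.9% of called genes were shared, against 24.3% and 47.2% found. Without changed genes or a batch within WT, the simulations do not give the share expected where genes did change. In Ly6C hi monocytes, 88 genes were called in opposite directions, and 755 of the 991 genes higher and 743 of the 1826 lower in *Slc29a3*-/- than in WT monocytes were called in the same direction against *Slc29a3*-/- *Tlr7*-/-. For Ly6C low monocytes, 19 were opposite, and 219 of 634 and 131 of 727 were shared.

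By *Xist* and the Y-linked genes, both chosen before the data were examined, WT and *Slc29a3*-/- mice had 3 female and 1 male library in each subset, the male ones being WT replicate 4 and *Slc29a3*-/- replicate 1. *Slc29a3*-/- *Tlr7*-/- Ly6C hi monocytes had 1 female, 1 male, and 2 libraries with both, and *Slc29a3*-/- *Tlr7*-/- Ly6C low monocytes 1 female, 2 male, and 1 with both. In those with both, *Xist* and *Ddx3y* were at 299 and 70.2 RPM (Ly6C hi replicate 2), 109 and 85.0 RPM (Ly6C hi replicate 3), and 425 and 98.9 RPM (Ly6C low replicate 2). A difference in sex may affect comparisons with *Slc29a3*-/- *Tlr7*-/- mice, in which only 1 library per subset was female, and the test over all genotypes cannot tell how far. Between *Slc29a3*-/- and WT mice, with 3 female libraries each, sex is not a likely cause. RNA of mice of both sexes in 1 library is a possible reading of the 3 libraries, in which *Xist* as a percentage of female libraries and the Y-linked genes as a percentage of male libraries added up to 105, 116, and 132, against 69.0 to 121 in Ly6C hi and 68.3 to 149 in Ly6C low libraries of 1 sex. The paper does not say whether mice were pooled.

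*Nnt*, a gene of the substrain list chosen before the data were examined, was at 35.8 RPM or more in each of the 24 libraries. A substrain difference that removes the reads of its amplicon is thus not a likely cause of the changes. A substrain difference that leaves this amplicon readable is not excluded.

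More genes were lower than higher in *Slc29a3*-/- Ly6C hi monocytes, with 35.2% of the called genes higher. A few abundant genes taking a larger share of the reads could cause this, but the test cannot tell. With TMM scaling the share was 49.6%, and TMM centers the log ratios whatever the cause. Genes of the neutrophil list took 2.49 to 3.41% of reads in WT, 7.67 to 14.2% in *Slc29a3*-/-, and 1.36 to 4.07% in *Slc29a3*-/- *Tlr7*-/- Ly6C hi libraries. *Ngp*, chosen after its values were seen, was at 9604 to 16065 RPM in WT, 29135 to 57331 RPM in *Slc29a3*-/-, and 4209.7 to 16251 RPM in *Slc29a3*-/- *Tlr7*-/- Ly6C hi libraries.

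The cell type and control lists had these median log2 fold changes in Ly6C hi monocytes, given for *Slc29a3*-/- against WT, *Slc29a3*-/- *Tlr7*-/- against WT, and *Slc29a3*-/- against *Slc29a3*-/- *Tlr7*-/-: heat shock −0.14, 0.94, −0.96; erythroid −1.20, −0.85, −0.53; neutrophil 1.63, −0.77, 2.19; progenitor 1.47, 0.39, 1.33; B cell −1.47, −0.40, −1.06; T cell −2.89, −1.92, −0.69; NK cell −3.02, −1.87, −1.10. The lists of plasmacytoid dendritic cells had −1.70, −0.84, −0.69, of conventional dendritic cells −0.70, 0.66, −1.16, of red pulp macrophages −0.82, −0.56, −0.74, of Ly6C hi monocytes −0.26, 0.21, −0.48, and of Ly6C low monocytes 0.18, 0.14, −0.17. Sex-linked genes had −0.08, 2.17, −2.44, substrain genes 0.08, −0.10, 0.18, cytokine genes (2 tested) −2.21, −1.48, −0.72, and adaptor genes −0.31, 0.07, −0.42.

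The values in Ly6C low monocytes, in the same order, were heat shock 0.31, 0.79, −0.47, erythroid 1.53, −0.08, 1.71, neutrophil −3.07, −4.04, 1.23, progenitor −0.95, −1.14, 0.04, B cell −0.01, −0.53, 0.81, T cell −0.56, −1.14, 0.68, and NK cell −1.18, −2.03, 0.45. Lists of plasmacytoid dendritic cells had 0.15, −0.65, 0.38, of conventional dendritic cells −0.97, 0.64, −1.58, of red pulp macrophages 0.58, −0.42, 0.90, of Ly6C hi monocytes −0.54, −1.25, 0.47, and of Ly6C low monocytes 0.21, −0.06, 0.23. Sex-linked genes had −0.17, 2.42, −2.58, substrain genes −0.24, −0.13, −0.10, cytokine genes (2 tested) 0.36, −0.38, 0.74, and adaptor genes −0.16, −0.36, 0.20.

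Of the tested lists, those not given above were as follows. Interferon-stimulated genes had a median of −0.22 between *Slc29a3*-/- and WT (adjusted P from camera = 0.79), 0.31 between *Slc29a3*-/- *Tlr7*-/- and WT (5.1e-04; fry 0.25), and −0.52 between *Slc29a3*-/- and *Slc29a3*-/- *Tlr7*-/- Ly6C hi monocytes (0.0019; fry 0.059), and 0.22 (0.059), 0.12 (0.047; fry 0.49), and 0.12 (0.89) in Ly6C low monocytes. Pro-apoptotic genes in Ly6C hi monocytes had −0.24 (0.81), 0.09 with a mean of −0.02 (0.58), and −0.16 (0.45), and anti-apoptotic genes −0.08 (1.0), −0.07 (0.91), and −0.07 (0.91). Among Ly6C low monocytes, the NF-κB list had −0.36 (0.035), −0.25 (0.17), and 0.01, the immediate early list −1.40 (2.3e-09), −1.17 (3.1e-05), and −0.08 (0.21), and the inflammatory response list −0.01 (0.91), −0.26 (0.58), and 0.16 (0.73). For *Slc29a3*-/- *Tlr7*-/- against WT Ly6C low monocytes, the S phase, G2M phase, E2F-regulated, and spindle lists had −0.28, −0.17, −0.17, and −0.39, and for *Slc29a3*-/- against *Slc29a3*-/- *Tlr7*-/- 0.32, 0.23, 0.05, and 0.39, and none was called. The anti-apoptotic list had −0.15 and 0.20 in these comparisons. Against WT replicate 4 alone, the immediate early list in Ly6C low monocytes was 0.17 for *Slc29a3*-/- and 0.22 for *Slc29a3*-/- *Tlr7*-/-, higher and no longer lower. In 5 of the 60 tests the median and the mean of a list differed in sign, and in 7 the median and the direction of the test did, none of them called. Of the 22 lists called by camera, 13 also had an exact permutation P under 0.05.

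Genes the paper names and not given above were at these values in WT, *Slc29a3*-/-, and *Slc29a3*-/- *Tlr7*-/- mice. *Tlr8* was at 131 ± 66.5, 75.4 ± 14.8, and 160.1 ± 35.4 RPM in Ly6C hi and 165 ± 27.5, 248 ± 69.9, and 177 ± 59.1 RPM in Ly6C low monocytes (SD, *n* = 4 each). *Csf1r* was at 832 ± 109, 887 ± 309.6, and 1468 ± 187 RPM and at 1530.4 ± 322, 2104 ± 97.2, and 2764 ± 916 RPM. *Fcgr4* was at 52.0 ± 9.48 and 46.1 ± 8.03 RPM in *Slc29a3*-/- and *Slc29a3*-/- *Tlr7*-/- Ly6C hi and at 2649 ± 337 and 1580.3 ± 196 RPM in *Slc29a3*-/- and *Slc29a3*-/- *Tlr7*-/- Ly6C low monocytes. *Slc29a3* was at 51.8 ± 15.1, 58.2 ± 6.25, and 55.4 ± 12.8 RPM and *Tlr7* at 381 ± 81.8, 401 ± 8.30, and 527 ± 119.9 RPM in Ly6C low monocytes.

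Pairs of replicates differed by more than counting error. As the ratio of the median squared difference of 2 libraries to that of counting error, in genes of 200 to 2000 reads, pairs of Ly6C hi WT replicates 1 to 3 had 3.2 to 3.7 and pairs with WT replicate 4 had 15.7 to 17.1, *Slc29a3*-/- pairs 9.0 to 23.3, and *Slc29a3*-/- *Tlr7*-/- pairs 11.8 to 28.8. The Ly6C low values were 4.9 to 10.6 and 33.9 to 45.4 for WT, 4.7 to 6.2 for *Slc29a3*-/-, and 11.9 to 66.1 for *Slc29a3*-/- *Tlr7*-/-. The first principal component held 39.9% of the variance in Ly6C hi and 36.2% in Ly6C low monocytes.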
